# APOΕ4 lowers energy expenditure in females and impairs glucose oxidation by increasing flux through aerobic glycolysis

**DOI:** 10.1186/s13024-021-00483-y

**Published:** 2021-09-06

**Authors:** Brandon C. Farmer, Holden C. Williams, Nicholas A. Devanney, Margaret A. Piron, Grant K. Nation, David J. Carter, Adeline E. Walsh, Rebika Khanal, Lyndsay E. A. Young, Jude C. Kluemper, Gabriela Hernandez, Elizabeth J. Allenger, Rachel Mooney, Lesley R. Golden, Cathryn T. Smith, J. Anthony Brandon, Vedant A. Gupta, Philip A. Kern, Matthew S. Gentry, Josh M. Morganti, Ramon C. Sun, Lance A. Johnson

**Keywords:** APOE, Apolipoprotein E, Aerobic glycolysis, Energy expenditure, Metabolism, Alzheimer’s disease

## Abstract

**Background:**

Cerebral glucose hypometabolism is consistently observed in individuals with Alzheimer’s disease (AD), as well as in young cognitively normal carriers of the Ε4 allele of Apolipoprotein E (APOE), the strongest genetic predictor of late-onset AD. While this clinical feature has been described for over two decades, the mechanism underlying these changes in cerebral glucose metabolism remains a critical knowledge gap in the field.

**Methods:**

Here, we undertook a multi-omic approach by combining single-cell RNA sequencing (scRNAseq) and stable isotope resolved metabolomics (SIRM) to define a metabolic rewiring across astrocytes, brain tissue, mice, and human subjects expressing APOE4.

**Results:**

Single-cell analysis of brain tissue from mice expressing human APOE revealed E4-associated decreases in genes related to oxidative phosphorylation, particularly in astrocytes. This shift was confirmed on a metabolic level with isotopic tracing of ^13^C-glucose in E4 mice and astrocytes, which showed decreased pyruvate entry into the TCA cycle and increased lactate synthesis. Metabolic phenotyping of E4 astrocytes showed elevated glycolytic activity, decreased oxygen consumption, blunted oxidative flexibility, and a lower rate of glucose oxidation in the presence of lactate. Together, these cellular findings suggest an E4-associated increase in aerobic glycolysis (i.e. the Warburg effect). To test whether this phenomenon translated to APOE4 humans, we analyzed the plasma metabolome of young and middle-aged human participants with and without the Ε4 allele, and used indirect calorimetry to measure whole body oxygen consumption and energy expenditure. In line with data from E4-expressing female mice, a subgroup analysis revealed that young female E4 carriers showed a striking decrease in energy expenditure compared to non-carriers. This decrease in energy expenditure was primarily driven by a lower rate of oxygen consumption, and was exaggerated following a dietary glucose challenge. Further, the stunted oxygen consumption was accompanied by markedly increased lactate in the plasma of E4 carriers, and a pathway analysis of the plasma metabolome suggested an increase in aerobic glycolysis.

**Conclusions:**

Together, these results suggest astrocyte, brain and system-level metabolic reprogramming in the presence of APOE4, a ‘Warburg like’ endophenotype that is observable in young females decades prior to clinically manifest AD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13024-021-00483-y.

## Background

The Ε4 allele of Apolipoprotein E (*APOE*) confers more risk (up to 15 fold) for the development of late-onset Alzheimer’s disease (AD) than any other gene [1, 2]. While E4 is a strong contributor to late-onset AD risk, the effect is even greater in females [3]. Female E4 carriers have an increased odds ratio for AD [4], increased incidence of AD [5], elevated hazard ratio for conversion to mild cognitive impairment [6], increased CSF tau [7], and reduced hippocampal volume [8], compared to male E4 carriers. To date, studies investigating the mechanism by which Ε4 and sex increase disease risk have primarily focused on the important associations of Ε4 with the neuropathological hallmarks of AD – i.e. the increased amyloid load seen in Ε4 carriers [9, 10] and the *APOE*-dependence of tau propagation [11, 12].

Alternatively, investigating Ε4 carriers who have not yet developed neuropathology may provide insight into early E4 mechanisms and unveil additional therapeutic targets for the prevention of AD. For example, an early and consistent biological hallmark of AD is cerebral glucose hypometabolism as observed by ^18^F-fluorodeoxyglucose positron emission tomography (FDG-PET) imaging [13–15]. Interestingly, Ε4 carriers also display an “AD-like” pattern of decreased glucose metabolism by FDG-PET long before clinical symptomology [16, 17]. Since glucose hypometabolism occurs early in AD and early in Ε4 carriers, it may represent a critical initial phase of AD pathogenesis that predisposes individuals to subsequent symptomology.

Beyond this FDG-PET finding, it is not clear if *APOE* has other discernable metabolic effects in pre-cognitively impaired young people, and clinical research focused on how *APOE* may regulate metabolism outside of the brain is limited [18]. Most studies have utilized a targeted replacement mouse model of *APOE* in which the murine *Apoe* alleles are replaced by the human orthologs [19, 20]. For example, several studies have found Ε4 mice to exhibit increased susceptibility to insulin resistance, and one report characterized E4 mice as deficient in extracting energy from dietary sources [21–23]. While these preclinical studies have been critical to our understanding of Ε4-associated impairments in glucose metabolism, the mechanism underlying these changes, and the extent to which systemic glucose metabolism is regulated by *APOE* in young healthy humans, remain largely unknown.

In the current study, we combined single-cell RNA sequencing (scRNAseq) and stable isotope resolved metabolomics (SIRM) to define a metabolic shift toward aerobic glycolysis across astrocytes, brain tissue, mice, and human subjects expressing APOE4. We highlight an astrocyte-directed shift in gene expression away from oxidative phosphorylation in the brains of mice expressing human E4, and confirm this metabolic reprogramming through the use of isotopic tracing of ^13^C-glucose in both E4 mice and astrocytes. To test whether this phenomenon translated to APOE4 humans, we used indirect calorimetry to measure whole body oxygen consumption and energy expenditure in young and middle-aged human participants with and without the Ε4 allele. Strikingly, a subgroup analysis revealed that young female E4 carriers showed a significant decrease in resting energy expenditure compared to non-carriers, a decrease driven primarily by reductions in oxygen consumption. Interestingly, this stunted oxygen consumption was exaggerated following a dietary glucose challenge and was accompanied by markedly increased lactate in the plasma of E4 carriers. Together, these results suggest astrocyte, brain and system-level metabolic reprogramming in the presence of APOE4, a pro-glycolytic shift that is observable in young women decades prior to clinically manifest AD.

## Materials and methods

### Clinical research study design

The study objectives were to i) determine if *APOE* genotype influences peripheral and cerebral metabolism in young cognitively normal human subjects, and if so, ii) elucidate potential mechanisms using mouse and cell models of human *APOE*. For the clinical research study, healthy volunteers between 18 and 65 were prescreened for diagnoses that may affect cognitive function (ex. stroke, Parkinson’s), metabolic diseases (diabetes), alcoholism, drug abuse, chronic major psychiatric disorders, medications that interfere with cognition (narcotic analgesics, anti-depressants), medications that interfere with first use of energy expenditure (EE), expand abbreviation (stimulants, beta-blockers) and vision or hearing deficits that may interfere with testing. The prescreening checklist with a full list of medications and conditions excluded for can be found in the supplemental materials (Extended Data Table 5). Eligible candidates were brought in for informed consent after a 12-h fast in which subjects were asked not to exercise and to abstain from everything except for water. We employed a power analysis based on a feasibility study, and the required sample size per group for a power level of 0.9 was calculated to be *n* = 30 per “group” (i.e. E2+, E3/E3 and E4+), for a total of 90 subjects. To account for potential biological outliers, non-consenting subjects, and post-recruitment exclusion criteria being met, we recruited a total of 100 individuals for this observational study. The study was conducted under Clinical Trial #: NCT03109661, and supporting data can be found at https://clinicaltrials.gov/ct2/show/NCT03109561. The primary outcome measure was to measure resting state respiratory quotient in cognitively normal participants with various *APOE* genotypes using indirect calorimetry. Secondary measures included measuring respiratory quotient during a cognitive task and other outcome measures included biospecimen (urine and blood) analysis. Data acquisition was blinded as *APOE* genotypes were determined after the study. Prior to unblinding to *APOE* genotype, individuals who had IC values more than 2 standard deviations from the mean were excluded from analysis, leaving 94 individuals for analysis. Following completion of the study, several subgroup analyses were pursued, including analyses of age and sex as variables. As we were primarily interested in *APOE* effects in young individuals, we stratified our sample population into a young cohort (under 40 years old) and a middle-aged cohort (40–65 years old). We chose 40 as the age-cutoff based on a meta-analysis of *APOE* genotype and AD-risk which found the Ε4 effect on disease to be observable in individuals 40 and over [4]. Body mass index (BMI), waist to hip ratio, and blood pressure were first recorded. Thereafter, participants were fitted with an airtight mask that was connected to an MGC Diagnostics Ultima CPX metabolic cart which measures VO_2_, VCO_2_, and respiratory rate. EE is defined as the amount of energy an individual uses to maintain homeostasis in kcal per day, and can be calculated using the Weir eq. (EE = 1.44 (3.94 VO_2_ + 1.11 VCO_2_) [24]. EE is composed of the resting energy expenditure (REE), the thermic effect of feeding (TEF), and activity related energy expenditure (AEE). In motionless and fasted humans, EE is equivalent to the REE since the TEF and AEE have been controlled for. Participants were instructed to remain motionless and to refrain from sleep for 30 min as data was gathered. All testing occurred between 8:30–11:30 am in a temperature controlled (20–22 °C) out-patient research unit (Center for Clinical and Translational Science, University of Kentucky). Body temperature was taken periodically via temporal thermometer to ensure thermostasis and provide intermittent stimulation to ensure wakefulness. After the resting period came a 30 min cognitive test period. We then introduced a novel-image-novel-location (NINL) object recognition test consisting of a series of images which participants were later asked to recall. This test has been shown previously to study *APOE* allele effects on cognition [25]. After the cognitive test period, a blood draw was taken via venipuncture and placed on ice. Participants then consumed a sugary milk drink consisting of 50 g of sugar dissolved in whole milk. The drink was consumed within a 2 min time span. The mask was then refitted and participants were instructed to again remain motionless for 30 min for data collection. Data from the first 5 min of the study time periods were excluded to allow a 5 min steady state adjustment [26, 27]. After the glucose challenge, participants provided a second blood sample (~ 45 min after the initial blood draw). Participants then exited the study and were compensated for their participation.

### *APOE* genotyping

*APOE* genotype was determined by extracting genomic DNA from participants’ blood samples using a GenElute Blood Genomic DNA Kit (Sigma). After confirming concentration and quality by Nanodrop, *APOE* genotype was determined using PCR with TaqMan assay primers for the two allele-determining SNPs of *APOE*: rs7412 and rs429358 (Thermo). Positive controls for the six possible *APOE* genotypes were included with each assay.

### Plasma metabolomics and GCMS sample preparation

Plasma was separated from blood by centrifugation at 2500 x *g* for 10 min at 4 °C, and stored in 200uL aliquots at − 80 °C until further use. Upon thawing, ice cold 100% methanol solution containing 40 nM L-norvaline (internal standard) was added to 80 μl of plasma and kept on ice for 20 min with regular vortexing. The solution was then centrifuged for 10 min (14,000 rpm, 4 °C). Supernatant containing polar metabolites was removed to a new tube and kept at − 80 °C until prepped for GCMS analysis. Polar metabolites were thawed on ice then dried under vacuum. The dried pellet was dissolved in 50 μL methoxyamine HCl-pyridine (20 mg/ml) solution and heated 60 min at 60 °C. Following heating, samples were transferred to v-shaped glass chromatography vials and 80 μl of MTSFA + 1% TMCS (Thermo Scientific) was added. Samples were then heated for 60 min at 60 °C, allowed to cool to room temperature, and then analyzed via GCMS with parameters as previously described [28]. Briefly, a GC temperature gradient of 130 °C was held for 4 min, rising at 6 °C/min to 243 °C, rising at 60 °C/min to 280 °C and held for 2 min. Electron ionization energy was set to 70 eV. Scan and full scan mode used for metabolite analysis, spectra were translated to relative abundance using the Automated Mass Spectral Deconvolution and Identification System (AMDIS) software with retention time and fragmentation pattern matched to FiehnLib library with a confidence score of > 80. Chromatograms were quantified using Data Extraction for Stable Isotope-labelled metabolites (DExSI) with a primary ion and two or more matching qualifying ions. Metabolite quantification was normalized to relative abundance of internal standard (L-norvaline), brain and cell data also normalized to protein concentration. Metabolomics data was analyzed using the web-based data processing tool Metaboanalyst [29]. Metabolites significantly altered by *APOE* genotype and/or time point were defined by ANOVA and subsequent false discovery rate cutoff of < 0.05. All identified metabolites for which > 75% of participants had a measurable concentration were included, and missing values were estimated with an optimized random forest method [30]. For the pathway impact analysis, the parameters were set to ‘global test’ and ‘Relative-betweenness Centrality’, a node centrality measure which reflects metabolic pathway ‘hub’ importance. For enrichment analyses, parameters were set to “Pathway-associated metabolite sets (SMPDB)”, a library that contains 99 metabolite sets based on normal human metabolism. For both pathway and impact analyses, only metabolic pathways with 3+ metabolites represented in our data set were included, and a false discovery rate cutoff of < 0.05 was utilized.

### Mice and metabolic phenotyping

Mice expressing human *APOE* display many of the phenotypic characteristics observed in humans including several metabolic variations noted in epidemiological studies [31–33]. In this “knock-in” model, the mouse *Apoe* locus is targeted and replaced with the various human *APOE* alleles, thereby remaining under control of the endogenous mouse *Apoe* promoter and resulting in a physiologically relevant pattern and level of human *APOE* expression [17, 19, 34–37]. Mice used in this study were homozygous for either the human E3 or E4 alleles, aged 2–4 months (young) and group housed in sterile micro-isolator cages (Lab Products, Maywood, NJ), and fed autoclaved food and acidified water ad libitum. Animal protocols were reviewed and approved by the University of Kentucky Institutional Animal Use and Care Committee. Human E3 and Ε4 mice were evaluated by indirect calorimetry (TSE Systems, Chesterfield, MO). Mouse body composition was measured using EchoMRI (Echo Medical Systems, Houston, TX) the morning prior to being singly housed in the indirect calorimetry system. Mice were acclimated to singly housed cage conditions for 1 week prior to beginning data recording. After 5 days on standard chow diet (Teklad Global 18% protein rodent diet; 2018; Teklad, Madison, WI), mice were fasted overnight before being introduced to a high carb diet (Open Source Diets, Control Diet for Ketogenic Diet with Mostly Cocoa Butter, D10070802) for 5 days. Mice were monitored for O_2_ consumption, CO_2_ production, movement, and food and water consumption. Chambers were sampled in succession and were reported as the average of 30 min intervals in reference to an unoccupied chamber. To negate the effects of activity on EE readouts, we chose to only analyze the light cycles of the mice where activity, and feeding, is minimal. The EE then becomes analogous to a “resting” EE similar to the resting period in the human study and differences observed are likely due to basal metabolic rate differences instead of confounding factors such as feeding and activity [38].

### Cell culture

Primary astrocytes were isolated from postnatal day 0–4 pups of mice homozygous for E3 or Ε4. The brain was surgically excised and meninges were removed from cortical tissue in cold DMEM. Tissue from pups of the same genotype was pooled and coarsely chopped to encourage suspension. Tissue homogenates were incubated in serum free DMEM with 0.25% trypsin and DNAse for 30 min with gentle shaking. Cell suspension was then filtered through 40 μm strainer and spun for 5 min at 1100 x *g*. Suspended primary cells were then plated in a poly-lysine coated plate and allowed to grow to confluence in Advanced DMEM (Gibco) with 10% FBS. Immortalized astrocytes were derived from targeted replacement mice expressing human *APOE* alleles (kind gift from Dr. David Holtzman). These immortalized cell lines secrete human ApoE in HDL-like particles at equivalent levels to primary astrocytes from targeted replacement *APOE* knock-in mice and have been relied upon for studies of *APOE*’s role in astrocyte metabolism by several groups [39–41]. Cells were maintained in Advanced DMEM (Gibco) supplemented with 1 mM sodium pyruvate, 1X Geneticin, and 10% fetal bovine serum unless otherwise noted.

### Single-cell RNA sequencing

Brain tissues were processed for creating single cell suspensions as previously described [42]. Briefly, 11–12 month old female E3/E3 and E4/E4 mice (pooled *n* = 3 per genotype) were anesthetized via 5.0% isoflurane before exsanguination and transcardial perfusion with ice-cold Dulbecco’s phosphate buffered saline (DPBS; Gibco # 14040133). Following perfusion, brains were quickly removed and a whole right hemispheres sans brainstem and cerebellum were quickly minced using forceps on top of an ice-chilled petri dish. Minced tissue from the 3 pooled hemispheres per genotype were immediately transferred into gentleMACS C-tube (Miltenyi #130–093-237) containing Adult Brain Dissociation Kit (ADBK) enzymatic digest reagents (Miltenyi #130–107-677) prepared according to manufacturer’s protocol. Tissues were dissociated using the “37C_ABDK” protocol on the gentleMACS Octo Dissociator instrument (Miltenyi #130–095-937) with heaters attached. After tissue digestion, cell suspensions were processed for debris removal and filtered through 70 μm mesh cell filters following the manufacturer’s suggested ABDK protocol. The resultant suspension was filtered sequentially two more times using fresh 30 μm mesh filters. Cell viability was checked using AO/PI viability kit (Logos Biosystems # LGBD10012) both cell suspensions were determined to have > 88% viable cells. Following viability and counting, cells were diluted to achieve a concentration of ~ 1000 cells/100uL. The diluted cell suspensions were loaded onto the 10x Genomics Chromium Controller. Each sample was loaded into a separate channel on the Single Cell 3′ Chip and libraries were prepared using the Chromium v3 Single Cell 3′ Library and Gel Bead Kit (10x Genomics). Final library quantification and quality check was performed using BioAnalyzer (Agilent), and sequencing performed on a NovaSeq 6000 S4 flow cell, 150 bp Paired-End sequencing (Novogene). Raw sequencing data was de-multiplexed and aligned using Cell Ranger (10x Genomics), and further processed using Partek software. Gene ontology and pathway enrichment analyses were performed using Partek’s “filter groups” feature to selectively analyze astrocytes, followed by gene set enrichment with a set threshold of q < 0.05, followed by the “differential analysis > pathway analysis” features. To remove likely multiplet and dead cells, cells were discarded if they had total read counts less than 50 or greater than 50,000 UMIs, or mitochondrial read counts more than 30%. UMAP projections were visualized with 20 principal components. Clusters were assigned to cell types using known marker genes. Two small clusters (< 250 cells) were removed from downstream analysis due to suspected doublets/triplets based on positive gene expression of multiple cell-specific gene markers (astrocytes, microglia, mural cells and/or endothelial cells). The final dataset consisted of a total of 18,167 cells (8216 and 9951 cells from E3 and E4, respectively) that passed quality control thresholds.

### Glucose tracing in vivo

Female TR mice homozygous for E3 or Ε4 (12–13 month) were fasted for 2–3 h then, via oral gavage, administered 250 μL [U-^13^C] glucose solution at a concentration of 2 g/kg of body weight based on average cohort bodyweight. 45 min following gavage, mice were euthanized by cervical dislocation, brains were removed and quickly washed twice in PBS, once in H_2_O then frozen in liquid N_2_. Tissues were kept at − 80 °C until ground under liquid N_2_ using a Freezer/Mill Cryogenic Grinder (SPEX SamplePrep model 9875D). Approximately 60 mg of tissue was placed in a 1.5 mL tube then 1 mL extraction buffer (50% methanol, 20 nM norvaline) was added followed by a brief vortex and placement on ice for 20 min (briefly vortexed every 5 min). Samples were then centrifuged at 14,000 rpm, 4 °C for 10 min. The supernatant containing polar metabolites was moved to a new tube and kept at − 80 °C until prepped for GCMS. The resulting pellet was re-suspended in RIPA buffer (Sigma) and protein concentration was measured with BCA kit (Pierce) for normalization.

### Glucose metabolism assays

For glucose oxidation assays, astrocytes were plated in a 24-well plate at 300,000 cells/well with 500 μL of maintenance media (Advanced DMEM, 10% FBS, 1% sodium pyruvate, 0.4% Geneticin) and incubated at 5% CO_2_ and 37 °C and allowed to grow to confluence for 24 h. Using a previously published protocol [43], cells were then incubated with 1 μCi/mL [U-^14^C] glucose in maintenance media (25 mM glucose) or starvation media (same as maintenance except 0 mM glucose) for 3 h. Buffered ^14^CO_2_ in the media was then liberated by addition of 1 M perchloric acid and captured on a filter paper disc pre-soaked with 1 N sodium hydroxide using airtight acidification vials. Radioactivity of the filter paper was measured in a Microbeta 2 Scintillation Counter (Perkin Elmer) after addition of 3 mL Ultima-Gold Scintillation Fluid. For glucose tracing in primary astrocytes, cells were plated in a 6-well plate at 600,000 cell/well in astrocyte growth media (Advanced DMEM, 10% FBS, 1% sodium pyruvate, 1% penicillin-streptomycin) and incubated at 5% CO_2_ and 37 °C. After 48 h, growth media was replaced with tracer media (Glucose-free DMEM containing 10% dialyzed FBS, 10 mM [U-^13^C] glucose) and incubated under previous conditions for 24 h at which time quenching and metabolite extraction were carried out as follows: Plates were retrieved from incubator and placed on ice, tracer media removed and wells washed once with ice-cold PBS. Immediately following washing, 1 mL of ice-cold extraction buffer (50% methanol, 20 nM norvaline) was added to quench enzymatic activity and plates were placed at − 20 °C for 10 min. Cellular contents were then scraped with a cell-scraper in extraction buffer and collected into 1.5 mL and tubes placed on ice for 20 min with regular vortexing. Samples were then centrifuged at 14,000 rpm, 10 min, 4 °C after which supernatant containing polar metabolites were removed to a new tube and frozen at − 80 °C until prepped for GCMS analysis. The resulting pellet was re-suspended in RIPA buffer (Sigma) and protein concentration was measured with BCA kit (Pierce) for normalization.

### Mitochondrial respiration assays

Astrocytes were plated at 40,000 cells/well in maintenance media and grown to confluence for 24 h. The following day media was replaced with assay running media (Seahorse XF Base Medium, 1 mM pyruvate, 2 mM glutamine, and 10 mM glucose) and after 1 h oxygen Consumption rate (OCR) and extracellular acidification rate (ECAR) were measured using a Seahorse 96XF instrument as previously described [44]. Baseline measurements of ECAR and OCR were taken prior to injection of mitochondrial inhibitor oligomycin (4 μM) and glycolytic inhibitor 2-deoxyglucose (500 mM). Manufacturer protocols were followed for the glycolysis stress test assay and Mito fuel flex assay (Category # 103260 Agilent). Briefly, the glycolysis stress test assesses the ability of cells to respond to challenging conditions by increase the rate of glycolytic activity. Glycolytic capacity refers to the glycolytic response to energetic demand from stress (Glycolytic capacity = ECAR post-oligomycin – Baseline ECAR) while glycolytic reserve refers to the capacity available to utilize glycolysis beyond the basal rate (Glycolytic reserve = ECAR post-oligomycin – ECAR post-glucose). The Mito Fuel Flex assay assesses mitochondrial energy consumption by measuring respiration in the presence or absence of fuel pathway inhibitors (UK5099; BPTES; Etomoxir). The following equations were used in the calculations of mitochondrial flexibility parameters: Dependency (%) = [(Baseline OCR - Target inhibitor OCR)/ (Baseline OCR - All inhibitors of OCR)] × 100%. Capacity (%) = 1 / [(Baseline OCR - Other two inhibitors of OCR)/(Baseline OCR - All inhibitors of OCR)] × 100%. Flexibility (%) = Capacity (%) - Dependency (%).

### Statistical analysis

All results are reported as mean +/− SEM unless otherwise stated. For comparisons between two groups, an unpaired two-tailed Student’s *t*-test was used. For pair-wise comparison of two time points a paired two-tailed Student’s *t*-test was used. One-way analysis of variance (ANOVA) was used for comparing multiple groups followed by Sidak’s multiple comparisons test. Two-way ANOVA with repeated measures was used for time course analyses. Covariates for the clinical study included age, sex, BMI, waist to hip ratio, blood pressure, and body temperature. Pearson r correlation test was used for correlative analysis. For dependent variables with categorical independent variables we analyzed covariance (ANCOVA) to assess collinearity. *P* < 0.05 was considered significant.

## Results

### Single-cell RNA sequencing highlights a role for APOE4 in astrocyte oxidative phosphorylation and glycolysis

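Transcripts of single brain cells were counted with droplet-based single-cell RNA sequencing, in which each transcript carries a barcode for its cell and a unique molecular identifier (UMI) so that copies made during amplification are counted once. The mice were knock-in animals in which the mouse Apoe gene is replaced by the human E3 or E4 allele. Right hemispheres without brainstem and cerebellum from 3 female mice aged 11 to 12 months were pooled for each genotype, dissociated with warmed enzymes and loaded as 1 library per genotype. The deposited files hold raw UMI counts for 32285 mouse genes of the mm10 genome, made by the authors with Cell Ranger (version 6.1.2 in the header of the E3 matrix and 6.1.1 in that of E4). The E3 library held 56415229 UMIs in 11485 barcodes and the E4 library 71625170 UMIs in 13802 barcodes, with medians of 3784 and 4085 UMIs and 1688 and 1817.5 genes per barcode. Mitochondrial transcripts made up a median of 6.29% of the UMIs per E3 barcode and 6.83% per E4 barcode.
Starting from these counts, the study's stated filter (50 to 50000 UMIs and at most 30% mitochondrial UMIs) was applied, cells were clustered on 20 principal components, and clusters were named from marker genes fixed before the data were examined. Counts were then summed over the cells of each named class and expressed as CPM, that is, scaled to a common total for each class. A class is called astrocyte-like, microglia-like and so on because its name was rebuilt from markers. With 1 library per genotype the difference between genotypes has no replicate check, since the cells of a pool are not replicates, and it is inseparable from differences between the pools, the library preparations or the Cell Ranger versions. No p-value is therefore given. Ratios of E4 to E3 are on the log2 scale with exact 95% intervals that cover counting error only. For a gene list, the median ratio over genes with at least 50 UMIs is set against 10000 random lists of equal size matched on mean expression, as a description of these libraries.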

Given the outsized role of *APOE* in modulating AD risk, we first undertook an unbiased survey of E4 effects in various cell types by performing single cell RNA sequencing (scRNA-seq) on brain tissue from female mice expressing human E3 or E4. 

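Microglia-like cells, the resident immune cells of the brain, were the most numerous class as named here, followed by astrocyte-like and endothelial-like cells. Microglia-like cells made up 30.9% of E3 cells (exact binomial 95% interval 30.0 to 31.7%) and 32.5% of E4 cells (31.7 to 33.3%). Astrocyte-like cells made up 25.9% of E3 cells (25.1 to 26.8%) and 25.2% of E4 cells (24.5 to 26.0%), with overlapping intervals. Endothelial-like cells, which line the blood vessels, made up 9.60% of E3 cells (9.06 to 10.2%) and 11.8% of E4 cells (11.3 to 12.4%). Oligodendrocyte-like cells, which make myelin, stood at 7.29% and 7.30%, choroid plexus-like cells, which secrete cerebrospinal fluid, at 3.62% and 3.12%, and neuroprogenitor-like cells at 3.02% and 2.81%. Ependymal-like, erythroid-like, macrophage-like, meningeal-like, mural-like and oligodendrocyte precursor-like cells were each below 2% in both libraries. These 12 classes comprised 30 of 33 clusters, and no cluster was named neuronal. Of the 6 microglia-like clusters, 1 was led by the immediate-early and chemokine genes Atf3, Ccl4, Egr1 and Fosb (519 E3 and 897 E4 cells). Left out of the classes were sub-clusters of the astrocyte-like clusters with markers of other cells (7.55% of E3 and 5.92% of E4 cells) and an unnamed cluster of shallow cells (4.39% and 4.11%), by thresholds set after the clusters were seen. The order of the 2 largest classes depended on this step, since the astrocyte-like share was 37.6% in E3 and 34.9% in E4 with the shallow sub-cluster and the unnamed cluster returned (a setting chosen after seeing the data). Cells with at least 2 Aldoc UMIs made up 41.6% and 40.9%. That set can hold cells of other classes, since microglia-like cells held 240 and 251 Aldoc CPM. Dissociation and debris removal set which cells survive, so the shares describe the suspensions and not the tissue. With 1 pool per genotype, no difference in shares was tested.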

To visualize and identify cell populations with distinct transcriptional signatures, we performed a Uniform Manifold Approximation and Projection (UMAP) on a total of 18,167 cells (E3 8216; E4 9951) from pooled (*n* = 3) whole brain tissue (Fig. 1a; Supplemental Fig. 1a). We then used a list of established marker genes to assign cluster identity (Fig. 1b), including four clusters that highly expressed *Aldoc, Aqp4, Gja1* and *Aldh1l1,* which we assigned as astrocytes (Fig. 1b, blue; Supplemental Fig. 1b). 

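Each of the 4 genes was higher in astrocyte-like cells than in any other class, in both libraries. Aldoc (ENSMUSG00000017390, mm10 chromosome 11 from 78322968 to 78327781), which encodes the brain form of the glycolytic enzyme aldolase, stood at 3037 CPM in E3 and 3090.1 CPM in E4 astrocyte-like cells, 7.36 times the next class in E3 (macrophage-like, 413 CPM) and 12.3 times the next class in E4 (microglia-like, 251 CPM). Aqp4, the water channel of astrocyte endfeet, stood at 1164 and 1249.7 CPM, with ependymal-like cells next at 590.1 and 592 CPM. Gja1, which encodes a gap junction protein, stood at 1979 and 2126 CPM, with meningeal-like cells next at 713 and 802 CPM. Aldh1l1, an enzyme of folate metabolism, stood at 159 and 166 CPM, with choroid plexus-like cells next at 24.2 and 24.4 CPM. The 4 genes were among the markers that named the class, so their order across classes is partly set by the naming.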

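Apoe, which encodes the main lipid carrier secreted by astrocytes, was highest in astrocyte-like cells, at 247 CPM in the E3 library (exact Poisson 95% interval 238 to 255) and 304 CPM in the E4 library (296 to 314). Macrophage-like cells came next, at 146 CPM (119 to 177) in E3 and 138 CPM (114 to 166) in E4, and the ratio of astrocyte-like cells to this class was 1.95 as the mean of the libraries. Microglia-like cells held 26.4 and 32.3 CPM and oligodendrocyte-like cells 38.6 and 40.3 CPM. Of the 63 genes in the glycolysis list, 62 were in the files and 39 reached 50 UMIs in astrocyte-like cells. Their summed expression was also highest in astrocyte-like cells, at 9189 CPM (9137 to 9241) in E3 and 9373 CPM (9323 to 9423) in E4, followed by the choroid plexus-like cells at 7529 CPM (7454 to 7604) and 7702 CPM (7633 to 7771). Without Aldoc, itself an astrocyte marker, the order of these classes turned, and the sum was 6152 and 6283 CPM in astrocyte-like cells and 7428 and 7616 CPM in choroid plexus-like cells.
The order also turned with a stricter cell filter, where the glycolysis sum of astrocyte-like cells was 0.989 times that of choroid plexus-like cells, and with totals that leave out mitochondrial, haemoglobin and rRNA-overlapping genes, where it was 0.764 times that of erythroid-like cells. Cells kept out of the classes held still higher glycolysis sums, at 11569 and 11786 CPM in the sub-clusters with myelin or microglial transcripts and 11112 and 12147 CPM in the unnamed cluster of shallow cells. On the study's marker Aldoc these cells resembled astrocytes, with 4259 and 4163 CPM in the former and 3884 and 4237 CPM in the latter, and the markers of the unnamed cluster came closest to those of astrocytes.

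**Figure D1:**
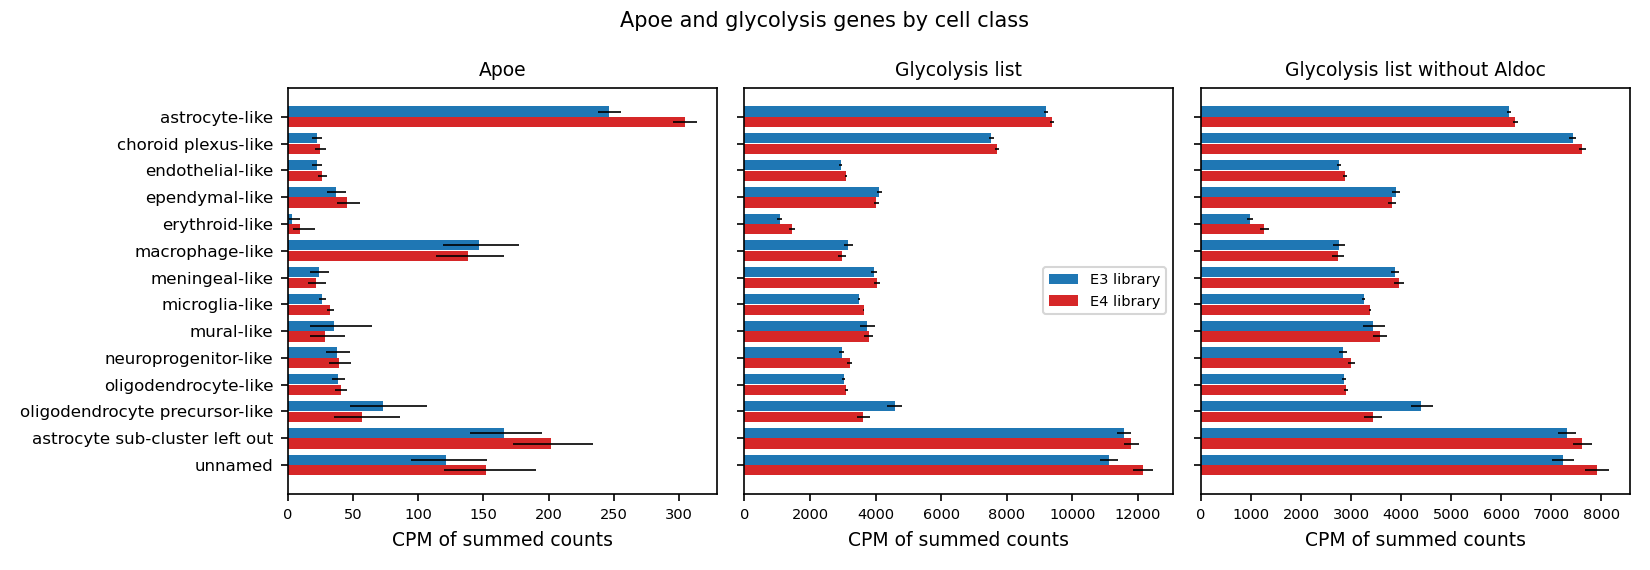
Apoe, the glycolysis list and the glycolysis list without Aldoc in each class of cells, in CPM of the class, for the E3 library (blue) and the E4 library (red). Bars show the sum over the cells of 1 library and error bars the exact Poisson 95% interval (counting error only). Apoe is highest in astrocyte-like cells, and without Aldoc the glycolysis sum is higher in choroid plexus-like than in astrocyte-like cells.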

Notably, these astrocyte clusters showed both the highest expression of *APOE* (Fig. 1c) and the highest cumulative expression of a list of 39 genes directly involved in glycolysis (Fig. 1d). 

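Clustered alone, the cells of the 5 astrocyte-like clusters separated into 14 sub-clusters, of which 12 were kept. The largest kept group, 1367 cells, was led by Irx5, Otx2 and Car14, where Irx5 and Otx2 encode patterning transcription factors. A group of 1285 cells was led by Unc13c, Eya1 and Emx2, a transcription factor of the developing cortex, and a group of 1156 cells by genes that included Fezf2 and Lhx2, transcription factors of forebrain patterning. Next came 927 cells led by Nkx6-2, Agt and Slc6a11, which encodes a GABA transporter. A group of 347 cells was led by genes that included Thbs4, an extracellular matrix protein, and Vim and Gfap, which encode intermediate filaments. Smaller groups were led by the immediate-early genes Nr4a1, Nr4a2 and Nr4a3 (207 cells) and by Myoc (57 cells), and a group of 13 cells led by Mybpc1 held E4 cells alone. The sub-clusters left out were 1559 shallow cells with the myelin transcript Mbp and 76 cells with the microglial genes C1qa, Tyrobp and Csf1r. The number of sub-clusters moved with the clustering resolution, to 9 at a resolution of 0.5 and 22 at 2.0.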

When we performed a sub-UMAP on only astrocytes, the cells clustered into eight unique subpopulations with distinct transcriptional signatures (Fig. 1e; Supplemental Table 1). 

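Within astrocyte-like cells, Apoe CPM were higher in the E4 library. Apoe (ENSMUSG00000002985, mm10 chromosome 7 from 19696109 to 19699188) had 3180 UMIs in E3 and 4390 UMIs in E4 astrocyte-like cells, a log2 ratio of 0.30 (exact 95% interval 0.24 to 0.37, counting error only), or 1.23-fold. Of 11 sub-clusters present in both libraries, 9 had the higher Apoe level in E4, with intervals above 0 in 6. The largest ratio with such an interval was in the sub-cluster led by Nr4a2, with a log2 ratio of 0.76 (0.36 to 1.16), followed by 0.45 (0.11 to 0.80) in the sub-cluster led by Fam193b and Grin2c, 0.43 (0.27 to 0.59) in the group led by Unc13c, and 0.37 in the groups led by Fezf2 (0.23 to 0.50) and Thbs4 (0.063 to 0.68). The group led by Nkx6-2 had a ratio of 0.26 (0.081 to 0.45). The sub-cluster led by Irx5 and Otx2 had a ratio of 0.10 (−0.048 to 0.25), and the group led by Crym and Six3 had −0.19 (−0.49 to 0.098), so neither difference was detectable at this depth. The counts were assigned to the mouse Apoe gene of mm10, whereas the mice carry human APOE, so the values depend on which human transcripts matched the mouse gene.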

Interestingly, *APOE* expression was higher in E4 astrocytes, an effect primarily driven by clusters 1, 2, 3 and 5 (Supplemental Fig. 2). As expected based on previous bulk sequencing studies of human APOE mice and *APOE* genotyped human brain tissue, a number of other differentially expressed genes (DEGs) were noted between E4 vs E3 cells, including 562 DEGs specifically in astrocytes (Fig. 1f; Supplemental File 1). 

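In astrocyte-like cells, haemoglobin genes and genes that overlap ribosomal RNA were among the lowest in the E4 library. The genes named first were the 10 lowest and 10 highest by ratio among those with at least 200 UMIs and a ratio on the same side of 1 in every sub-cluster with at least 20 UMIs of the gene. Lowest in the E4 library were the haemoglobin genes of red blood cells, Hba-a1 (log2 ratio −2.80, exact 95% interval −3.06 to −2.55), Hba-a2 (−2.45), Hbb-bs (−2.44) and Hbb-bt (−2.35). The paper's table gives −0.30, −0.19, −0.12 and 0.047 for these 4 genes, so that Hbb-bt lay on the other side there. Zfp14, a zinc finger gene, had a ratio of −1.86 (−2.23 to −1.49). Lars2, which encodes the mitochondrial leucyl-tRNA synthetase, had 21719 UMIs in E3 and 9445 in E4, a ratio of −1.36 (−1.40 to −1.33), and Gm42418, a transcript overlapping ribosomal RNA, stood at 33982 CPM in E3 and 15245 CPM in E4. The histone genes Hist1h4d (−1.26) and Hist1h1e (−0.83) and the ribosomal protein gene Rps27rt (−0.88) were lower too.
Highest in the E4 library were Cyp26b1, an enzyme that degrades retinoic acid (log2 ratio 1.81, 1.32 to 2.32), and Gria4, a subunit of AMPA glutamate receptors (1.29, 0.92 to 1.67). Both had enough UMIs in 1 sub-cluster only, so the requirement of 1 side in every sub-cluster did not test them. They were followed by Flt1 (0.89), a receptor of vascular endothelial growth factor that marks endothelial cells, and Col23a1 (0.87), a collagen. Gria4 was among the leading genes of the sub-cluster of E4 cells alone, and Col23a1 and Gpr50 among those of a sub-cluster of 16 E3 and 36 E4 cells. With sub-clusters weighted alike, Col23a1 had 0.60 and Gpr50 0.57. A list of tanycyte and hypothalamus genes had 10 of 14 higher (median 0.11, −0.37 to 0.87). Nrros and Tmem52 had ratios of 0.81 each, Acvr1c 0.74, Gm14418 0.72, Zfp653 0.68 and Mansc1 0.66. Among genes labelled in the study's plot, Mrps12, a protein of the mitochondrial ribosome, had a ratio of 0.49 (0.35 to 0.63), Ube2m, a conjugating enzyme for the ubiquitin-like protein NEDD8, 0.42 (0.28 to 0.56), and Gpr50 1.02 (0.55 to 1.51). Mrps12 (mm10 chromosome 7 from 28739641 to 28741820) and Ube2m (chromosome 7 from 13035120 to 13038275) lie 9.04 and 6.66 Mb from Apoe. Ccn2 had 6 UMIs in E3 and 2 in E4, and Angpt4 had 0 in the astrocyte-like cells of both libraries. The haemoglobin genes turned to the opposite side with the stricter cell filter, to 1.81 for Hba-a1 and 2.75 for Hbb-bt. With called doublets left out, Hba-a1 had −0.12 (−0.25 to 0.0099), Hba-a2 −0.12, Hbb-bs −0.022 and Hbb-bt 0.87. Cells were clustered anew in both settings. The Hba-a1 interval was narrower than the main −3.06 to −2.55, so the E4 cells of the class held more Hba-a1 UMIs than before. The change was therefore not a mere removal of haemoglobin transcripts with the doublets, and its cause was not tested. Gpr50 had −0.098 after thinning each cell to 1000 UMIs.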

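Summed over all cells, nuclear-encoded genes of oxidative phosphorylation, the respiratory chain and ATP synthase of mitochondria, were lower in the E4 library. Of 88 such genes, 71 were lower and 17 higher, with a median log2 ratio of −0.13 (95% order-statistic interval −0.15 to −0.096), lower than each of 10000 random lists. Cox6c (−0.23) and Cox7c (−0.23), subunits of cytochrome c oxidase, and Uqcr11 (−0.27) of complex III were examples. Of 77 genes for proteins of the mitochondrial ribosome, which translates the mitochondrial genome, 55 were lower and 22 higher (median −0.056, −0.085 to −0.038). The 13 genes encoded by the mitochondrial genome itself went both ways, with 7 higher and 6 lower (median 0.0022, −0.14 to 0.068). Among them, mt-Co1 had a ratio of 0.11 and mt-Atp8 one of −0.62. Enzymes of the tricarboxylic acid cycle also went both ways, with 10 of 25 higher (median −0.013, −0.057 to 0.029). This list lay at the 2.24th percentile of random lists, however, whose median was 0.054. Genes of glycolysis did likewise, with 21 of 44 higher (median −0.011, −0.057 to 0.019). They lay at the 2.47th percentile of random lists, whose median was 0.047. Over the same cells, immediate-early and stress genes were higher in E4 for 21 of 22 genes (median 0.45, 0.29 to 0.56), all 11 myelin genes were lower (median −0.12, −0.20 to −0.074), and all 12 genes of homeostatic microglia were higher (median 0.23, 0.18 to 0.31). The list of immediate-early and stress genes was written as a signal of dissociation. The medians over all cells also reflect the mix of cell types in each library.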

Notably, gene ontology (GO) analyses of all cells underscored a number of metabolic processes, including several mitochondrial related GO terms (Fig. 1g). In particular, pathway enrichment analyses specifically highlighted “Alzheimer’s disease” and “oxidative phosphorylation” as top hits in astrocytes (Fig. 1h), where a number of genes related to mitochondrial beta-oxidation showed lower expression in the presence of E4 (Supplemental Figs. 3 and 4).

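In astrocyte-like cells, oxidative phosphorylation genes were lower in the E4 library, whereas genes of fatty acid beta-oxidation and of glycolysis went both ways. Of 86 measured oxidative phosphorylation genes, 67 were lower and 19 higher, with a median log2 ratio of −0.11 (95% order-statistic interval −0.14 to −0.086), below all 10000 random lists matched on mean expression. With the cells split into 10 groups by depth after this result was seen, the list had a median below 0 in all 10, with intervals that included 0 in the 4 shallowest. Among the most abundant members, Cox8a had a ratio of −0.17, Cox4i1 −0.11, Cox6c −0.25 and Cox7c −0.25, all subunits of cytochrome c oxidase. Of 29 beta-oxidation genes, 13 were lower and 16 higher (median 0.013, −0.030 to 0.063, 47.9th percentile). Acsl3 (0.13) and Acsl6 (0.055, but −0.032 with a stricter cell filter), which activate fatty acids, and Hadhb (0.036) were higher, and Etfb (−0.025), which passes electrons to the respiratory chain, was lower. Of the genes of this list, the paper's table of astrocyte genes holds Acadvl at −1.06 and Cpt1c at −0.56, which had −0.13 (exact 95% interval −0.27 to 0.019) and 0.090 (−0.15 to 0.33) here. Of 39 glycolysis genes, 21 were higher and 18 lower (median 0.0028, −0.029 to 0.025, 39.4th percentile), with Eno1 at 0.19, Gapdh at 0.069 and Eno2 at −0.61 (0.16 after thinning each cell to 1000 UMIs).
Other lists moved too. Genes for cytoplasmic ribosomal proteins were lower for 79 of 82 (median −0.19, −0.21 to −0.15), with Rpl41 at −0.40 and Rplp1 at −0.35, but with the stricter cell filter their median was 0.040 and Rplp1 had 0.098. Myelin genes were lower for 10 of 11 (median −0.16, −0.44 to −0.081) and choroid plexus transcripts for 5 of 6 (median −0.53, −0.85 to 0.082, and 0.10 with the mean of CPM per cell), with Ttr at −0.73. With that filter the myelin median was 0.072 and Ttr had 0.35. Of 12 homeostatic microglia genes, 7 were higher (median 0.019, −0.076 to 0.21). Genes of astrocytes outside the telencephalon were higher for 10 of 11 (median 0.12, 0.017 to 0.44), with the GABA transporter gene Slc6a11 at 0.16. The mix of sub-clusters differed as well, with 15.1% of E3 and 19.3% of E4 cells of the astrocyte-like clusters in the group led by Irx5 and Otx2, 11.1% and 12.3% in that led by Nkx6-2 and 5.50% and 3.39% in that led by Thbs4. With sub-clusters weighted alike the median of these genes was 0.10. Immediate-early and stress genes were higher for 17 of 21 (median 0.15, 0.054 to 0.37).

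**Figure D2:**
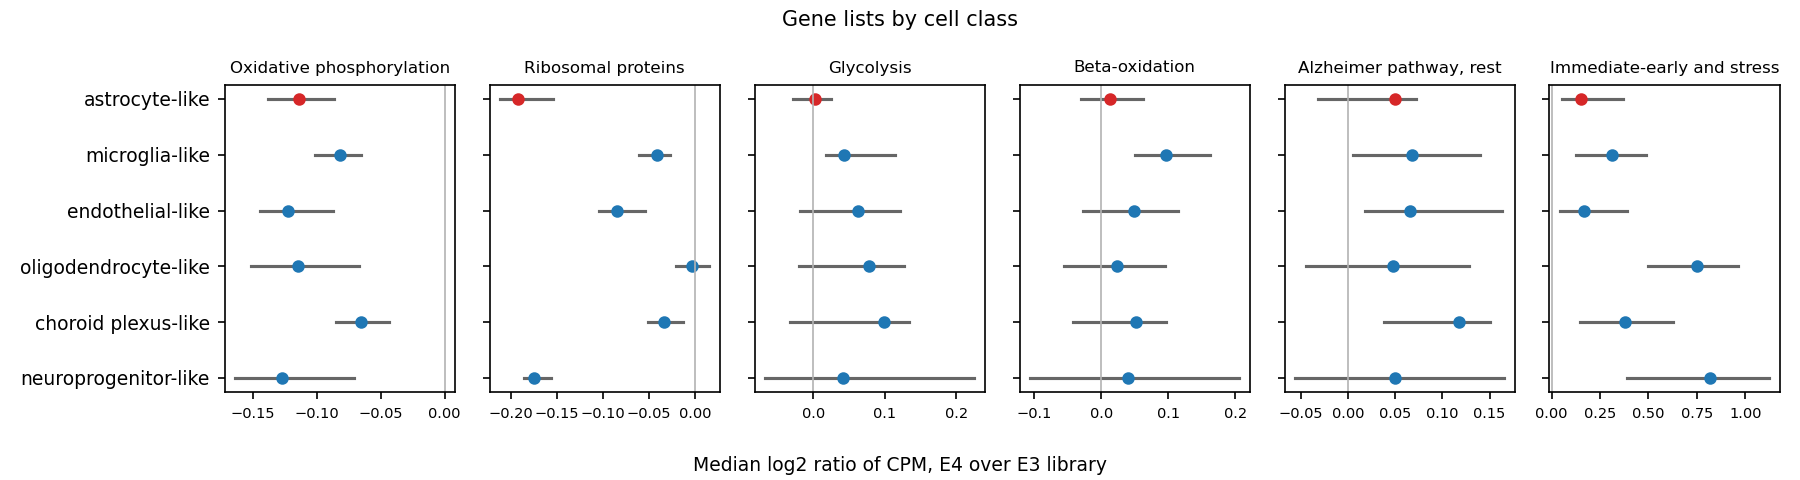
Median log2 ratio of E4 to E3 for 6 gene lists (panels) in the 6 classes with at least 200 cells per library, with 95% order-statistic intervals over genes and 0 marking equal expression. The oxidative phosphorylation median lies below 0 in each class shown. The ribosomal median is below 0 in astrocyte-like and microglia-like cells here but above 0 with the stricter cell filter (astrocyte-like, 0.040) or with the mean per cell (microglia-like, 0.047), and the glycolysis median of microglia-like cells, above 0 here, is −0.013 when scaled by the median of gene ratios and lies at the 42.4th percentile of random lists.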

**Fig. 1:**
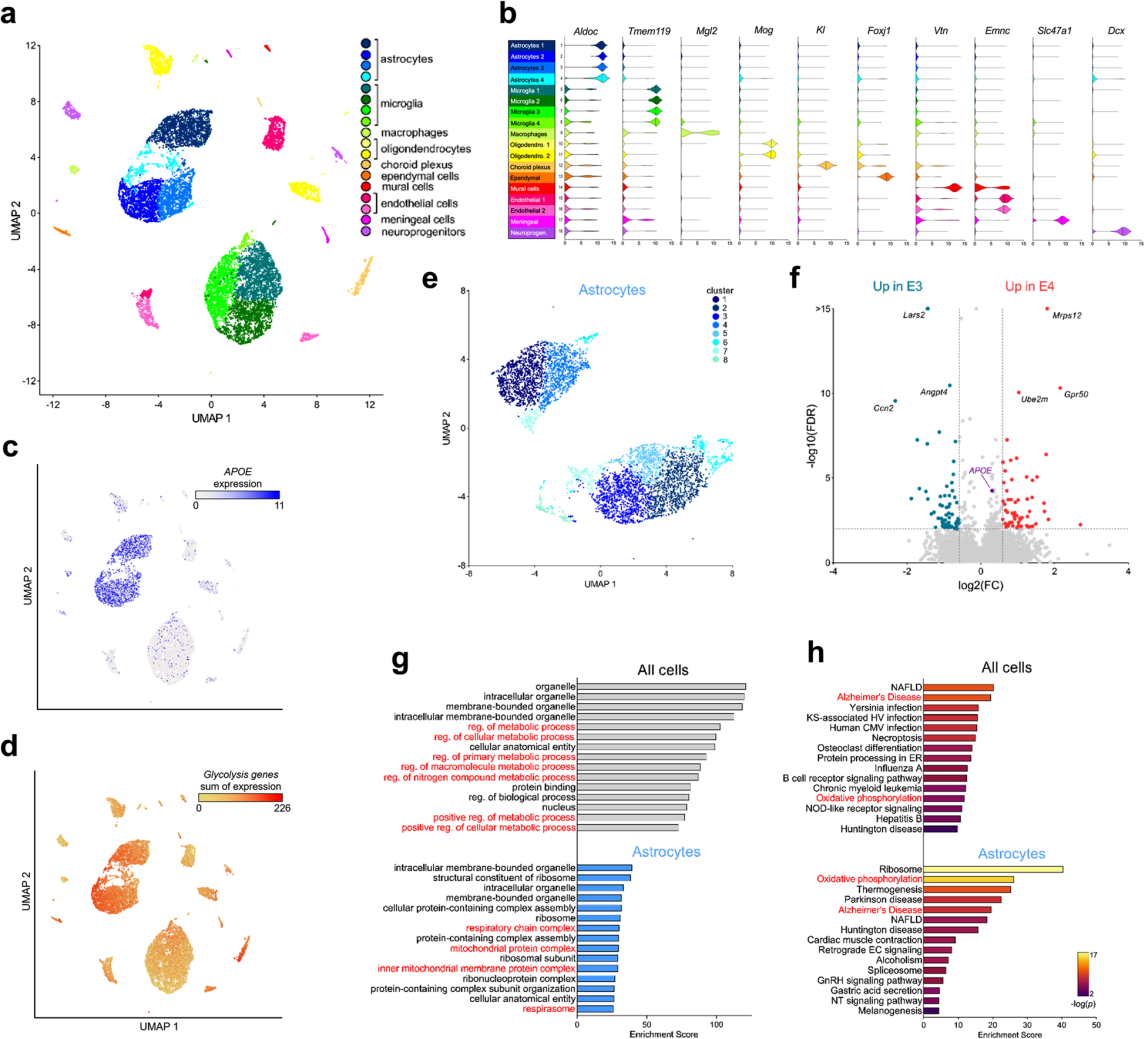
Single-cell RNA sequencing highlights E4-associated changes in glycolysis and oxidative phosphorylation in astrocytes. Whole brain tissue from E3 and E4 mice was digested and subjected to single-cell RNA sequencing (scRNA-seq). **a** UMAP visualization of cells from E3 and E4 mouse brains (3 pooled hemi-brains per genotype). Cells are colored by cell type. **b** Assignment of clusters to specific cell types based on expression of known gene markers (astrocytes, *Aldoc*; microglia, *Tmem119*; macrophages, *Mgl2*; oligodendrocytes, *Mog*; choroid plexus, *Kl*; ependymal cells, *Foxj1*; mural cells, *Vtn*; Ednothelial cells, *Emnc*; meningeal, *Slc47a1*; neuroprogenitor cells, *Dcx*). **c**, **d** Expression of both *APOE* **(c)** and glycolysis genes **(d)** was highest in astrocyte cell populations. Glycolysis gene expression is shown as the sum of the expression of 39 detected genes belonging to the KEGG pathway “glycolysis and gluconeogenesis”. **e** UMAP visualization of astrocytes (*Aldoc*+ cells). Cells are colored by cluster. **f** Volcano plot showing differentially expressed genes in E3 and E4 astrocytes. **g**, **h** Gene ontology **(g)** and pathway enrichment **(h)** analyses highlights APOE-associated gene expression changes in metabolic pathways, particularly mitochondrial complex and oxidative phosphorylation (highlighted in red). *Abbreviations: CMV, cytomegalovirus; EC, endocannabinoid; ER, endoplasmic reticulum; GnRH, Gonadotropin-releasing hormone; HV, herpesvirus; KS, Kaposi sarcoma; NAFLD, non-alcoholic fatty liver disease; NT, Neurotrophin; reg., regulation*

### Stable isotope resolved metabolomics reveals increased lactate synthesis and decreased glucose entry into the TCA cycle in Ε4 brains and astrocytes

The single-cell gene expression patterns suggested astrocyte-directed changes in glycolysis and oxidative phosphorylation in E4 cells. 

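A lower level of oxidative phosphorylation transcripts in the E4 library was present in every class large enough to compare. Outside astrocyte-like cells, the median log2 ratio of the list was −0.13 (95% order-statistic interval −0.16 to −0.071) in neuroprogenitor-like, −0.12 (−0.14 to −0.087) in endothelial-like, −0.12 (−0.15 to −0.067) in oligodendrocyte-like, −0.082 (−0.10 to −0.065) in microglia-like and −0.065 (−0.085 to −0.044) in choroid plexus-like cells. Differences between the classes were not tested. Immediate-early and stress genes, listed as a signal of dissociation, were higher in each of these classes. Their medians went from 0.17 (0.043 to 0.39) in endothelial-like to 0.82 (0.39 to 1.12) in neuroprogenitor-like cells. A difference in how the suspensions were dissociated was not tested and is inseparable from genotype. Glycolysis medians were 0.099 (−0.033 to 0.13, 98.7th percentile of random lists) in choroid plexus-like cells, 0.077 (−0.020 to 0.13, 80.6th percentile) in oligodendrocyte-like cells and 0.062 (−0.019 to 0.12, 51.4th percentile) in endothelial-like cells. With cells thinned to 1000 UMIs, at a clustering resolution of 0.5 and when scaled by the median of gene ratios, respectively, these were −0.016, −0.0088 and −0.0074. In microglia-like cells 29 of 40 glycolysis genes were higher (median 0.043, 0.018 to 0.11, though −0.013 under that scaling). However, 7545 of 12006 genes of this class were higher too, and the list lay at the 42.4th percentile of random lists, whose median was 0.049. Neuroprogenitor-like cells had a glycolysis median of 0.041 (−0.068 to 0.23, 36.1st percentile). In astrocyte-like cells, tricarboxylic acid cycle enzymes went both ways, with 11 of 25 higher (median −0.011), and so did 9 genes of lactate production and transport, with 3 higher (median −0.037, −0.34 to 0.11). From the single-cell gene expression patterns, the paper proposes astrocyte-directed changes in glycolysis and oxidative phosphorylation in E4 cells.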

To test whether the gene expression patterns observed in the scRNAseq analysis held in whole brain tissue, we measured gene expression of select genes encoding for rate-limiting enzymes within glycolysis and the TCA cycle. While there were no significant differences between E3 and E4 expressing mouse brain tissue, there was a consistent trend of increased glycolysis and decreased TCA cycle gene expression in female E4 brains compared to E3 (Supplemental Fig. 5a). Astrocytes are the primary source of both cerebral lactate (the end product of glycolysis) [45] and ApoE [37]. Therefore, we next utilized stable isotope resolved metabolomics (SIRM) to quantitatively assess glucose utilization in vivo in mice expressing human E3 or E4 and in vitro in primary astrocytes expressing human APOE (Fig. 2a). Fasted E3 and Ε4 mice were administered an oral gavage of fully labeled [U-^13^C] glucose and brain tissue was collected 45 min later for mass spectrometry analysis of ^13^C enrichment in central carbon metabolites. Notably, the brains of Ε4 mice showed significantly higher ^13^C-lactate (fully labeled, m + 3) compared to E3 mice (Fig. 2b).

**Fig. 2:**
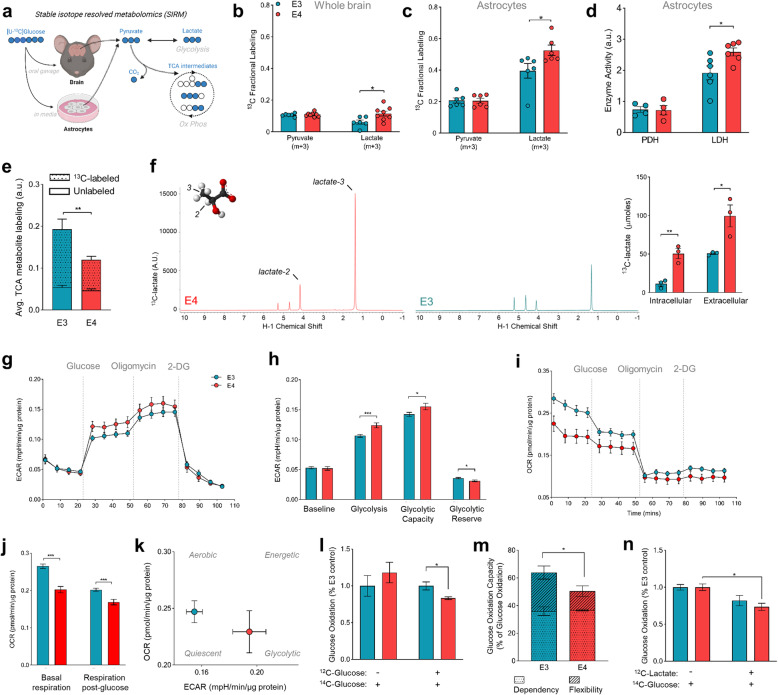
E4 increases lactate production in mouse brain and E4 astrocytes show increased glycolytic flux and lower oxidative respiration. **a** Experimental design (^13^C, blue filled circles; ^12^C, white circles; (m + n, where n is the number of ^13^C labeled carbons within a metabolite). [U-^13^C] glucose was administered in vivo to E3 (*n* = 6) and E4 (*n* = 8) mice via oral gavage, brain tissue was collected after 45 min, and metabolites analyzed for ^13^C enrichment in pyruvate and lactate. E3 and E4 expressing astrocytes were cultured in [U-^13^C] glucose media for 24 h, media collected, cells washed, and metabolites analyzed for ^13^C enrichment (*n* = 6). **b** While fully labeled pyruvate is present in similar amounts in E3 and E4 brains, lactate synthesized from ^13^C-glucose is higher in E4 mouse brains. **c-e** Primary astrocytes expressing E4 show increased ^13^C enrichment in lactate **(c)**, higher LDH activity **(d)**, and decreased ^13^C enrichment in the TCA cycle (average of all detected TCA intermediates) **(e)**. **f** Increased lactate synthesis as measured by HSQCAD NMR spectroscopy (*n* = 3). Representative NMR spectra **(f)** showing E4 astrocytes have both increased intracellular ^13^C-lactate and export more lactate into extracellular media **(bar graph insert)**. **g** Extracellular acidification rate (ECAR) of E3 and E4 primary astrocytes shown over time during the glycolysis stress test (*n* = 24 for both groups). **h** Contributions to ECAR at baseline, in response to glucose (glycolysis), in response to stress (glycolytic capacity), and un-tapped reserve were calculated. **i** Oxygen consumption rate (OCR) during the glycolysis stress test assay was graphed over time and **j** represented as average respiration before and after glucose. **k** Metabolic phenotypes of E3 and E4 astrocytes were characterized by plotting ECAR vs. OCR. **l** E3 and E4 astrocytes were incubated in glucose free media (−) or glucose rich media (+) and oxidation of 1.0 μCi/mL ^14^C-glucose was measured by trapping ^14^CO_2_ and counting radio activity. (*P < 0.05 unpaired t-test, two-tailed, *n* = 4 per genotype). **m** Glucose oxidation capacity, dependency, and flexibility was assessed in E3 and E4 astrocytes via the Mito Fuel Flex Assay. **n** E3 and E4 astrocytes were incubated in 1.0 μCi/mL ^14^C-glucose with (+) or without (−) 12.5 mM lactate (*n* = 3). (b-l,n, *P < 0.05, ***P < 0.001, ****P < 0.0001, unpaired t-test, two tailed) (m, *P < 0.05 Two-way ANOVA, Sidak’s multiple comparisons test)

We next incubated primary astrocytes expressing E3 or E4 with [U-^13^C] glucose and collected cell lysates 24 h later for ^13^C enrichment analysis. 

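Slc16a1 encodes MCT1, a transporter that moves lactate and pyruvate across the cell membrane, and Slc16a3 encodes MCT4, a transporter used for lactate export. In the single-cell data, Slc16a1 (ENSMUSG00000032902, mm10 chromosome 3 from 104638668 to 104658462) had 659 UMIs in E3 and 794 in E4 astrocyte-like cells, or 51.1 and 55.1 CPM. The log2 ratio of 0.11 had an exact 95% interval of −0.044 to 0.26 from counting error alone, so no difference was detectable at this depth. After thinning each cell to 1000 UMIs, Slc16a1 had a ratio of −0.10. Slc16a3 (ENSMUSG00000025161, mm10 chromosome 11 from 120948480 to 120960868) had 5 UMIs in each library, too few to compare, with an interval of −2.28 to 1.96 around its ratio.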

While there were no *APOE* differences in monocarboxylate transporter gene (*Slc16a1, Slc16a3*) or protein (MCT1, MCT4) expression in astrocytes nor whole brain tissue (Supplemental Figure 5b-c), E4 astrocytes did show a significant increase in both gene expression of *Ldha* as well as the amount of lactate dehydrogenase (LDH) protein, the enzyme responsible for interconversion of pyruvate and lactate (Supplemental Fig. 5d-e). Additionally, E4 astrocytes showed a significant increase in ^13^C-glucose conversion to lactate (Fig. 2c-d), indicative of higher LDH activity. Perhaps unsurprisingly, lactate generation was higher in astrocytes (a highly glycolytic cell type) compared to whole brain homogenates (Fig. 2b vs d). Conversely, E4 astrocytes displayed substantially lower ^13^C enrichment of TCA intermediates compared to E3 astrocytes, suggesting decreased glucose entry into the TCA cycle (Fig. 2e). To confirm these results, we performed an independent ^13^C-glucose tracing experiment in immortalized astrocytes expressing human E3 or Ε4 [46] and quantified ^13^C-lactate production using nuclear magnetic resonance (NMR) spectroscopy (Fig. 2f). Again, Ε4 astrocytes showed significantly higher lactate synthesis, as evidenced by increased ^13^C-lactate both intracellularly and in the media (Fig. 2f, insert). Together, these data describe an Ε4-associated increase in glucose flux into late glycolysis at the expense of entry into the TCA cycle for oxidative phosphorylation.

### Ε4 astrocytes exhibit impairments in glucose oxidation

To functionally assess astrocyte glycolytic flux in vitro*,* we measured the extracellular acidification rate (ECAR, a marker of glycolysis and lactate export) before and after glucose injection. E4 astrocytes displayed significantly higher ECAR after addition of glucose compared to E3 astrocytes, as well as a higher glycolytic capacity, suggesting these cells shunt more glucose to lactate (Fig. 2g-h). Ε4 astrocytes also displayed a significantly lower oxygen consumption rate (OCR), both before and after addition of glucose to the media, suggesting an inherent reduction in oxidative metabolism (Fig. 2i-j). Together these data further support an E4-associated shift toward glycolysis (Fig. 2k). We next measured glucose oxidation by treating astrocytes with radiolabeled ^14^C-glucose and capturing the oxidative product ^14^CO_2_. Ε4 astrocytes oxidized less glucose to CO_2_ compared to E3, but only when the radiolabel ([nM]) was given with a substantial amount of non-labeled glucose ([mM]) (Fig. 2l). Ε4 astrocytes also displayed decreased capacity and flexibility in regards to glucose oxidation, as they were relatively unable to increase glucose oxidation when other fuel sources (fatty acids and glutamine) were inhibited (Fig. 2m). We reasoned that lower rates of glucose oxidation in a glucose rich environment in E4 cells may be due to increased conversion of glucose to lactate, which in turn inhibits downstream oxidative processes [47]. Therefore, we tested glucose oxidation following lactate supplementation, and found that Ε4 astrocytes oxidize less glucose in the presence of lactate than E3 astrocytes (Fig. 2n). Together, these results suggest that Ε4 astrocytes exhibit increased reliance on aerobic glycolysis and are less flexible and less able to oxidize glucose, a phenotype seemingly exacerbated by a high glucose environment and/or the presence of lactate.

### Ε4 mice fail to increase energy expenditure on a high carbohydrate diet

Given the apparent shift toward aerobic glycolysis in the brain and astrocytes of mice expressing APOE4, we next asked if this metabolic reprogramming was a global phenomenon (i.e. could it be detected with whole body measures). Indirect calorimetry (IC) assesses energy expenditure by measuring metabolic gases to calculate the energy released when substrates are oxidized. Energy expenditure (EE) is estimated using the Weir eq. (EE = 3.9 * VO_2_ + 1.11 VCO_2_), with the assumption that anaerobic respiration is negligible and substrates are fully oxidized to CO_2_ [24]. However, this assumption is confounded when energy is derived through non-oxidative processes such as aerobic glycolysis – a phenomenon in which glucose is fully metabolized to lactate despite normoxia [48]. To test whether mice expressing APOE4 display an aerobic glycolysis related shift in metabolism, we used IC to track energy expenditure in mice expressing human E3 or E4. Young mice carrying the human E4 allele exhibited significantly lower EE, VCO_2_, and VO_2_ compared to young E3 mice during their inactive period (light cycle) (Fig. 3a-c). Since mouse IC cages allow for a prolonged and controlled assessment of metabolism, we provided a long-term glucose challenge by way of a high carbohydrate diet (HCD). Interestingly, these E4-associated decreases were exaggerated following introduction of the HCD; Ε4 mice again showed substantially lower EE, VCO_2_, and VO_2_ compared to E3 mice (Fig. 3d-f). Further, when we analyzed the HCD-induced change in EE, VCO_2_, and VO_2_ from baseline (normal chow), we found both genotypes to show significant positive changes except for E4 VO_2_ (Fig. 3i). This suggests that E4 mice fail to increase oxygen consumption in response to excess dietary carbohydrates. These changes occurred independently of differences in activity and food intake, and was not explained by differences in body weight (Fig. 3j-l). Together, these data suggest that Ε4 acts in young mice to lower energy expenditure via a mechanism outside of the typical contributions of feeding, body mass, and activity.

**Fig. 3:**
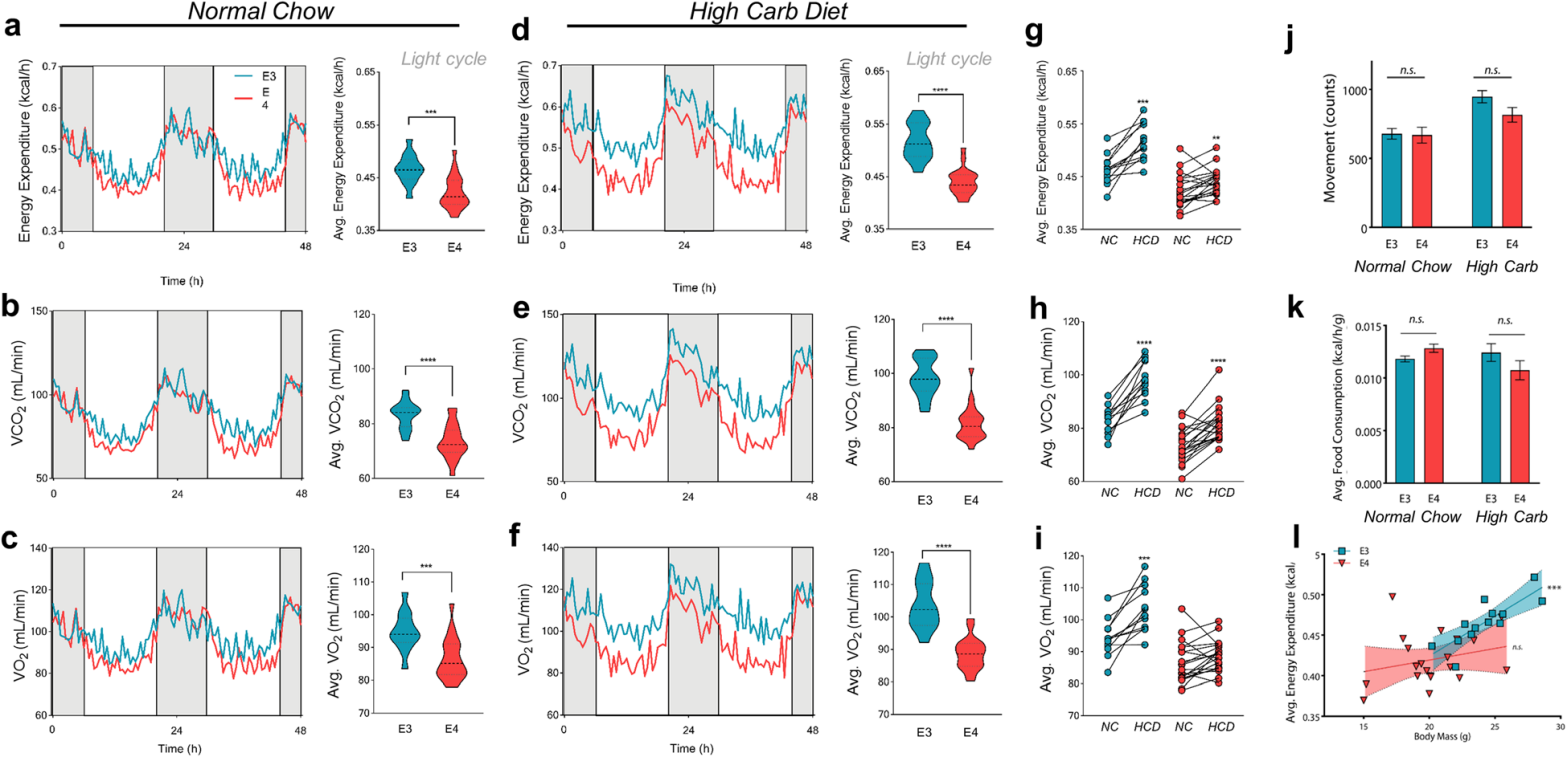
E4 mice have lower energy expenditure and fail to increase oxygen consumption following a high carbohydrate diet. **a-f** Female E3 and E4 mice were housed individually for 48 h with ad libitum access to normal chow **(a-c)** or a high carbohydrate diet (HCD) **(d-f)** and energy expenditure (EE), VCO_2_ and VO_2_ were measured. Dark cycles are indicated in grey with light cycles in white. Light cycles were used for calculating averages of EE, VCO_2_ and VO_2_ (shown to the right) (***P < 0.0001, ****P < 0.00001, unpaired *t*-test, two-tailed; E3 *n =* 13, E4 *n* = 20). **j** Activity and **k** food consumption during light cycles were averaged for E3 and E4 mice (E3 *n =* 10, E4 *n* = 14). **l** Analysis of covariance was performed by separately correlating average EE and body weight for E3 and E4 mice. (Spearman correlation r = 0.86, ***P < 0.001)

### Young female Ε4 carriers have a lower resting energy expenditure

We next asked if this E4-associated shift toward aerobic glycolysis observed in cell and animal models translated to APOE4+ humans. To test this, we used IC to test the effect of *APOE* on whole body metabolism in a cohort of healthy, cognitively normal young and middle-aged volunteers (Supplemental Tables 2 and 3). Using a mobile metabolic cart designed to measure VO_2_ and VCO_2_, we assessed exhaled breath measures of volunteers at rest, during a cognitive task, and after a glucose challenge (Fig. 4a and Supplemental Fig. 6). We began each session by assessing the resting energy expenditure (REE) and respiratory exchange ratio (RER) of participants. After a five-minute buffer to achieve steady state [26, 27], we recorded REE over a 25 min period at 15 s intervals and averaged the RER and REE for each individual. There was no *APOE* effect on RER (Supplemental Fig. 7). Consistent with previous studies, we found REE and age to be negatively correlated (Fig. 4c). However, when we stratified our analysis by E4 status, linear regression revealed significantly different slopes between carriers and non-carriers, suggesting an Ε4-associated confound in the age versus energy expenditure relationship (Fig. 4d).

**Fig. 4:**
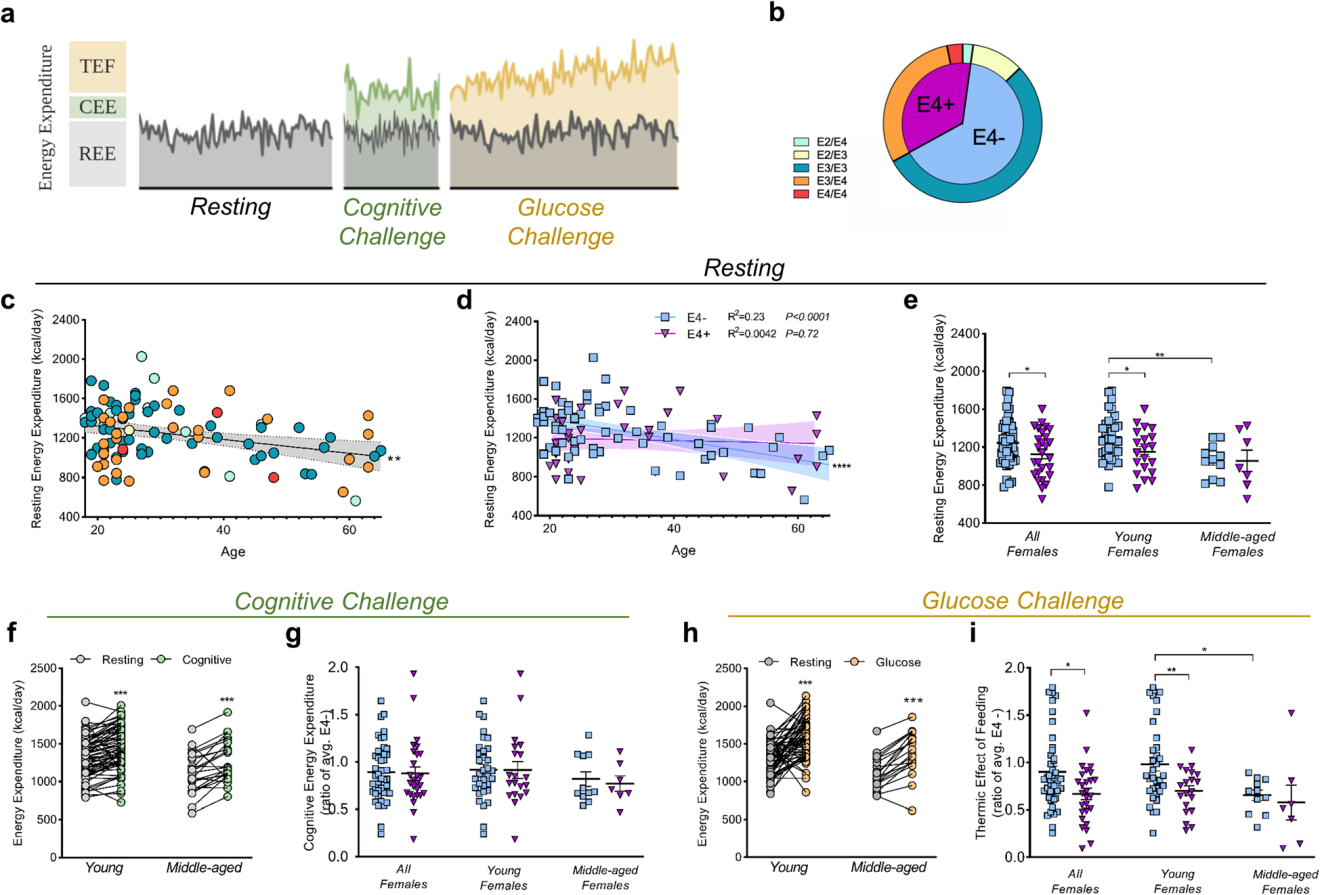
Female Ε4 carriers show lower resting energy expenditure and lower thermic effect of feeding after a glucose challenge. **a** Experimental design of study. Individual components of energy expenditure (EE) were assessed in three distinct periods. Resting energy expenditure (REE) was assessed during the resting period. Cognitive energy expenditure (CEE) was assessed during the cognitive challenge and defined as difference in the area under the curve (AUC) of EE during the cognitive challenge and the AUC of EE from the resting period. Thermic effect of feeding (TEF) was assessed during the glucose challenge and calculated as the difference in AUC of EE during the glucose challenge and AUC of REE. **b** *APOE* genotypes of subjects represented in the study (E4- *n* = 61, E4+ *n* = 33; E2/E4 *n* = 2, E2/E3 *n* = 10, E3/E3 *n* = 51, E3/E4 *n* = 28, E4/E4 n = 3). **c** Correlation of average REE with participant age (Pearson correlation R^2^ = 0.11, **P < 0.01, *n* = 94). **d** Correlation of average REE and participant age separated by Ε4 carriers (purple) and non-carriers (blue) (Ε4- R^2^ = 0.233, ****P < 0.0001; Ε4+ R^2^ = 0.0042, *P* = 0.719, E4- *n* = 61 and E4+ *n* = 33). Shaded areas refer to 95% confidence intervals. **e** Average REE for all, young, and middle-age E4- (*n* = 44, 33, and 11 respectively) and E4+ females (*n* = 27, 20, and 7 respectively) (*P < 0.05, **P < 0.01, unpaired *t*-test, two-tailed). **f** Average EE between resting and cognitive test periods in young (*n* = 71) and middle-aged (*n* = 23) participants. (***P < 0.001, paired *t*-test, two-tailed). **g** CEE for all female participants and for the two age cohorts. **h** Average EE between resting and glucose challenge periods in young and middle-aged participants (***P < 0.001, paired *t*-test, two-tailed). **i** TEF for all females and for the two age cohorts, further separated by Ε4 carriers and non-carriers. (*P < 0.05, unpaired *t*-test, two-tailed)

We then separated Ε4+ and Ε4- individuals into young (< 40 years of age) and middle aged (40–65 years of age) cohorts based on previous literature [4, 17]. After adjusting for covariates, we observed a significantly lower REE in female Ε4 carriers compared to non-carriers, particularly in the young cohort (Fig. 4e). This E4 effect on REE was not significant in males (Supplemental Fig. 8), together suggesting that there is no age-related REE decline in E4 carriers, and that the energy expenditure-*APOE* interaction is modified by sex, with female Ε4 carriers displaying lower REE.

### E4 does not alter cognitive energy expenditure

Given the critical role of *APOE* in modulating cognitive function and dementia risk, we next tested if a mental stressor would reveal further genotype-specific differences in energy expenditure. To avoid potential confounding readouts of movement, subjects were asked to remain perfectly still while completing a challenging Novel Image Novel Location test (Supplemental Fig. 6c). We observed a significant increase in average EE during the cognitive challenge in all subjects (Fig. 4f). However, we found no difference in cognitive energy expenditure (CEE), nor in test response accuracy, between Ε4 carriers and non-carriers (Fig. 4g and Supplemental Fig. 9). To our knowledge, only two other studies have attempted to utilize IC to quantify the contribution of cerebral activation (i.e. a mental task) to whole body metabolic measures [49, 50]. While we did not observe an *APOE* effect on metabolic measures during the cognitive challenge, we did find that IC is a sensitive tool to evaluate metabolic changes due to mental stress, as all participants showed a significant increase in energy expenditure (Fig. 4f).

### Female E4 carriers have a blunted increase in oxygen consumption after a dietary glucose challenge

We next sought to measure the thermic effect of feeding (TEF) - a constituent of EE that indicates the energy used to absorb, digest, and metabolize dietary energy [51, 52]. To induce TEF, all participants consumed a high carbohydrate drink in less than 2 min (Supplemental Fig. 6d). Energy expenditure during the dietary challenge increased significantly in all participants (Fig. 4h), and similar to resting EE, young female E4 carriers displayed a significantly lower TEF than non-carriers (Fig. 4i).

Plotting the time course of EE after participants consumed the glucose drink revealed a dramatically blunted energy response in E4+ individuals, an effect driven by E4+ females (Fig. 5a and Supplemental Fig. 10). Further stratification by individual genotypes showed a clear stepwise effect of *APOE* (Fig. 5b). Post-glucose drink VCO_2_ values revealed a similar, but non-significant trend of lower CO_2_ production in E4 carriers (Supplemental Fig. 11). Importantly, we observed that while non-carriers significantly increased their oxygen consumption following the glucose drink, female Ε4 carriers did not, as noted by significant E4-associated decreases in total oxygen consumption across the post-glucose period (Fig. 5c-d).

**Fig. 5:**
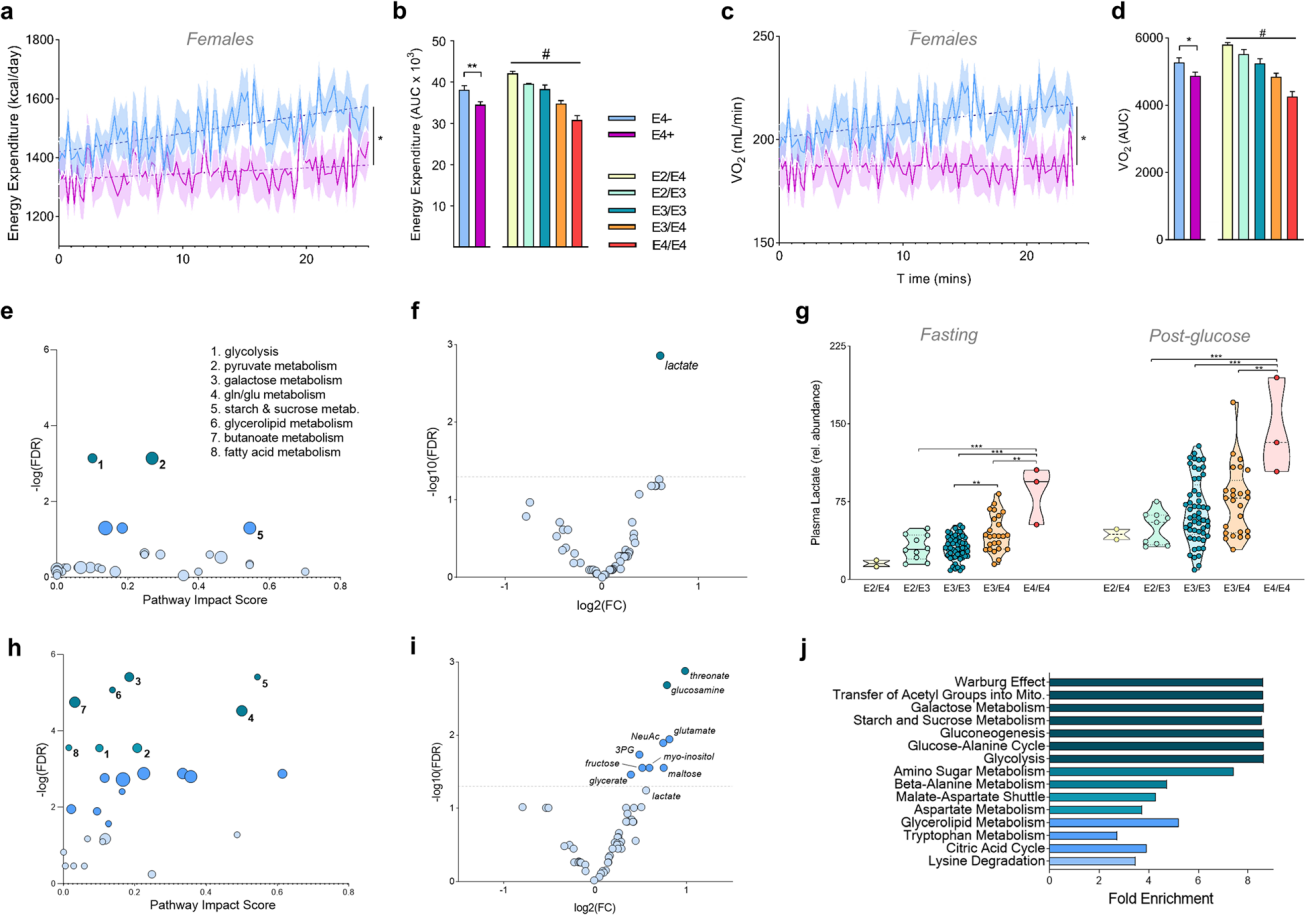
Ε4 carriers show lower energy expenditure, decreased oxygen consumption, and pro-glycolytic changes in the plasma metabolome. **a**, **c** Energy expenditure (EE) (**a**) and VO_2_ (**c**) of female Ε4 carriers (purple) and Ε4 non-carriers (blue) during the glucose challenge. Values shown are means (lines) +/− SEM (shaded). (E4- *n* = 44, E4+ *n* = 27; *P < 0.05, Two-way ANOVA repeated measures) (**b, d**) Incremental area under the curve (AUC) of EE **(b)** and VO_2_ **(d)** was determined by Ε4 carriage and further by respective *APOE* genotypes in all participants. (E4- *n* = 61, E4+ *n* = 33; E2/E4 *n* = 2, E2/E3 *n* = 10, E3/E3 *n* = 51, E3/E4 *n* = 28, E4/E4 *n* = 3) (*P < 0.05, **P < 0.01, unpaired *t*-test, two-tailed; #*P* < 0.05 One-way ANOVA). **e, h** Pathway impact analysis highlights pyruvate metabolism and glycolysis as pathways significantly altered by E4 carriage in human plasma at baseline **(e)**, while multiple carbohydrate and lipid processing pathways are altered by E4 carriage following the glucose drink **(h)** (FDR < 0.01). **f, i** Volcano plots showing changes in plasma metabolites. Lactate was the most significantly altered metabolite by *APOE* genotype at baseline **(f)**, while multiple metabolites differed post-glucose drink **(i)** (ANOVA, FDR < 0.05). **g** Lactate values in individual subjects as determined by GC-MS analysis. **j** Enrichment analysis highlights multiple metabolic pathways as significantly altered by E4 carriage following the glucose drink, including the top hit of ‘Warburg effect’. All comparisons are E4+ (*n* = 33) vs E4- (*n* = 61)

### Targeted metabolomics reveals glycolysis as a differentially regulated pathway in Ε4+ plasma

To determine if the observed *APOE* differences in energy expenditure were reflected in the plasma metabolome, we conducted a targeted metabolomics analysis of human plasma samples before and after the glucose challenge (Supplemental Table 4). A pathway analysis of the plasma metabolome before the glucose drink highlighted E4-associated differences in glycolysis and pyruvate metabolism (Fig. 5e), and further analyses of individual metabolites revealed lactate as the metabolite most strongly affected by E4 carriage (Fig. 5f). Indeed, E4 carriers displayed dramatically higher plasma lactate concentrations before and after the glucose drink (Fig. 5g, Supplemental Fig. 12). Following the glucose challenge, there was an increase in the number of carbohydrate processing pathways and metabolites that were differentially altered in Ε4 carriers (Fig. 5h, i), and a pathway enrichment analysis highlighted top hits of “Warburg effect” and “Transfer of acetyl groups into mitochondria” (Fig. 5j). Together, analysis of the plasma metabolome from cognitively E4+ individuals suggests a preference for aerobic glycolysis compared to non-carriers.

## Discussion

In the current study, we used indirect calorimetry to show that APOE4 reduces energy expenditure in a cohort of young, cognitively normal females, a phenomenon exacerbated by a dietary glucose challenge. Analysis of the plasma metabolome revealed E4-associated increases in pathways related to carbohydrate processing, specifically aerobic glycolysis, highlighted by higher concentrations of the glycolytic end-product lactate. By applying single-cell RNA sequencing and stable isotope-resolved metabolomics in vivo*,* along with functional assays of cellular respiration in vitro, we discovered that both E4 expressing mouse brains and E4 expressing astrocytes increase glucose flux through aerobic glycolysis at the expense of TCA cycle entry and oxidative phosphorylation. Cumulatively, these data highlight a novel mechanism whereby Ε4 lowers energy expenditure in young women and decreases glucose oxidation by redirecting flux through aerobic glycolysis.

These results are congruent with other studies of APOΕ4 and AD. For example, a recent study by our group demonstrated that Ε4 astrocytes have increased lactate production [53], and neurons expressing Ε4 exhibit increased reliance on glycolysis for ATP production with apparent deficits in mitochondrial respiration [54]. Similarly, a recent study by Qi et al. showed increased rates of glycolysis in E4-expressing primary astrocytes, as measured using the Seahorse ECAR assay. The authors also showed an increase in aerobic glycolysis in hippocampal slices collected from E4 mice, compared to E3 mice [55]. While these results are in agreement with our own findings here, Qi et al. conversely report an increase, rather than decrease, in oxygen consumption in primary astrocytes expressing E4 [55]. The reason for this discrepancy is not immediately clear, but may be due to differing glucose concentrations (10 vs 25 mM) present in the media. In addition to modulating glucose metabolism in astrocytes, *APOE* may drive metabolic changes in microglia as suggested by a recent study by Konttinen and colleagues [56]. In that study, iPSC-derived microglia expressing E4 had lower respiration, decreased ATP production, and lower rates of glycolysis compared to E3 microglia, and this broad metabolic quiescence was associated with decreased functionality [56]. Given the important interplay between metabolism and immune cell phenotype [57], further exploration of the potential role of *APOE* in regulating immunometabolism is likely warranted. Interestingly, another study showed that fibroblasts from AD patients show a ‘Warburg-type’ (aerobic glycolysis) shift from oxidative phosphorylation to glycolysis with increased lactate production [58]. Aerobic glycolysis refers to the metabolism of glucose to lactate instead of the oxidative TCA cycle, despite the presence of abundant oxygen. In the brain, this phenomenon occurs in young individuals with a peak around 5 years of age (when 30% of cerebral glucose is processed anaerobically), and then steadily declines with age [59]. Aerobic glycolysis in the brain appears to be cell and region specific, with astrocytes playing a major role in certain regions such as the dorsolateral prefrontal cortex, precuneus, and the posterior cingulate cortex [60]. Importantly, areas associated with aerobic glycolysis also overlap with areas known to accumulate amyloid β, indicating that the anaerobic metabolism of certain brain regions may possibly predict amyloid burden in later life [61]. Furthermore, recent proteomic profiling of over 2000 AD brain samples revealed that changes in the expression of proteins involved in glial metabolism was the most significant module associated with AD pathology and cognitive decline [62]. Increased expression of enzymes in this module included lactate dehydrogenase, pyruvate kinase, and glyceraldehyde-3-phosphate dehydrogenase, all of which are elevated in aerobic glycolysis phenotypes.

Interestingly, recent evidence has shown that lactate is an energy substrate used by the brain [63] and a competitive glucose alternative [64–66]. Lactate has also been shown to decrease FDG-PET signal [67]. An increase in astrocyte-derived lactate in Ε4 carriers may compete with glucose as a substrate for brain metabolism and decrease CMRglc. While we did not find any significant differences in MCT1 or MCT4 expression between E3 and E4 astrocytes or mouse brain tissue, changes in the expression of the various lactate transporters, and thus shuttling from astrocytes to neurons, may help explain these findings in the more complex setting of the human brain. For example, the monocarboxylate transporter MCT2 was found to be upregulated, while MCT4 was downregulated, in postmortem brain tissue of young APOE4 carriers [68]. Further, an increase in aerobic glycolysis might also act to lower energy expenditure, as glycolysis produces only 2 mol of ATP compared to the 34 mol of ATP from a mole of glucose metabolized via mitochondrial oxidative phosphorylation. This balance of anaerobic glycolysis versus oxidative phosphorylation behaves reciprocally [69]. Increased mitochondrial ATP production downregulates glycolysis, while glycolytic ATP synthesis can suppress aerobic respiration [70]. Given our findings of lower O_2_ consumption and increased production of lactate, we speculate that E4 carriers have lower energy expenditure due to glycolysis being less energetically costly than downstream pathways.

Our study has several limitations. First, as this was an exploratory clinical research trial, sample size calculations were difficult to estimate and the primary outcome measure of the study was to measure resting state respiratory quotient in cognitively normal participants with various *APOE* genotypes. Thus, our findings that APOE4-associated differences in EE, VO_2_, and VCO_2_, were limited to young female E4 carriers, resulted from subsequent subgroup analyses. Future a priori studies in larger and more diverse cohorts will be necessary to fully clarify whether this E4-associated decrease in EE is sex-specific. Additionally, as a primary goal was to assess individual metabolic responses to glucose, we performed blood draws immediately prior and immediately after the glucose challenge. It may be possible that mental stress during the cognitive challenge (which occurred prior to the first blood draw) altered the plasma metabolome beyond the normal resting state. Further, as with all plasma metabolomics studies, the tissue of origin of the metabolites measured remains unknown. For example, are they brain derived, hepatic in origin, or synthesized in another peripheral tissue such as skeletal muscle or adipose tissue? A similar limitation in resolution exists in regards to energy expenditure, as the IC measures reported here are a summation of both brain and peripheral energy utilization. Several of these peripheral tissues, most notably liver and adipose tissue, are known to synthesize substantial amounts of APOE, and future studies leveraging mouse models of APOE will be important in clarifying the contributions of brain vs periphery in the metabolic changes observed here. Another potential confounder is that we provided glucose in the form of a sugary milk drink for the glucose challenge. While we used 50 g of sugar based on clinical guidelines for glucose challenges [71], milk also includes fats and proteins. However, the high relative content of carbohydrates to other macronutrients ensures that any observed response (particularly at the ~ 30 min time point analyzed) can be primarily attributed to carbohydrate metabolism. Indeed, the pathways most altered by the glucose challenge included galactose metabolism, starch and sucrose metabolism, and glycolysis. Finally, while we found E2 to be associated with lower plasma lactate and higher EE relative to non-E2 carriers, the study did not include any homozygous E2 carriers and the low overall allele frequency makes interpretation challenging. Still, these results are intriguing based on E2 being a known protective allele for AD [2, 4], and further study of energy expenditure and glucose metabolism in E2 carriers is warranted.

Current understanding of the development of late-onset AD supports a triad of primary risk factors: E4, female sex, and old age. However, detecting symptoms of eventual cognitive decline in young asymptomatic individuals is critical for primary prevention of AD [72]. Given the largely disappointing trial outcomes of drugs targeting AD neuropathology [73], these therapies may be intervening after a ‘point of no return’ and thus offer minimal benefit in prognosis [74]. In order to design therapies for early interventions in those at risk for AD, we must first identify measurable biomarkers whose severity and/or change over time correlate with risk for clinically observable AD. In the current study, we used indirect calorimetry to show that *APOE4* reduces energy expenditure in a cohort of young cognitively normal females, a phenomenon exacerbated by a dietary glucose challenge. While using indirect calorimetry for metabolic studies is common in clinical settings and exercise studies [75, 76], to our knowledge the method has not been previously applied to investigate biomarkers of cognitive impairment. Thus, repurposing IC to study the metabolic effects of an AD risk factor such as Ε4 represents a mobile, simple, and cost-effective new approach.

Although resting energy expenditure was significantly lower in female E4 carriers at rest, the most striking effect of *APOE* was observed after participants underwent a dietary carbohydrate challenge. There, E4+ individuals failed to increase VO_2_, leading to a significantly lower EE compared to non-carriers. Given the decreased VO_2_ and increased plasma lactate concentrations in Ε4+ subjects, we hypothesize that these individuals are diverting a higher fraction of glucose to aerobic glycolysis as opposed to oxidative phosphorylation. Along these lines, analysis of the plasma metabolome revealed E4-associated increases in pathways primarily related to carbohydrate processing, specifically aerobic glycolysis. These results were in line with our results from mouse and cell models of APOE4, where our application of scRNAseq, stable isotope-resolved metabolomics and functional assays of cellular respiration showed that both E4 expressing mouse brains and E4 expressing astrocytes increase glucose flux through aerobic glycolysis at the expense of TCA cycle entry and oxidative phosphorylation.

## Conclusions

Cumulatively, these data highlight a novel mechanism whereby Ε4 lowers energy expenditure in females and decreases glucose oxidation by redirecting flux through aerobic glycolysis (Summary Fig.). While many questions remain, our study highlights novel roles for *APOE* and sex in modulating systemic and cerebral glucose metabolism and provides a feasible method to assess *APOE*-dependent metabolic signatures in pre-symptomatic young individuals. These findings provide important insights that may help to define dietary and pharmacological approaches to delay or prevent incipient AD in high-risk individuals.

## Supplementary Information

**Additional file 1.** Differentially expressed genes in astrocytes (E4/E4 vs E3/E3).

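The table pairs each gene with a fold change and a false discovery rate for E4 against E3 astrocytes, and its values are the paper's. It lists 562 genes, 349 higher and 213 lower with E4, of which 477 were in the files' gene list and 353 had at least 50 UMIs in the astrocyte-like cells defined here. Of these 353 genes, 313 (88.7%, exact binomial 95% interval 84.9 to 91.8%) lay on the side the table gives, with 223 of 252 genes listed as higher and 90 of 101 listed as lower. The median log2 ratio here was 0.19 for the former and −0.22 for the latter, and the paper's medians over the same genes were 0.42 and −0.47. Genes of this list were chosen on these libraries, so the shared direction is not independent evidence. The smallest value in the paper's column of −log10 false discovery rates was 1.30.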

**Additional file 2: Supplemental Table 1.** Top 25 genes classifying the eight distinct astrocyte clusters identified in scRNAseq analysis of E3 and E4 mouse brains (clusters visualized in Fig. 1e). **Supplemental Table 2.** Age, sex, and APOE genotype of cognitively normal individuals according to Ε4 carriage and age cohort (young = 18–39, middle-aged = 40–65). 

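Supplemental Table 1 gives, for each astrocyte cluster of the study, the 25 genes that set it apart, 200 entries in all, of which 187 were in the files' gene list. Of the sub-clusters rebuilt here, the group led by Nkx6-2, Igsf1 and Agt shared 16 of its 25 leading genes with cluster 1 of the table and 12 with cluster 4. The groups led by Irx5 and Otx2 and by Fezf2 shared 8 leading genes each with clusters 4 and 2. The Unc13c group shared 9 with cluster 5 and 8 with cluster 3, so that it resembled both. The Fam193b group shared 8 with cluster 7, and the Thbs4 and Gfap group 6 with cluster 6. Sub-clusters were matched by leading genes only, since no cell labels were used.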

Values represent means +/− (SD). **Supplemental Table 3.** Clinical characteristics of cognitively unimpaired individuals according to Ε4 carriage and age cohort (young = 18–39, middle-aged = 40–65). Values represent means +/− (SD). Ca, Caucasian; AA, African American; His, Hispanic; A, Asian; BMI, body mass index. **Supplemental Table 4.** Plasma metabolites of study participants analyzed by gas chromatography – before and after a dietary glucose challenge. **Supplemental Table 5.** Pre-screening checklist. A response of “yes” to any of the following resulted in exclusion from the study. **Supplemental Fig. 1.** Cluster cell counts. Number of cells in each graph-based cluster from all cells **(a)**, and astrocytes only **(b)**. Bars represent mean number of cells in each cluster, with the number of E3 cells (circles) and E4 cells (squares) noted by symbols. **Supplemental Fig. 2.** *APOE* expression in single-cells and specific astrocyte clusters**.** (a) UMAP visualization of E3 (left) and E4 (right) cells showing expression of *APOE. APOE* expression is primarily limited to cells identified as astrocytes. (b) Expression of *APOE* in astrocyte-only UMAP (*Aldoc +* cells). Inset shows the 8 distinct astrocyte clusters. (c) Violin plots showing expression of *APOE* in all astrocytes (left) and within each astrocyte cluster (right). (**P < 0.01, ***P < 0.001, unpaired *t*-test, two-tailed). **Supplemental Fig. 3.** E4 is associated with decreases in many genes of the oxidative phosphorylation KEGG pathway. Pathway map for KEGG pathway “Oxidative Phosphorylation” showing genes differentially expressed between E3 and E4 astrocytes. Genes highlighted in green are downregulated in E4, genes in red are upregulated in E4. **Supplemental Fig. 4.** E4 is associated with decreases in many genes of the “Alzheimer’s disease” KEGG pathway. Pathway map for KEGG pathway “Oxidative Phosphorylation” showing genes differentially expressed between E3 and E4 astrocytes. Genes highlighted in green are downregulated in E4, genes in red are upregulated in E4. **Supplemental Fig. 5.** LDH expression is increased in E4 astrocytes; MCT expression is unchanged**. (a)** Gene expression of critical enzymes in glycolysis and TCA cycle in whole brain homogenates from female E3 and E4 mice. *Hk*, hexokinase; *Pfk*, phosphofructokinase; *Ldh*, lactate dehydrogenase; *Aco*, aconitase; *Idh*, isocitrate dehydrogenase; *Ogdh*, oxoglutarate dehydrogenase; *Sdh*, succinate dehydrogenase; *Mdh*, malate dehydrogenase; *Cs*, citrate synthase. Data analyzed by multiple t-tests with Sidak multiple comparison correction. **(b)** *Slc16a1* and *Slc16a3* gene expression in astrocytes from the scRNAseq data from Fig. 1 (*left*), in primary astrocytes isolated from E3 or E4 mice (*middle*), and in whole brain homogenates from female E3 or E4 mice (*right*). **(c)** MCT1 and MCT4 expression was quantified in brain tissue from mice expressing E3 or E4 via western blot (*n* = 7–8). MCT expression normalized to β-actin loading control and expressed as a percent of E3 (value/mean E3). **(d)** *Ldha* and *Ldhb* gene expression in primary astrocytes. All gene expression values expressed as a percent of E3 (value/mean E3). *P < 0.05, **P < 0.01, t-test. **(e)** LDH protein expression was measured via western blot in primary astrocytes expressing E3 or E4 (*n* = 8). LDH expression normalized to β-actin loading control and expressed as a percent of E3 (value/mean E3). *p < 0.05, t-test. **Supplemental Fig. 6.** Human indirect calorimetry study design. **(a)** Representative time course of energy expenditure (EE) measures during the three periods of the study (rest in gray, cognitive challenge in green, and glucose challenge in orange). Data was only analyzed during the last 25 min of the resting and glucose periods and during a common 5–15 min span during the cognitive challenge in which all 100 subjects were actively engaged in the task – denoted by grey bar on x axis. Blood was drawn immediately prior and after the glucose challenge. **(b)** Representative photo of a participant during the resting challenge connected to the Ultima MGX indirect calorimetry (IC) system. **(c)** Example slides from the Novel Image Novel Location test used as a cognitive challenge. **(d)** The glucose challenge consisted of a blood draw, followed by ingestion of the 50 g sugar drink (all subjects consumed drink within 90 s), followed by IC measurement, and a second blood draw. **Supplemental Fig. 7.** Respiratory Exchange Ratio (RER) does not differ by *APOE* genotype. Respiratory exchange ratio (RER) (VCO_2_/VO_2_) was not significantly different between *APOE* genotypes across any of the three periods tested. **Supplemental Fig. 8.** E4 effect on resting energy expenditure **(a)** E4 non-carriers’ (*n* = 61; blue) and E4 carriers’ (*n* = 33; purple) average resting energy expenditures were determined and stratified by young and middle-aged. (*P < 0.05, ***P < 0.001, unpaired t-test, two-tailed). **(b)** This was repeated for only male participants (*P < 0.05, unpaired t-test, two-tailed; E4- total *n* = 17, young *n* = 13, middle-aged *n* = 4; E4+ total n = 6, young *n* = 5, middle-aged n = 1). **(c)** Average EE was plotted over the resting period for females and **(d)** males. Dotted lines indicate liner regression results and shaded area are SEMs*.* **Supplemental Fig. 9.** Novel image novel location object recognition test response accuracy by APOE genotype. **(a)** The novel-image-novel-location (NINL) object recognition test contains 7 sets of 12 slides. Each slide has 3 images and 4 possible locations. Each slide is viewed for eight seconds in the order as follows: See Set A, See Set B. Test Set A, See Set C, Test Set B, See Set D, Test Set C, etc. To be considered correct, subjects must identify both the type of change and in which quadrant the change has occurred. The test is designed so that on average subjects answer 60–80% of questions correctly. Total percent correct was calculated for each genotype **(b)** and stratified by E4 carriage. **(c)** Individual slopes of EE after the cognitive challenge showing an average decrease in EE after the challenge. **Supplemental Fig. 10.** E4 effect on energy expenditure during glucose challenge in all subjects (left column), and in males only (right column) **(a)** Energy expenditure **(b)** VCO_2_ and **(c)** VO_2_ was plotted over the glucose challenge period in all E4- (n = 61; blue) and E4+ (n = 33; purple) participants. (*P < 0.05, Two-way ANOVA repeated measures). **(d)** Thermic effect of feeding was determined as a ratio of E4 non-carriers in all, young, and middle-aged participants. (**P < 0.01, unpaired t-test, two-tailed) **(e)** Energy expenditure **(f)** VCO_2_ and **(g)** VO_2_ was plotted over the glucose challenge period in male participants (E4- n = 17; E4+ n = 6). Dotted lines show linear regression trend line, shaded areas refer to SEM. **(h)** Thermic effect of feeding was determined as a ratio of E4 non-carriers in all, young, and middle-aged male participants. **Supplemental Fig. 11.** VCO_2_ values during the glucose challenge period. **(a)** Time course of average VCO2 values of Ε4- and Ε4+ females during the glucose challenge period. Dashed lines refer to linear regression result. **(b)** AUC of VCO_2_ for all participants. (a, Two-way ANOVA repeated measures; b, One-way ANOVA). **Supplemental Fig. 12.** Plasma lactate assessed via enzymatic assay. **(a)** Lactate values quantified by GCMS (relative abundance, y-axis) strongly correlate with lactate values (uM) assessed via enzymatic assay. **(b)** E4 carriers had higher plasma lactate pre-drink and a trend toward higher lactate post-drink (*p* = 0.09) compared to non-carriers, as measured via enzymatic assay.

## Data Availability

Raw data from the single cell RNA sequencing study will be uploaded to NIH GEO, a public functional genomics data repository. Supporting data for the clinical research trial can be found under Clinical Trial #: NCT03109661.

## Abbreviations

AD: Alzheimer’s disease
APOE: Apolipoprotein E
ECAR: Extracellular acidification rate
FDG-PET: 18F-fluorodeoxyglucose positron emission tomography
IC: Indirect calorimetry
OCR: Oxygen consumption rate
REE: Resting energy expenditure
RER: Respiratory exchange ratio
RNA: Ribonucleic acid
scRNAseq: Single cell RNA sequencing
SIRM: Stable isotope resolved metabolomics
TCA cycle: Tricarboxylic acid cycle
TR: Targeted replacement
UMAP: Uniform Manifold Approximation and Projection
VCO2: Volume of carbon dioxide
VO2: Volume of oxygen

# Supplementary material for: APOΕ4 lowers energy expenditure in females and impairs glucose oxidation by increasing flux through aerobic glycolysis
**Source:** Mol Neurodegener. 2021 Sep 6;16:62. doi: 10.1186/s13024-021-00483-y
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Table 1. Top 25 genes classifying the eight distinct astrocyte clusters identified in scRNAseq analysis of E3 and E4 mouse brains (clusters visualized in Fig. 1e). Supplemental Table 2. Age, sex, and APOE genotype of cognitively normal individuals according to Ε4 carriage and age cohort (young = 18–39, middle-aged = 40–65). Values represent means +/− (SD). Supplemental Table 3. Clinical characteristics of cognitively unimpaired individuals according to Ε4 carriage and age cohort (young = 18–39, middle-aged = 40–65). Values represent means +/− (SD). Ca, Caucasian; AA, African American; His, Hispanic; A, Asian; BMI, body mass index. Supplemental Table 4. Plasma metabolites of study participants analyzed by gas chromatography – before and after a dietary glucose challenge. Supplemental Table 5. Pre-screening checklist. A response of “yes” to any of the following resulted in exclusion from the study. Supplemental Fig. 1. Cluster cell counts. Number of cells in each graph-based cluster from all cells (a), and astrocytes only (b). Bars represent mean number of cells in each cluster, with the number of E3 cells (circles) and E4 cells (squares) noted by symbols. Supplemental Fig. 2. APOE expression in single-cells and specific astrocyte clusters. (a) UMAP visualization of E3 (left) and E4 (right) cells showing expression of APOE. APOE expression is primarily limited to cells identified as astrocytes. (b) Expression of APOE in astrocyte-only UMAP (Aldoc + cells). Inset shows the 8 distinct astrocyte clusters. (c) Violin plots showing expression of APOE in all astrocytes (left) and within each astrocyte cluster (right). (**P < 0.01, ***P < 0.001, unpaired t-test, two-tailed). Supplemental Fig. 3. E4 is associated with decreases in many genes of the oxidative phosphorylation KEGG pathway. Pathway map for KEGG pathway “Oxidative Phosphorylation” showing genes differentially expressed between E3 and E4 astrocytes. Genes highlighted in green are do

**Supplemental Material**

| **Top features** | **Cluster 1** | **Cluster 2** | **Cluster 3** | **Cluster 4** | **Cluster 5** | **Cluster 6** | **Cluster 7** | **Cluster 8** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **1** | *Agt* | *Lhx2* | *Dclk1* | *Agt* | *Gnao1* | *6330403K07Rik* | *Gm28437* | *Gm10925* |
| **2** | *Sparc* | *Pantr1* | *Cspg5* | *Sparc* | *Fam13c* | *Fxyd6* | *CT010467.1* | *Gm28661* |
| **3** | *lgsf1* | *Rgcc* | *Mfge8* | *Lrig1* | *Clmn* | *Meg3* | *Gm10800* | *Gm28437* |
| **4** | *Slc6a11* | *Bmyc* | *Gnao1* | *Trpm3* | *Cadm1* | *Slc38a1* | *Atp1a2* | *Kif5a* |
| **5** | *ltih3* | *Hopx* | *Atp1b1* | *Chl1* | *Hapln1* | *Gfap* | *Ddx17* | *Gm29216* |
| **6** | *A330076C08Rik* | *Ppp1r3g* | *Fjx1* | *Plce1* | *Dclk1* | *Basp1* | *Lars2* | *Bcas1* |
| **7** | *Cd81* | *Cbr3* | *Pde10a* | *A330076C08Rik* | *Chrdl1* | *Bex4* | *Col11a2* | *Gm13339* |
| **8** | *Nkx6-2* | *Gnao1* | *Slco1c1* | *Slc6a11* | *Dio2* | *Rtn1* | *Gm26917* | *Fth1* |
| **9** | *Sfrp5* | *Ddah1* | *Chst2* | *lgsf1* | *Slco1c1* | *Slc6a6* | *Nsmf* | *Mobp* |
| **10** | *Etnppl* | *Ezr* | *Cadm1* | *ltih3* | *Chst2* | *Bex1* | *Rapgef3* | *Rapgef4* |
| **11** | *Cit* | *Chst2* | *Lhx2* | *Spon1* | *Mertk* | *Ndn* | *Gm13339* | *CT010467.1* |
| **12** | *Rdh5* | *ld4* | *Hopx* | *Gm42583* | *Atp1b1* | *App* | *Fgfr3* | *Mbp* |
| **13** | *Nkain4* | *Ptn* | *Gria2* | *Ptch1* | *St6galnac5* | *Map1b* | *Gm21738* | *Rplp1* |
| **14** | *lrx5* | *Atp1b1* | *Pantr1* | *Gria1* | *Ezr* | *Tmsb10* | *Grin2c* | *Kif5c* |
| **15** | *Plce1* | *Crip2* | *Sat1* | *Kcnd2* | *Frmd4a* | *Vim* | *Syne1* | *Nrsn1* |
| **16** | *Spon1* | *Fjx1* | *Kcnk1* | *Lgi1* | *Lhx2* | *Stmn3* | *Fam193b* | *Gng13* |
| **17** | *Cd38* | *Rbp1* | *Fam171b* | *ltpkb* | *Lrrc8c* | *Nsg2* | *Sned1* | *Gm28439* |
| **18** | *Marcks* | *Fam171b* | *St6galnac5* | *Etnppl* | *Grm3* | *Marcksl1* | *Xist* | *Gm20594* |
| **19** | *Gria1* | *Lix1* | *Ppp1r3g* | *Cd38* | *4930488L21Rik* | *Sept3* | *Macf1* | *Rps29* |
| **20** | *Gm42899* | *Ugp2* | *Mgll* | *5031439G07Rik* | *Swap70* | *Pink1* | *Gm10719* | *Rims1* |
| **21** | *Paqr6* | *Mgll* | *Ezr* | *Slc4a4* | *Gria2* | *Pcsk1n* | *Fads2* | *Rps21* |
| **22** | *Mgat4c* | *Slc9a3r1* | *Oaf* | *Fry* | *Pde10a* | *lgfbp5* | *Agrn* | *Rph3a* |
| **23** | *Ptch1* | *Hes5* | *Pmp22* | *Erbb4* | *Fam171b* | *Thbs4* | *Grik5* | *Scrt1* |
| **24** | *Mpp6* | *Cspg5* | *Rgcc* | *Ntrk3* | *Pou3f3* | *Atp1a1* | *C4b* | *Rps19* |
| **25** | *Apoc1* | *Naaa* | *Bmyc* | *Sfrp5* | *Gm44895* | *Pafah1b3* | *Plxnb1* | *Nrgn* |

**Supplemental Table 1.**  Top 25 genes classifying the eight distinct astrocyte clusters identified in scRNAseq analysis of E3 and E4 mouse brains (clusters visualized in Fig. 1e)

|  | Age | | Sex (N) | | *APOE* Genotype (N) | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Average Age (SD) | P | Male | Female | APOE 2/3 | APOE 3/3 | APOE 2/4 | APOE 3/4 | APOE 4/4 |
| Young | | | | | | | | | |
| Ε4 Non-carriers (E4-) | 24.91  (4.84) | 0.486 | 13 | 33 | 8 | 38 | 0 | 0 | 0 |
| Ε4 Carriers (E4+) | 25.84  (6.08) |  | 5 | 20 | 0 | 0 | 2 | 21 | 2 |
| Middle-age | | | | | | | | | |
| Ε4 Non-carriers (E4-) | 51.18  (7.79) | 0.233 | 4 | 11 | 2 | 13 | 0 | 0 | 0 |
| Ε4 Carriers (E4+) | 55.5  (8.78) |  | 1 | 7 | 0 | 0 | 0 | 7 | 1 |

**Supplemental Table 2.**  Age, sex, and APOE genotype of cognitively normal individuals according to Ε4 carriage and age cohort (young=18-39, middle-aged=40-65). Values represent means +/- (SD).

|  | Race (N) | | | | Vitals | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Ca | AA | His | A | BMI (kg/m^2^) | P | Waist/  Hip Ratio | P | Systolic (mmHg) | P | Diastolic (mmHg) | P | Lean Body Mass (kg) | P |
| Young | | | | | | | | | | | | | | |
| E4- | 34 | 4 | 3 | 4 | 25.15  (3.83) | 0.93 | 0.86  (0.1) | 0.56 | 123.2  (21.2) | 0.79 | 72.3  (14.4) | 0.9 | 48.2  (7.3) | 0.33 |
| E4+ | 22 | 3 | 0 | 0 | 25.06  (4.72) |  | 0.87  (0.1) |  | 121.8  (18.5) |  | 72.1  (12.1) |  | 46.4  (7.2) |  |
| Middle-age | | | | | | | | | | | | | | |
| E4- | 12 | 3 | 1 | 0 | 25.83  (6.07) | 0.45 | 0.9  (0.1) | 0.14 | 123.4  (17.6) | 0.76 | 74.2  (8.7) | 0.6 | 47.1  (7.7) | 0.63 |
| E4+ | 7 | 0 | 1 | 0 | 27.92  (6.73) |  | 0.81  (0.2) |  | 126  (23.1) |  | 76.8  (15.9) |  | 48.9  (9.2) |  |

**Supplemental Table 3.** Clinical characteristics of cognitively unimpaired individuals according to Ε4 carriage and age cohort (young=18-39, middle-aged=40-65). Values represent means +/- (SD). Ca, Caucasian; AA, African American; His, Hispanic; A, Asian; BMI, body mass index.

**Supplemental Table 4.** Plasma metabolites of study participants analyzed by gas chromatography – before and after a dietary glucose challenge.

| Pre-Existing Symptoms Checklist | **INSTRUCTIONS:** Review this list at each visit. If any symptom is present at Baseline, be sure to report it on the ***on medical history*** | |  |
| --- | --- | --- | --- |
| **Symptom** | Yes No | Comments | |
| **1.** pregnant or breastfeeding | Yes No |  | |
| **2.** have a bleeding disorder | Yes No |  | |
| **3.** allergy to the local anesthetic lidocaine | Yes No |  | |
| **4.** history of stroke, seizures, Parkinson’s disease, history of head injury with loss of consciousness, or other dementing disorder | Yes No |  | |
| **5.** history of alcoholism or drug abuse | Yes No |  | |
| **6.** History of schizophrenia or currently suffer from bipolar disorder or major depression. | Yes No |  | |
| **7.** vision or hearing loss severe enough to interfere with cognitive testing | Yes No |  | |
| **8.** Taking Beta Blockers (ex. Sectral, Tenormin, Zebeta, Lopressor, Corgard, Bystolic, Inderal LA, InnoPran XL) | Yes No |  | |
| **9.** Taking Neuroleptics (ex. Clozaril, Saphris, Zeprexa, Seroquel) | Yes No |  | |
| **10.** Taking Narcotic Analgesics (ex. Codeine, Zohydro ER, Oxycodone, Methadone, Hydromorphone, Morphine, Fentanyl) | Yes No |  | |
| **11.** Taking Anti-Parkinsonian Agents (ex. Sinemet, Symmetrel, Artane, Cogentin, Elderpryl, Azliect, Comtan) | Yes No |  | |
| **12.** Taking CNS-Active antihypertensive agents (ex. Catapres, Kapvay, Intuniv, Tenex) | Yes No |  | |
| **Information obtained by:** |  |  | |

**Supplemental Table 5.** Pre-screening checklist. A response of “yes” to any of the following resulted in exclusion from the study.

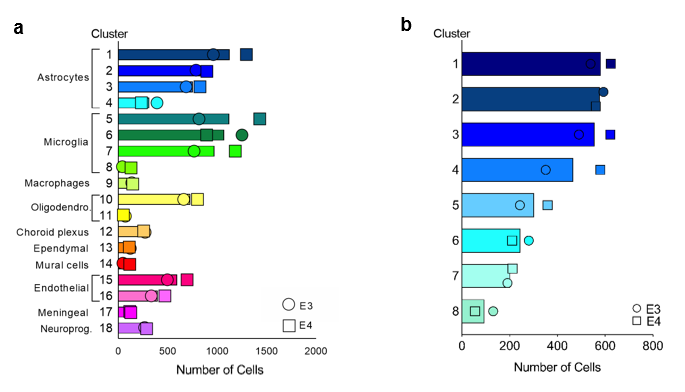

**Supplemental Fig. 1 Cluster cell counts.** Number of cells in each graph-based cluster from all cells **(a)**, and astrocytes only **(b)**. Bars represent mean number of cells in each cluster, with the number of E3 cells (circles) and E4 cells (squares) noted by symbols.

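The number of cells depended on the filter. The paper reports 18167 cells, 8216 from E3 and 9951 from E4 mice. The deposited matrices hold 25287 barcodes, of which 24816 passed the filter the study states, 11288 from E3 and 13528 from E4. The filter on mitochondrial UMIs removed 164 E3 and 217 E4 barcodes, and the upper limit of 50000 UMIs was exceeded by 33 and 57. After removal of 2 clusters of fewer than 250 cells that carried markers of more than 1 class, 24537 cells were left, of which 6268 were astrocyte-like. With at least 500 UMIs and at most 10% mitochondrial UMIs, 18005 cells were left after the same step, 8368 from E3 and 9637 from E4. The lowest count of any deposited barcode was 500 UMIs in both libraries, although the study's lower limit was 50. Whether the deposited matrices are those behind the paper's number of cells was not tested, so the filter need not explain the difference.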

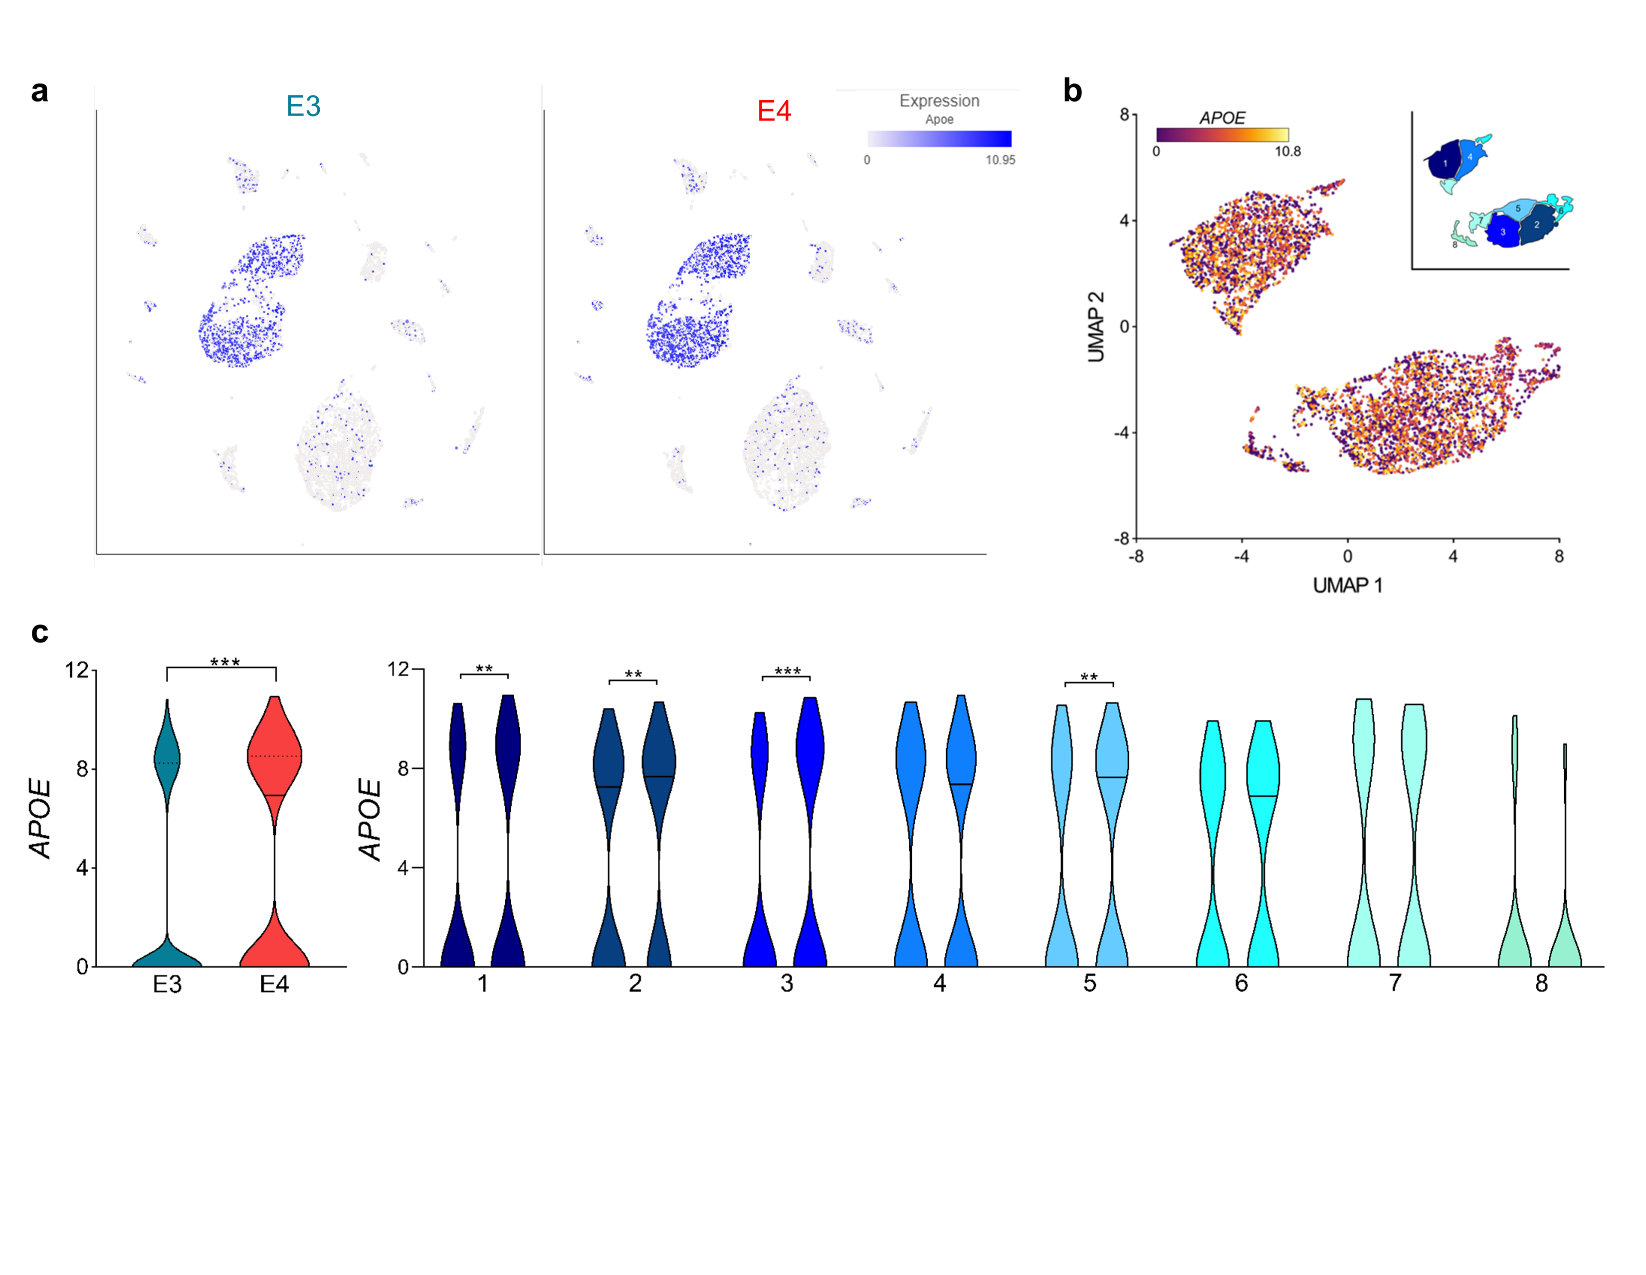

**Supplemental Fig. 2 *APOE* expression in single-cells and specific astrocyte clusters.** (a) UMAP visualization of E3 (left) and E4 (right) cells showing expression of *APOE.* *APOE* expression is primarily limited to cells identified as astrocytes. (b) Expression of *APOE* in astrocyte-only UMAP (*Aldoc+* cells). Inset shows the 8 distinct astrocyte clusters. (c) Violin plots showing expression of *APOE* in all astrocytes (left) and within each astrocyte cluster (right). (***P*<0.01, ***P<0.001, unpaired *t*-test, two-tailed)

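The share of cells with at least 1 Apoe UMI was 59.5% in E3 and 67.6% in E4 astrocyte-like cells. Because this share rises with depth, each cell was also thinned to 1000 UMIs, leaving out 56 E3 and 48 E4 astrocyte-like cells with fewer. It was then 20.8% in E3 (exact binomial 95% interval 19.3 to 22.3%) and 26.4% in E4 (25.0 to 28.0%) at median depths of 4110.5 and 4037.5 UMIs before thinning. In macrophage-like cells it was 14.4% in E3 and 14.6% in E4. Endothelial-like cells, the class taken to lack the gene, had 9.04% and 10.9% before thinning and 1.76% (1.05 to 2.76%) and 1.90% (1.27 to 2.73%) after it, with 49 and 102 shallower cells left out and median depths of 3952 and 3768.5 UMIs. Free RNA in the droplets can give such a share.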

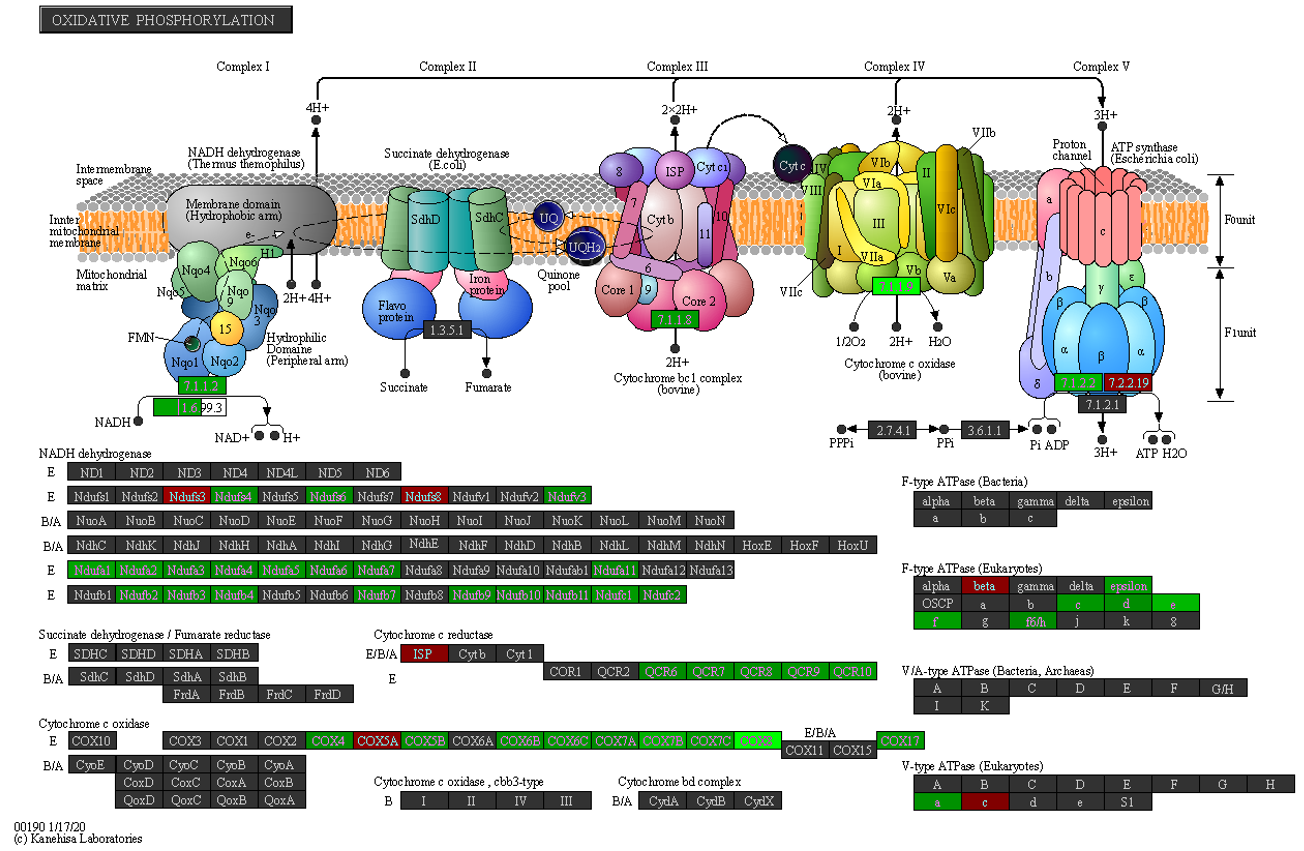

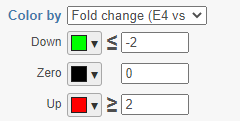

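Within the respiratory chain of astrocyte-like cells, most genes of complexes I, III, IV and V were lower in the E4 library, and complex II had as many higher as lower. Differences between the complexes were not tested. Complex I, which oxidizes NADH, had 30 of 38 listed genes lower (median log2 ratio −0.11, 95% order-statistic interval −0.15 to −0.082), among them Ndufa13 at −0.20. Ndufa4 (−0.14) was counted here too, but the complexes follow lists written without a pathway database, so single genes may be misplaced. Complex II, succinate dehydrogenase, had 2 of 4 lower, Sdhb at −0.054 and Sdha at −0.050, while Sdhc had 0.069 and Sdhd 0.14. Complex III, which passes electrons to cytochrome c, had 6 of 9 lower (median −0.14, −0.24 to 0.062, 1.44th percentile), with Uqcr11 at −0.28. Complex IV had 14 of 18 lower (median −0.12, −0.16 to −0.069). Complex V, the ATP synthase, had 15 of 17 lower (median −0.15, −0.17 to −0.021), with Atp5h at −0.15 and Atp5b at −0.021. Of the 13 subunits encoded by the mitochondrial genome, 7 were higher (median 0.021, −0.17 to 0.080), with mt-Atp8 at −0.65. The proton pump of lysosomes, which the pathway map also holds, had 8 of 17 genes higher (median −0.0069, −0.079 to 0.037).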

**Supplemental Fig. 3 E4 is associated with decreases in many genes of the oxidative phosphorylation KEGG pathway.** Pathway map for KEGG pathway “Oxidative Phosphorylation” showing genes differentially expressed between E3 and E4 astrocytes. Genes highlighted in green are downregulated in E4, genes in red are upregulated in E4.

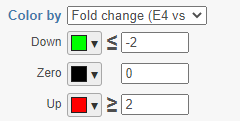
**
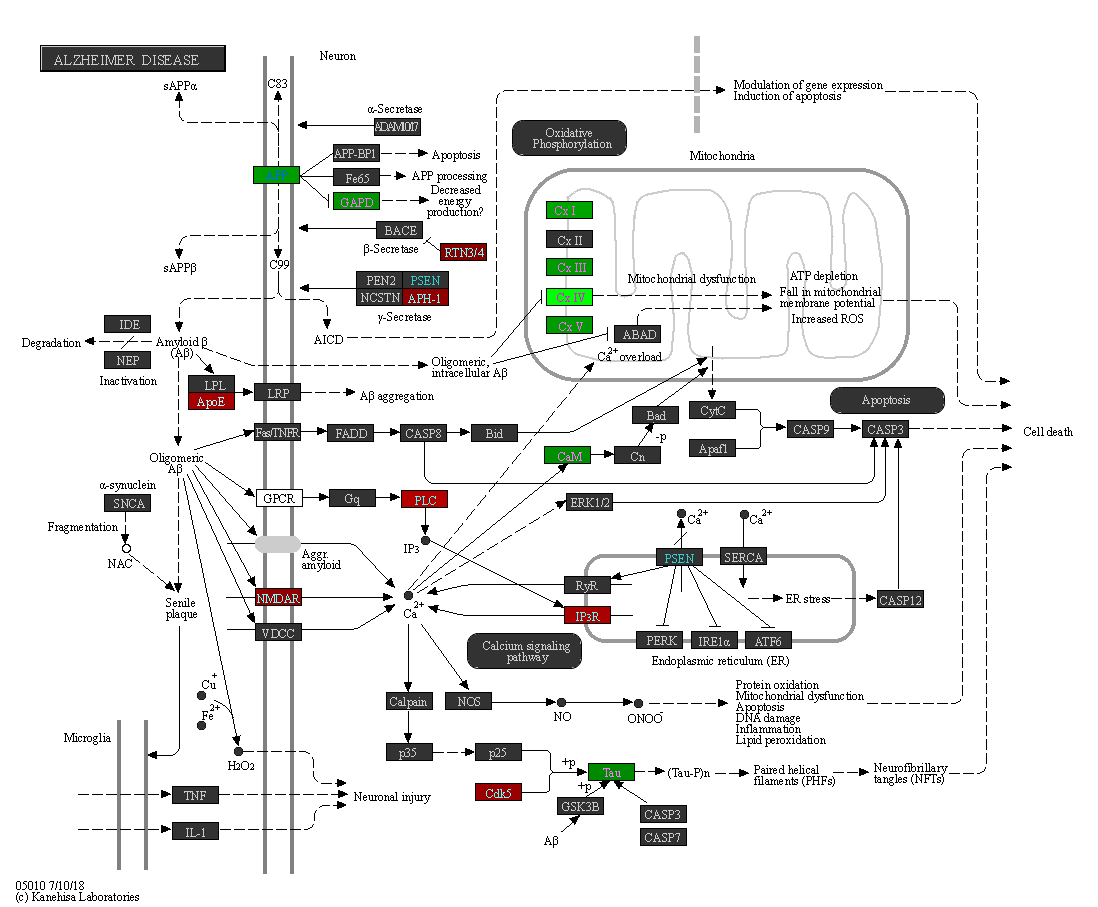
**

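The Alzheimer's disease pathway of KEGG contains the oxidative phosphorylation genes beside genes of amyloid processing and calcium signalling. The list used here was written without access to the KEGG database, so its members may differ from those of the pathway. In astrocyte-like cells, 90 of the 142 measured genes of this list were lower and 52 higher in the E4 library (median log2 ratio −0.066). Without the oxidative phosphorylation genes, 56 were left, of which 33 were higher and 23 lower (median 0.050, 95% order-statistic interval −0.031 to 0.072, 94.8th percentile of matched random lists). App, which encodes the amyloid precursor protein, had a ratio of −0.19 (exact 95% interval −0.34 to −0.035, but 0.040 with the stricter cell filter and 0.19 in cells with at least 2 Aldoc UMIs) and Lrp1, a receptor for apolipoprotein E, −0.10 (−0.17 to −0.028). Bace1, the beta-secretase, had −0.13 (−0.34 to 0.075) and Rtn3, a protein of the endoplasmic reticulum, 0.068 (0.013 to 0.12). App, Lrp1 and Bace1 were singled out after their values were seen.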

**Supplemental Fig. 4 E4 is associated with decreases in many genes of the “Alzheimer’s disease” KEGG pathway.** Pathway map for KEGG pathway “Oxidative Phosphorylation” showing genes differentially expressed between E3 and E4 astrocytes. Genes highlighted in green are downregulated in E4, genes in red are upregulated in E4.

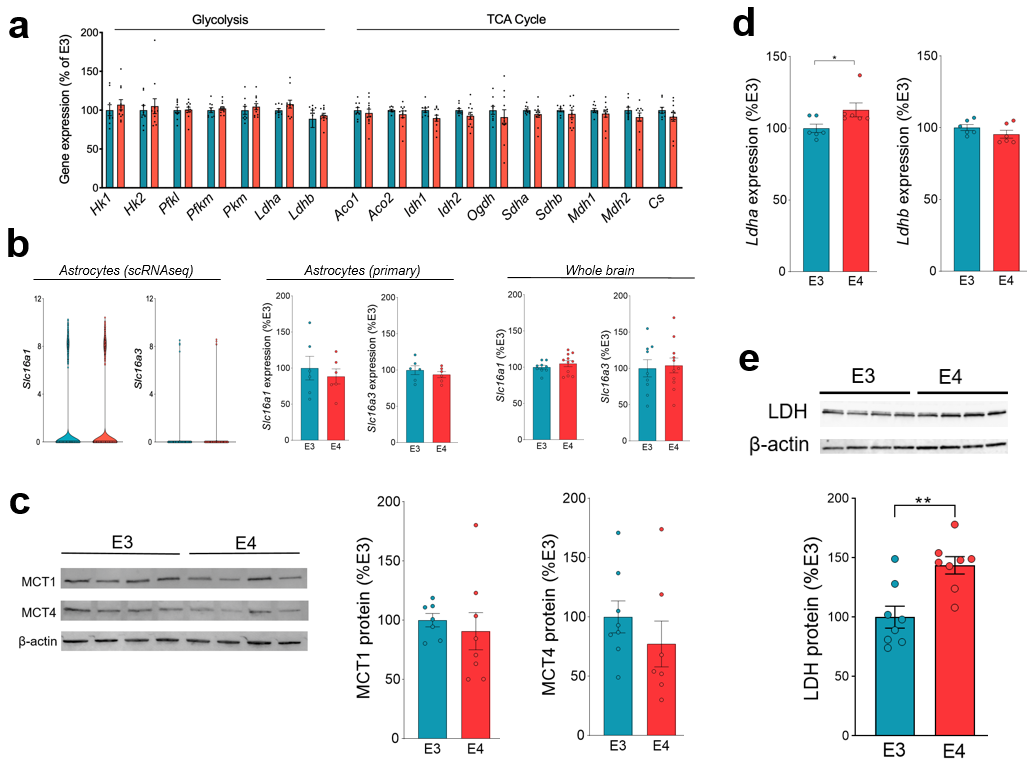

**Supplemental Fig. 5 LDH expression is increased in E4 astrocytes; MCT expression is unchanged. (a)** Gene expression of critical enzymes in glycolysis and TCA cycle in whole brain homogenates from female E3 and E4 mice. *Hk*, hexokinase; *Pfk*, phosphofructokinase; *Ldh*, lactate dehydrogenase; *Aco*, aconitase; *Idh*, isocitrate dehydrogenase; *Ogdh*, oxoglutarate dehydrogenase; *Sdh*, succinate dehydrogenase; *Mdh*, malate dehydrogenase; *Cs*, citrate synthase. Data analyzed by multiple t-tests with Sidak multiple comparison correction. **(b)** *Slc16a1* and *Slc16a3* gene expression in astrocytes from the scRNAseq data from Figure 1 (*left*), in primary astrocytes isolated from E3 or E4 mice (*middle*), and in whole brain homogenates from female E3 or E4 mice (*right*). **(c)** MCT1 and MCT4 expression was quantified in brain tissue from mice expressing E3 or E4 via western blot (n=7-8). MCT expression normalized to β-actin loading control and expressed as a percent of E3 (value/mean E3). **(d)** *Ldha* and *Ldhb* gene expression in primary astrocytes. All gene expression values expressed as a percent of E3 (value/mean E3). ******P*<0.05, ***P*<0.01, t-test. **(e)** LDH protein expression was measured via western blot in primary astrocytes expressing E3 or E4 (n=8). LDH expression normalized to β-actin loading control and expressed as a percent of E3 (value/mean E3). *****p<0.05, t-test.

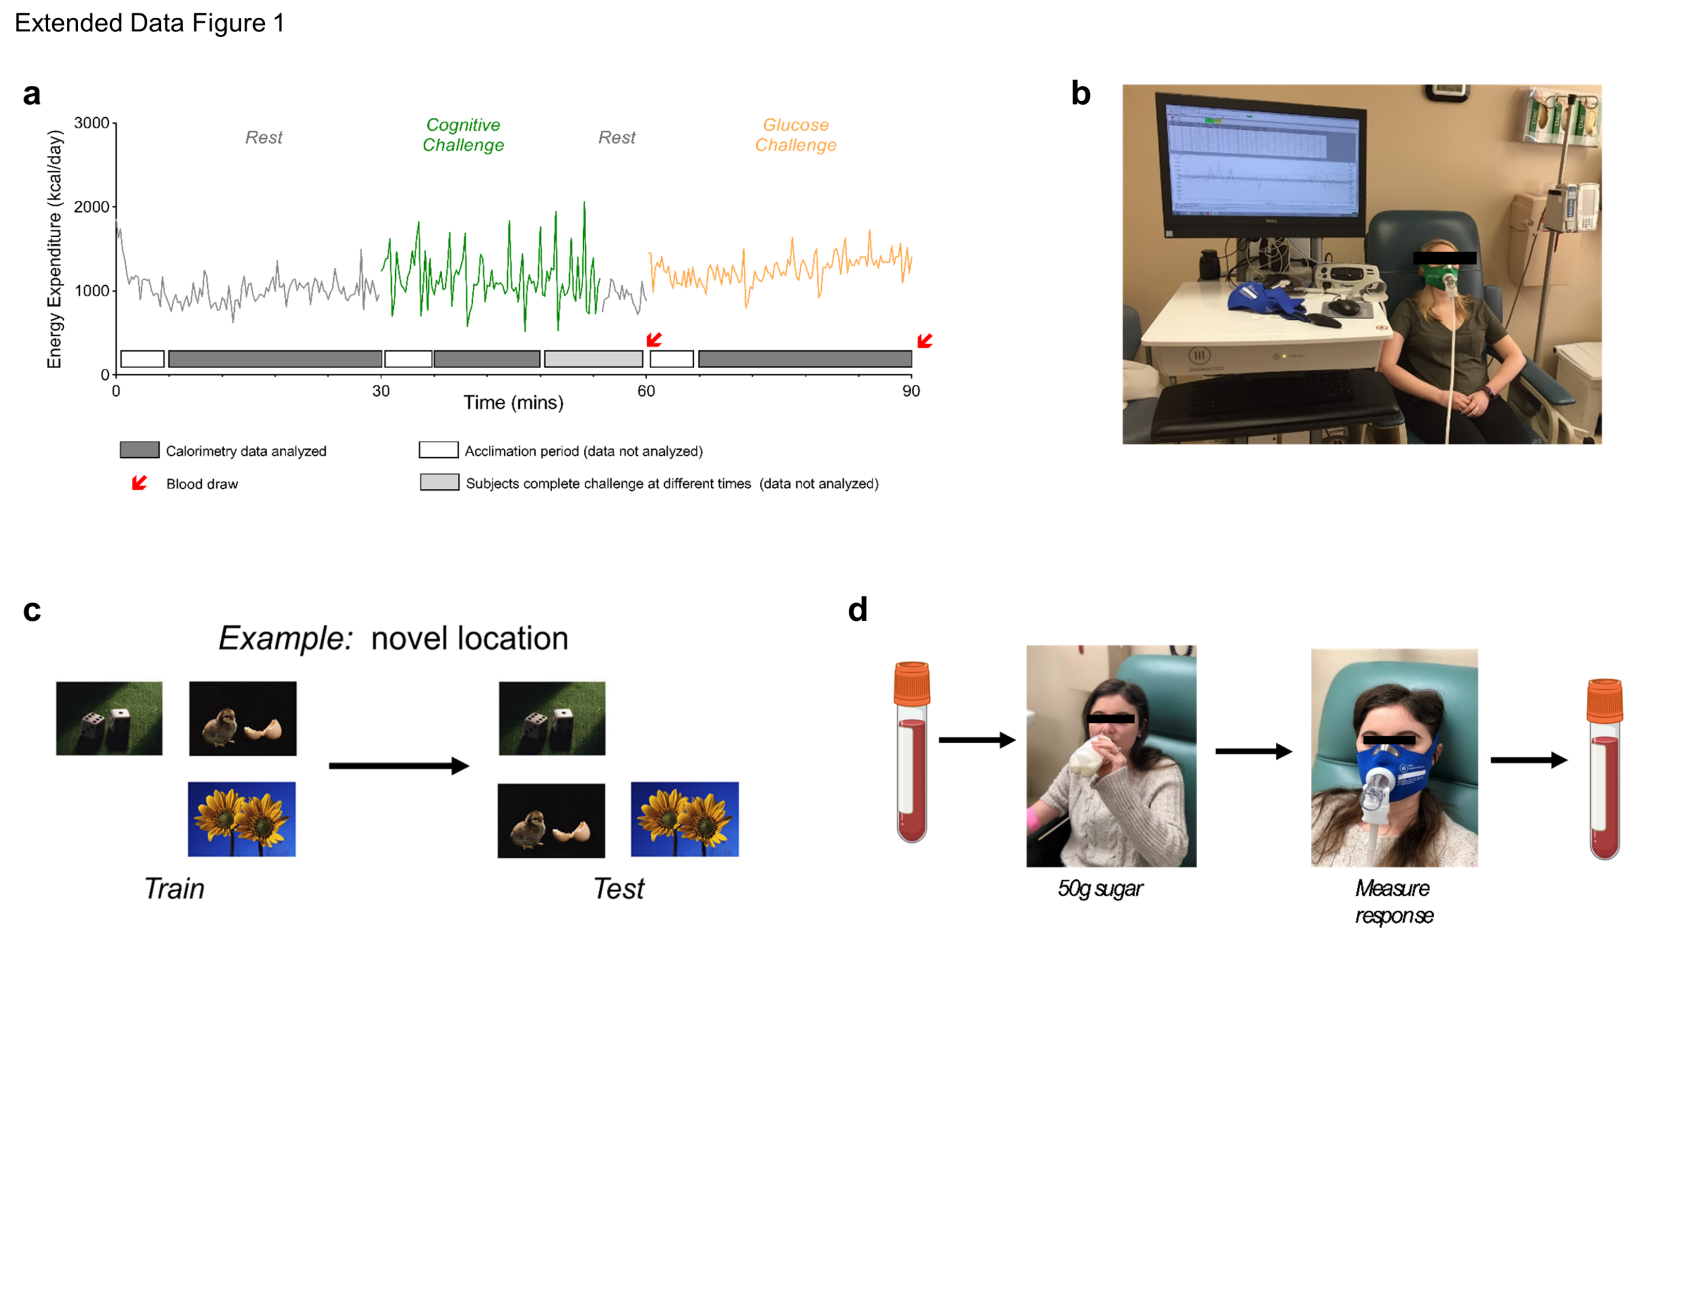

**Supplemental Fig. 6 Human indirect calorimetry study design. (a)** Representative time course of energy expenditure (EE) measures during the three periods of the study (rest in gray, cognitive challenge in green, and glucose challenge in orange). Data was only analyzed during the last 25 minutes of the resting and glucose periods and during a common 5-15 minute span during the cognitive challenge in which all 100 subjects were actively engaged in the task – denoted by grey bar on x axis. Blood was drawn immediately prior and after the glucose challenge. **(b)** Representative photo of a participant during the resting challenge connected to the Ultima MGX indirect calorimetry (IC) system. **(c)** Example slides from the Novel Image Novel Location test used as a cognitive challenge. **(d)** The glucose challenge consisted of a blood draw, followed by ingestion of the 50g sugar drink (all subjects consumed drink within 90 seconds), followed by IC measurement, and a second blood draw.

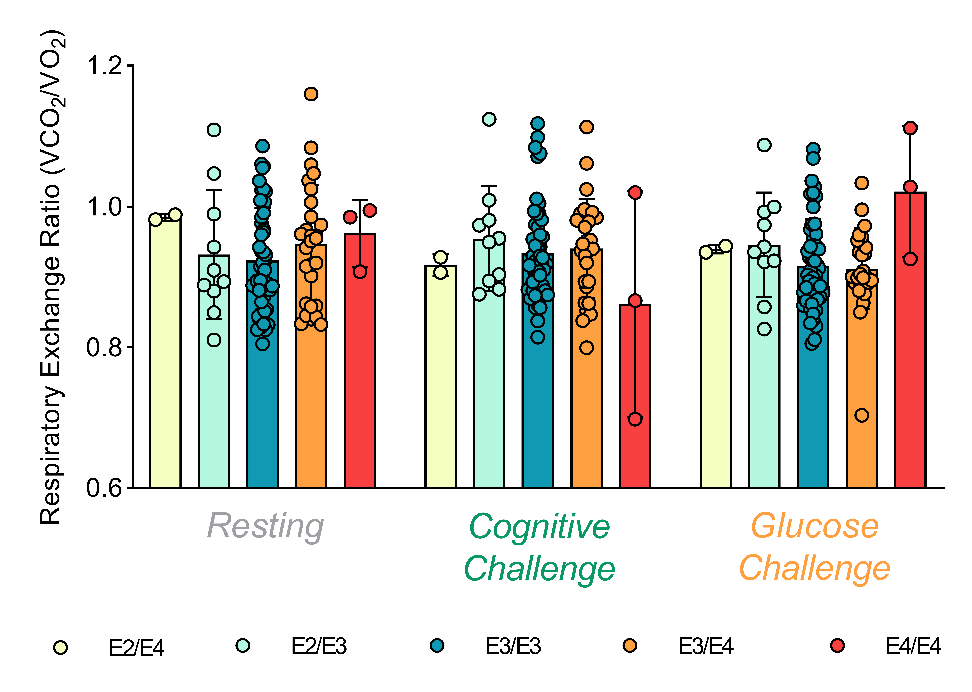

**Supplemental Fig. 7 Respiratory Exchange Ratio (RER) does not differ by *APOE* genotype.** Respiratory exchange ratio (RER) (VCO_2_/VO_2_) was not significantly different between *APOE* genotypes across any of the three periods tested.

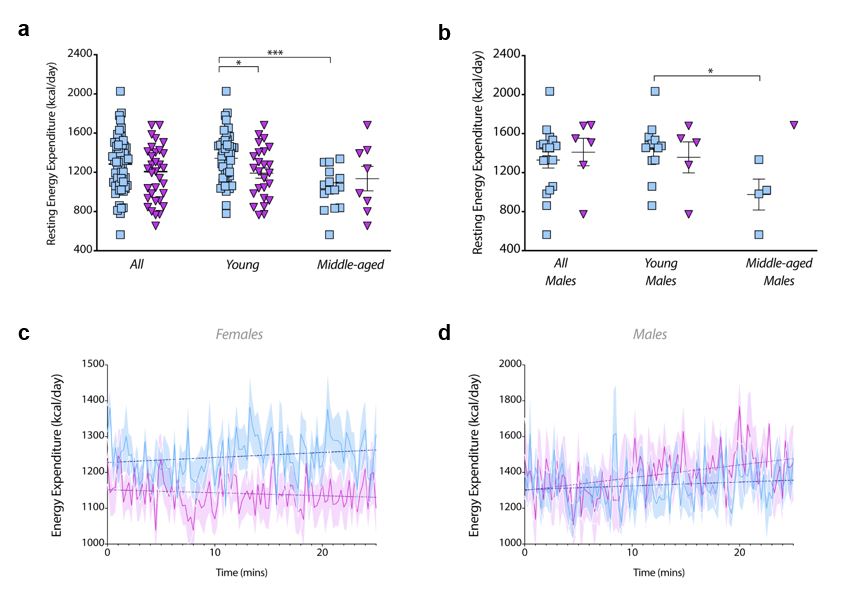

**Supplemental Fig. 8 E4 effect on resting energy expenditure (a)** E4 non-carriers’ (n=61; blue) and E4 carriers’ (n=33; purple) average resting energy expenditures were determined and stratified by young and middle-aged. (*P<0.05, ***P<0.001, unpaired t-test, two-tailed). **(b)** This was repeated for only male participants (*P<0.05, unpaired t-test, two-tailed; E4- total n=17, young n=13, middle-aged n=4; E4+ total n=6, young n=5, middle-aged n=1). **(c)** Average EE was plotted over the resting period for females and **(d)** males. Dotted lines indicate liner regression results and shaded area are SEMs*.*

**
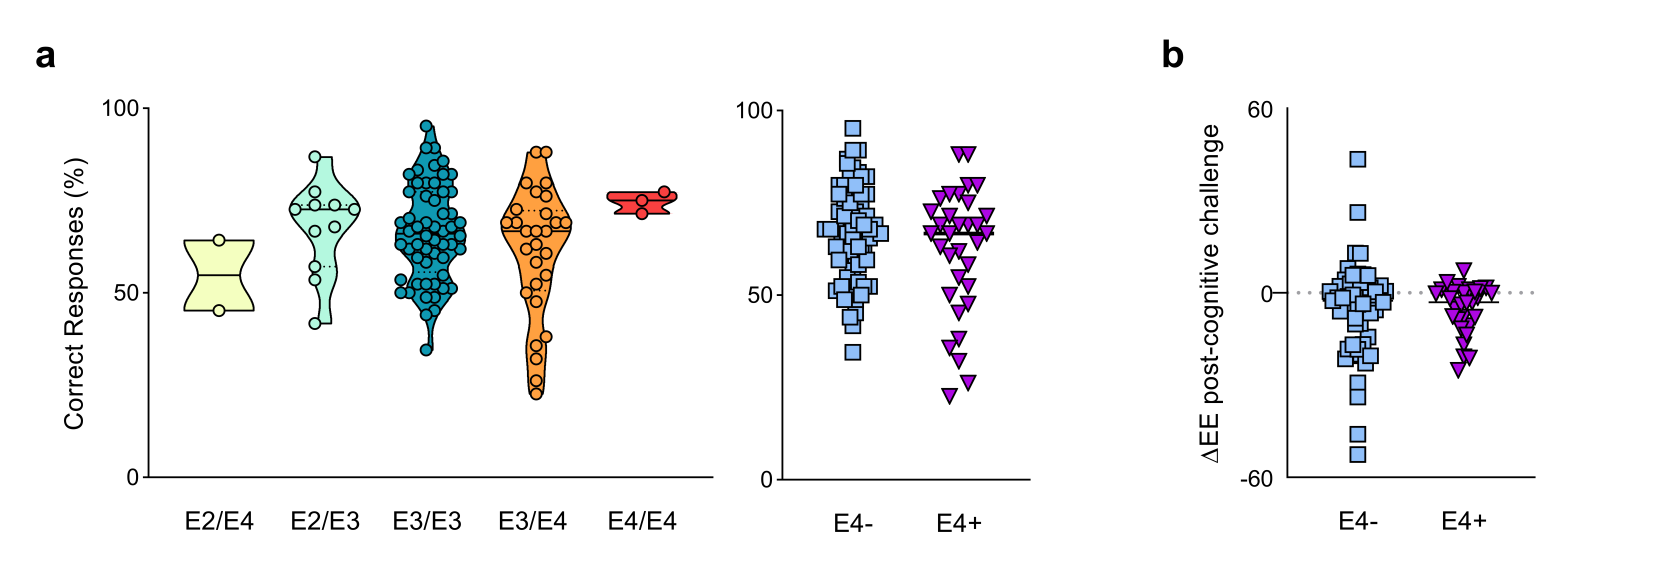
**

**Supplemental Fig. 9 Novel image novel location object recognition test response accuracy by APOE genotype. (a)** The novel-image-novel-location (NINL) object recognition test contains 7 sets of 12 slides. Each slide has 3 images and 4 possible locations. Each slide is viewed for eight seconds in the order as follows: See Set A, See Set B. Test Set A, See Set C, Test Set B, See Set D, Test Set C, etc. To be considered correct, subjects must identify both the type of change and in which quadrant the change has occurred. The test is designed so that on average subjects answer 60-80% of questions correctly. Total percent correct was calculated for each genotype **(b)** and stratified by E4 carriage. **(c)** Individual slopes of EE after the cognitive challenge showing an average decrease in EE after the challenge.

**
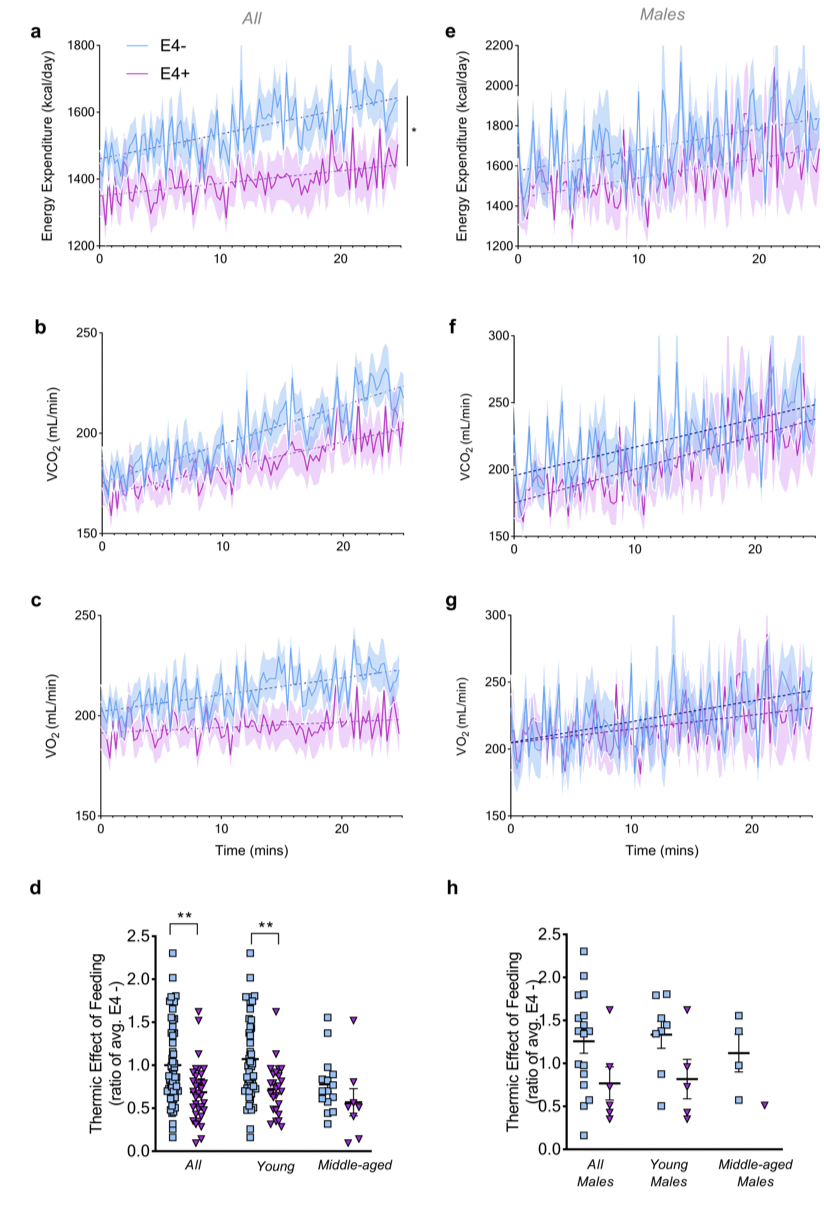
**

**Supplemental Fig. 10. E4 effect on energy expenditure during glucose challenge in all subjects (left column), and in males only (right column) (a)** Energy expenditure **(b)** VCO_2_ and **(c)** VO_2_ was plotted over the glucose challenge period in all E4- (n=61; blue) and E4+ (n=33; purple) participants. (*P<0.05, Two-way ANOVA repeated measures). **(d)** Thermic effect of feeding was determined as a ratio of E4 non-carriers in all, young, and middle-aged participants. (**P<0.01, unpaired t-test, two-tailed) **(e)** Energy expenditure **(f)** VCO_2_ and **(g)** VO_2_ was plotted over the glucose challenge period in male participants (E4- n=17; E4+ n=6). Dotted lines show linear regression trend line, shaded areas refer to SEM. **(h)** Thermic effect of feeding was determined as a ratio of E4 non-carriers in all, young, and middle-aged male participants.

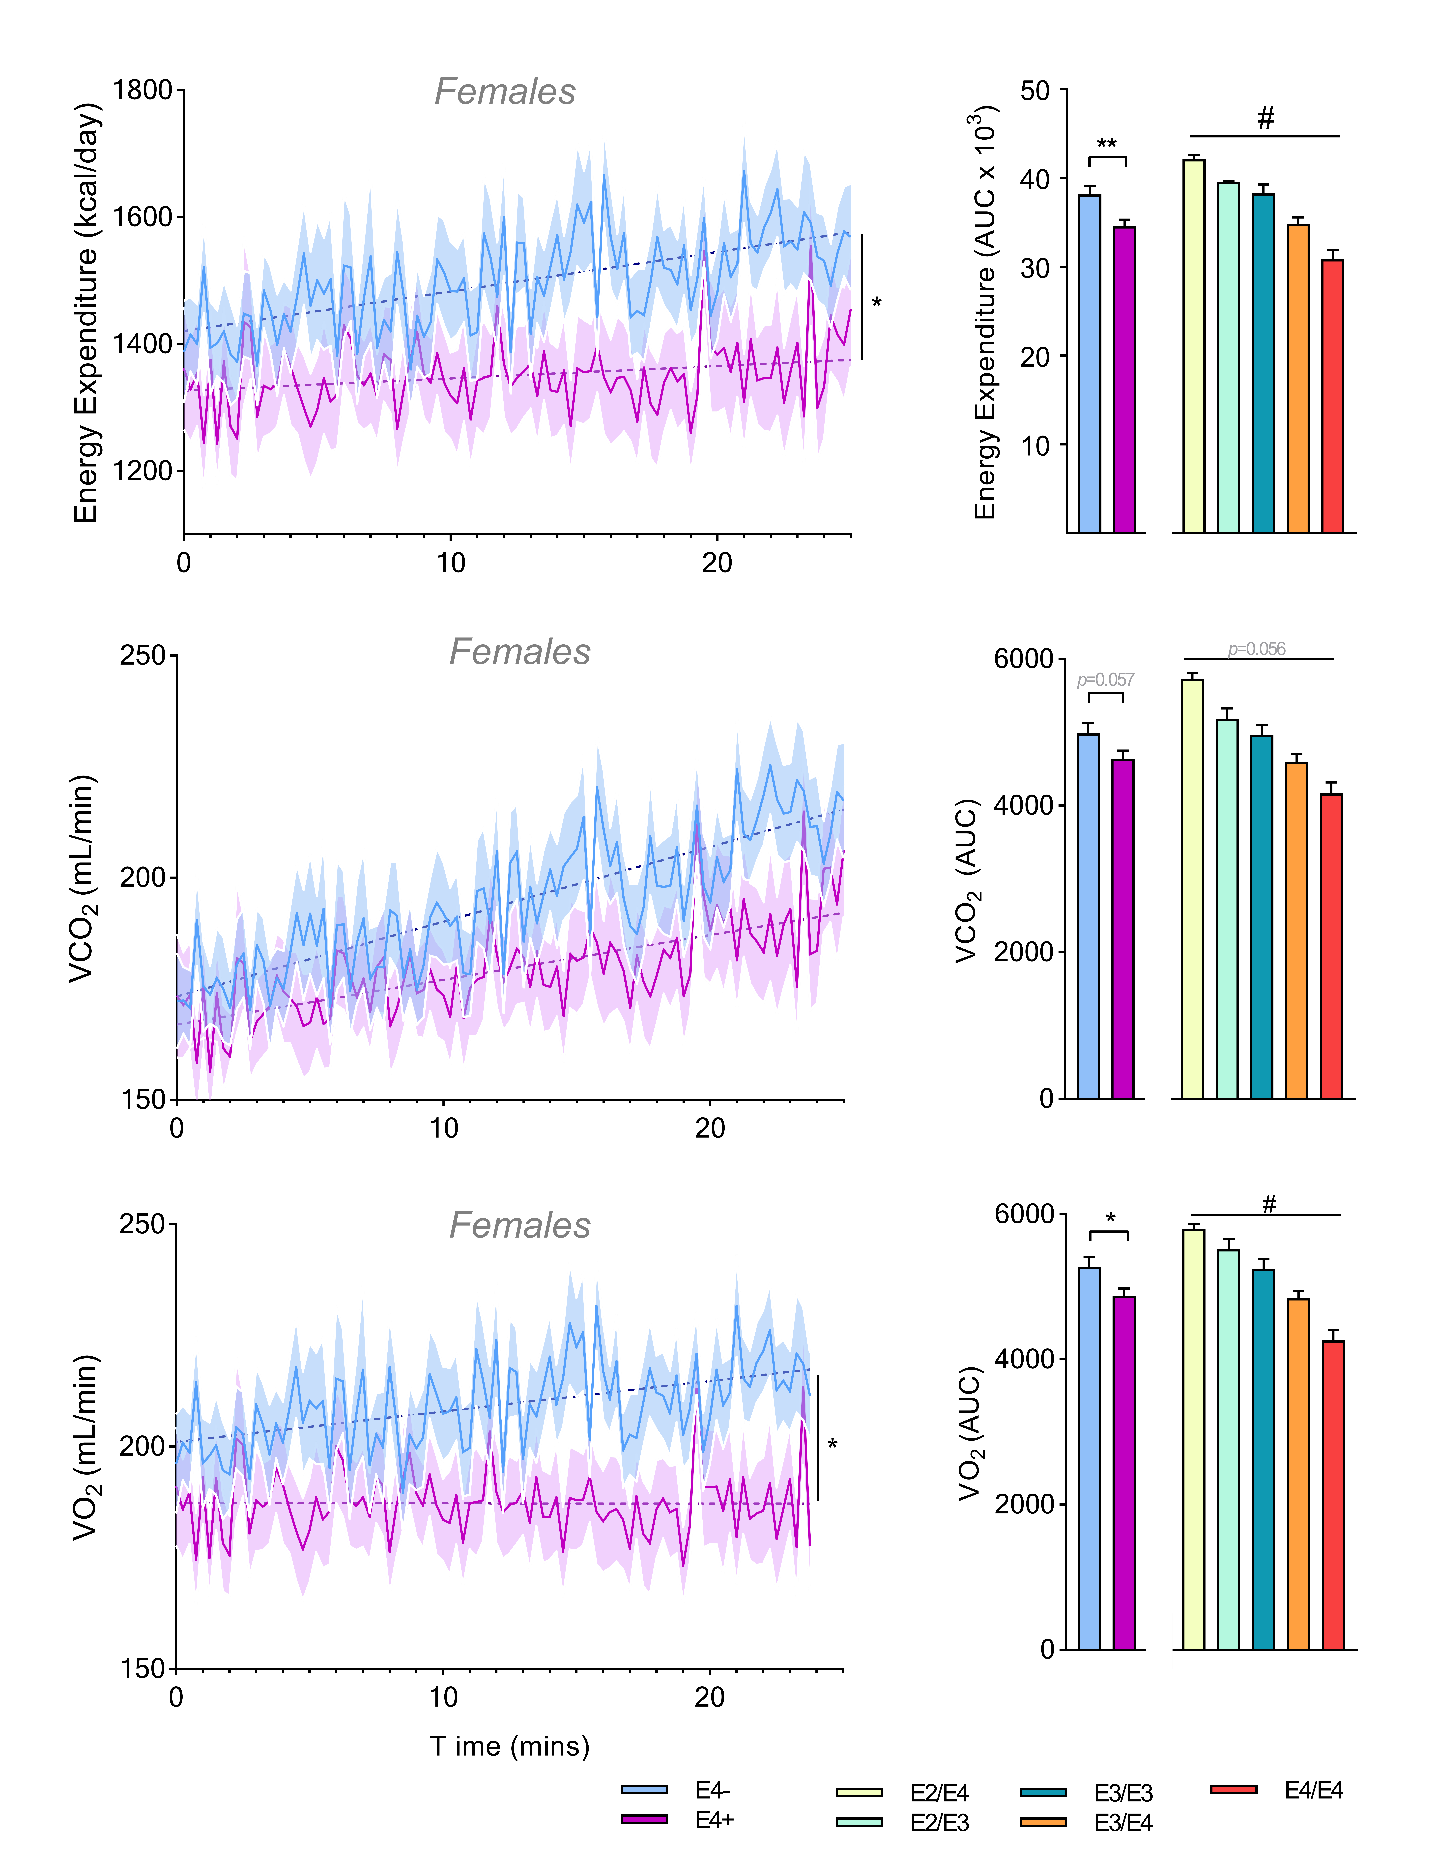

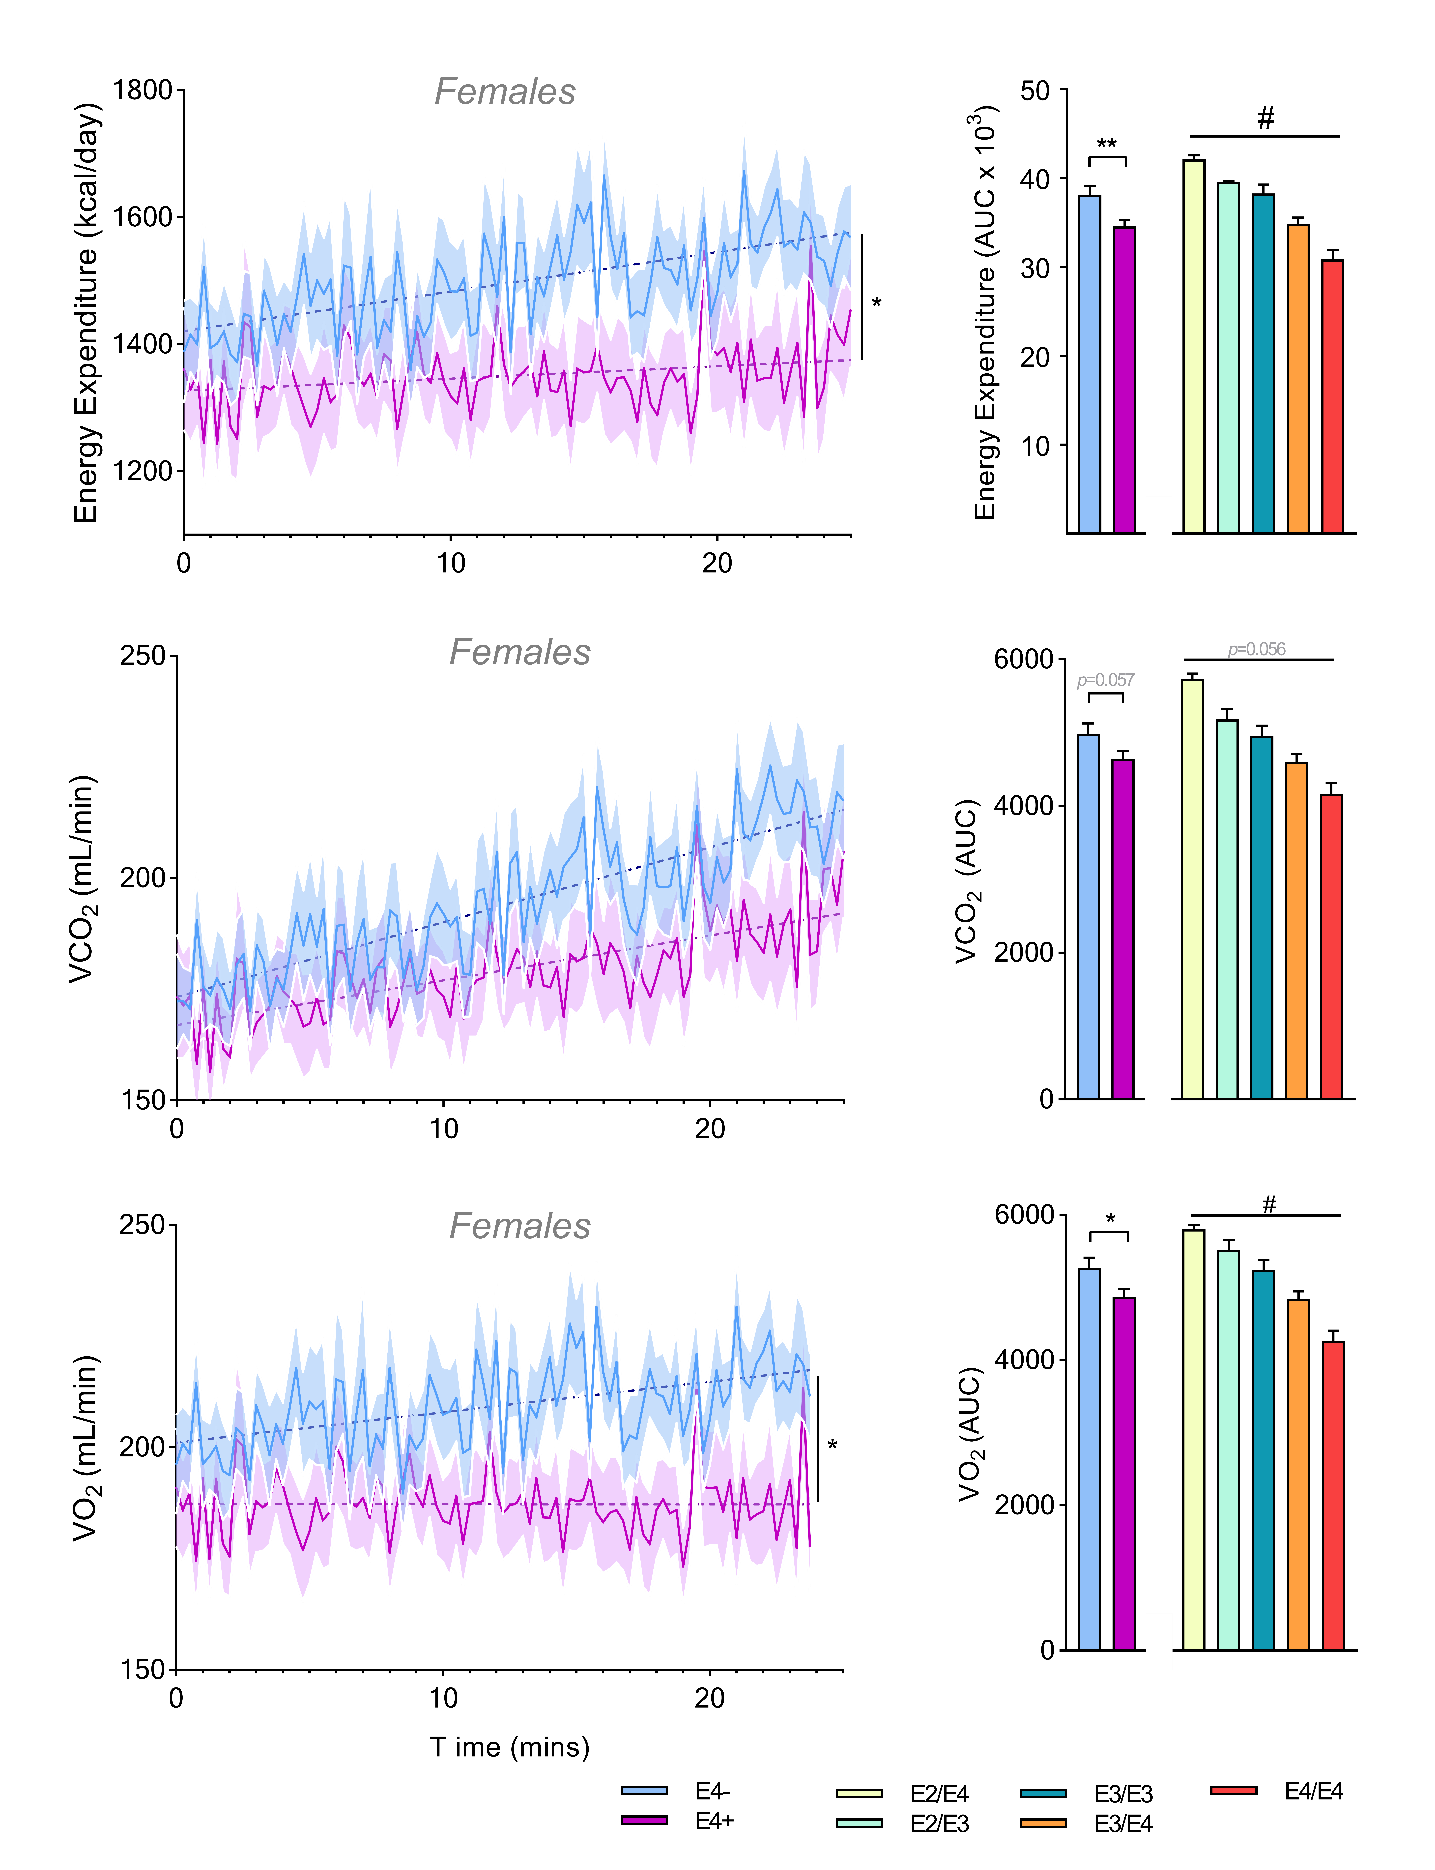

**Supplemental Fig. 11 VCO_2_ values during the glucose challenge period. (a)** Time course of average VCO2 values of Ε4- and Ε4+ females during the glucose challenge period. Dashed lines refer to linear regression result. **(b)** AUC of VCO_2_ for all participants. (a, Two-way ANOVA repeated measures; b, One-way ANOVA)

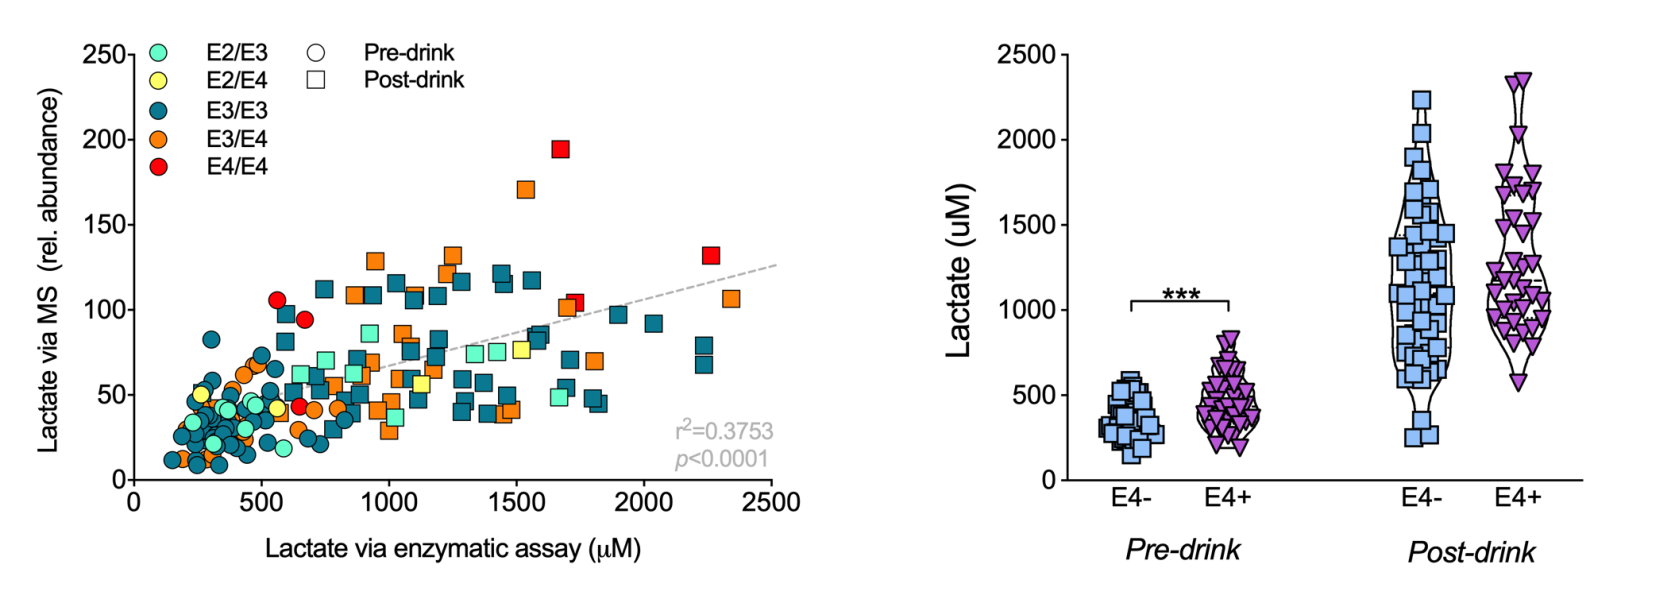

**Supplemental Fig. 12 Plasma lactate assessed via enzymatic assay. (a)** Lactate values quantified by GCMS (relative abundance, y-axis) strongly correlate with lactate values (uM) assessed via enzymatic assay. **(b)** E4 carriers had higher plasma lactate pre-drink and a trend toward higher lactate post-drink (p=0.09) compared to non-carriers, as measured via enzymatic assay.

**
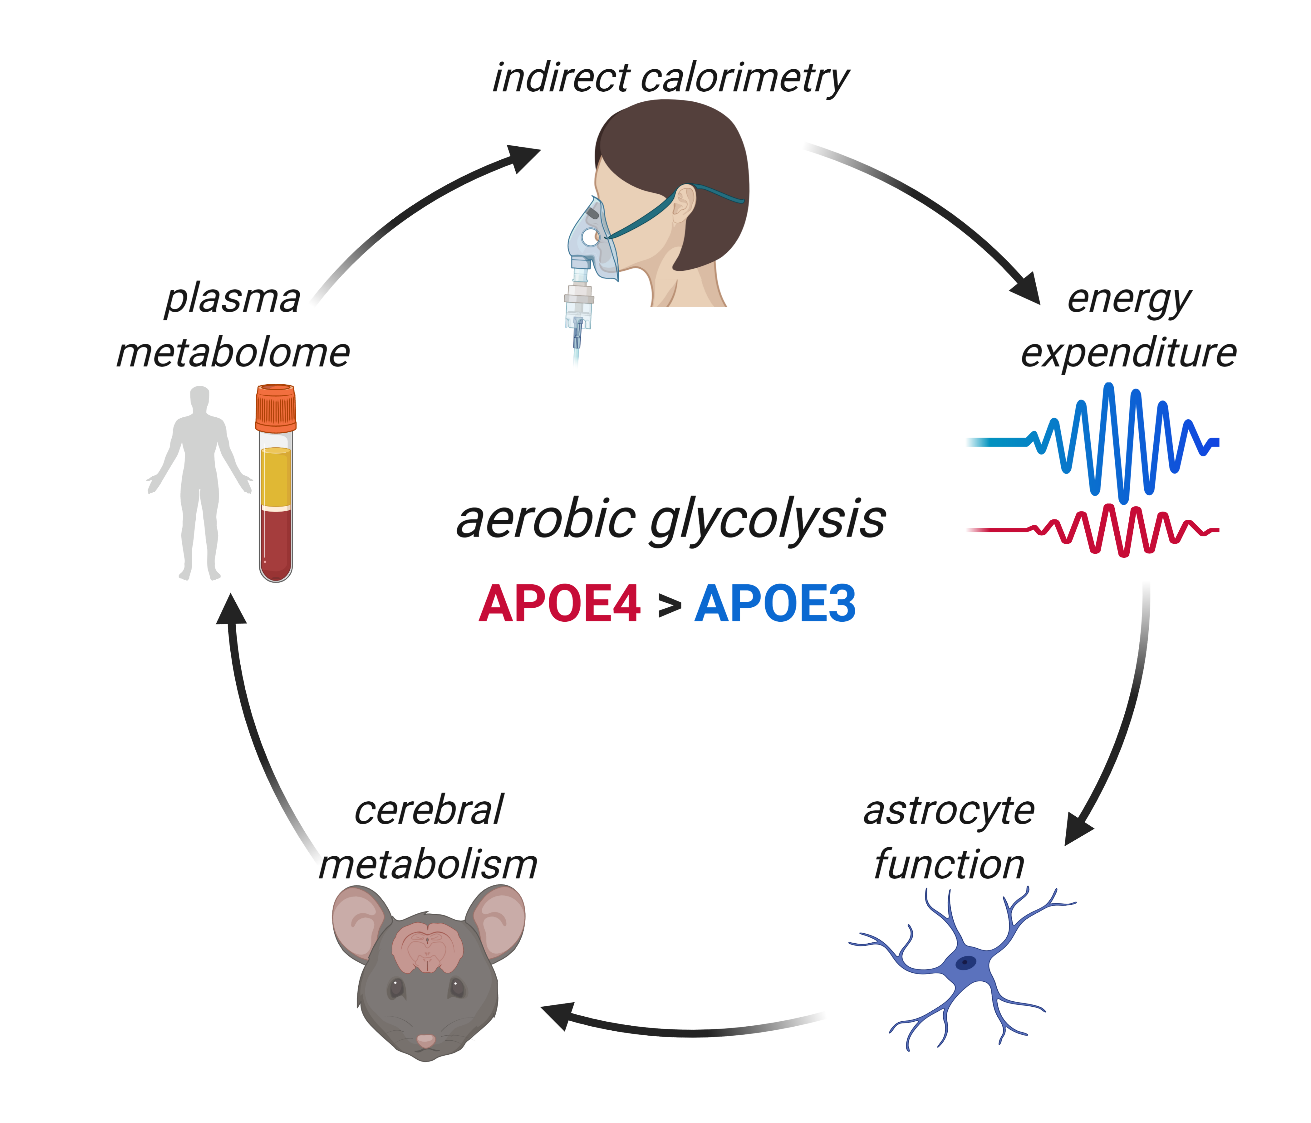
**

**Summary Figure**

How the deposited data were processed for this re-analysis (not part of the article)

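Brain cells of female mice aged 11 to 12 months that carry human E3 or E4 in place of mouse Apoe were measured with droplet-based single-cell RNA sequencing. The authors pooled right hemispheres of 3 mice per genotype, dissociated them with the gentleMACS adult brain kit at a raised temperature, removed debris and made 1 library per genotype. The genotype of each library was taken from the labels of the deposited samples and matched the paper.

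The deposited matrices hold raw UMI counts per gene and cell, which the authors made with Cell Ranger on the mm10 genome, the build named in the submitters' processing notes. The matrix headers name version 6.1.2 for the E3 library and 6.1.1 for the E4 library, and the name of the gene annotation was not given in the sources used here. No normalization had been applied before the files were deposited. The study then used Partek for filtering and clustering, and no cell labels of the study were used here. The plots of the study rest on cells with 50 to 50000 UMIs and at most 30% mitochondrial UMIs, with 20 principal components and 2 small clusters left out as doublets.

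From these counts, the stated filter was applied again and kept 11288 of 11485 E3 barcodes and 13528 of 13802 E4 barcodes, and no barcode lay below the lower limit. Counts of each cell were scaled to 10000 UMIs and log-transformed, 2000 variable genes were reduced to 20 principal components, and a graph of 15 neighbours was clustered with the Leiden method at a resolution of 1. Both libraries were clustered together without batch correction. Clusters were named from marker genes fixed before the data were examined, and a name needed at least 3 markers with at least 2-fold higher expression in the cluster and a UMI in at least 20% of its cells. A cluster whose median UMI count was under that of its library divided by 3, with none of its name's markers among its 10 leading genes, stayed unnamed. A cluster was called mixed where the share of markers passing for another class reached 75% of that for its best class. Mixed clusters of fewer than 250 cells were left out as doublets, 111 E3 and 168 E4 cells in all. Sub-clusters of the astrocyte-like cells with at least 2 markers of another class, and more than of astrocytes, among their 10 leading genes were left out of the class. The thresholds for naming and for leaving out sub-clusters were set after the clusters were seen. They kept 7.55% of E3 and 5.92% of E4 cells out as sub-clusters and left 4.39% and 4.11% unnamed.

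Doublets per cell were called for an alternative only, with a score rebuilt after the principle of Scrublet, which itself was not used. For each library, 2 doublets per cell were simulated, cells and simulated doublets were placed on 30 principal components, and the threshold was the minimum between the modes of the simulated scores. The score marked 3.64% of E3 and 4.97% of E4 cells that passed the filter.

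For each class, counts were summed per library and scaled to the class total, giving CPM. CPM, percent of cells and log2 ratios of E4 to E3 were all computed here from the deposited counts. Ratios have exact 95% intervals from the binomial split of the counts, levels have exact Poisson intervals, and shares have exact binomial intervals. All of them cover counting error only. With 1 library per genotype no test of genotype was possible, and no p-value or count of changed genes was computed. Where a gene had no UMI in a library, 3 UMIs were taken as the limit a count of 0 allows.

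Gene lists of pathways, cell types and technical signals, among them immediate-early and stress genes as a signal of dissociation, were fixed before the data were examined. They were written without access to a pathway database, so their members may differ from those of KEGG or of the study's own lists. Each was summarised by the median log2 ratio of its members with at least 50 UMIs over both libraries, an order-statistic 95% interval over members, and the percentile of that median among 10000 random lists of as many genes drawn from 20 bins of mean expression. Classes with at least 200 cells in each library were compared, and classes of at least 100 cells entered comparisons of level.

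The genes named were chosen by a rule set in advance. It took every gene the study names for its single-cell data, whose values in the study's table had been seen. In astrocyte-like cells it took the 10 highest and 10 lowest ratios among genes with at least 200 UMIs whose ratio lay on the same side of 1 in every sub-cluster with at least 20 UMIs of the gene. In each other class it took the 5 highest and 5 lowest without the rule on sub-clusters. Of each list it took up to 4 abundant members and those at least 1.5-fold apart. Some genes the rule took are not reported here. Genes outside the rule are named in the text as chosen after their values were seen.

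Gene positions come from GENCODE vM21 on GRCm38, the assembly called mm10, which matched 32158 of the 32285 gene identifiers in the files (99.6%). Transcript lengths for the test of length come from the same annotation.

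The calculation was tested on simulated data for E4 against E3 in astrocyte-like cells over 12324 genes. The 95% interval held the true ratio for 98% of 50 genes at 0.5-fold and at 2-fold, 90% at 0.667-fold, 98% at 1.5-fold and 95.3% of unchanged genes. Since the intervals cover counting error only, these values are no check on variation between cells or pools. A simulated list of 50 raised genes lay at the 100th percentile, and of 200 unchanged lists 4% lay outside the central 95%.

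The alternatives were a stricter cell filter (at least 500 UMIs and at most 10% mitochondrial UMIs), called doublets left out, clustering resolutions of 0.5 and 2, a total without mitochondrial, haemoglobin and rRNA-overlapping genes, scaling by the median of gene ratios, the mean of CPM per cell, cells thinned to 1000 UMIs, gene minimums of 10 and 500 UMIs, cells with at least 2 Aldoc UMIs as the astrocytes, sub-clusters weighted alike, and glycolysis lists without Aldoc or with core enzymes alone. An alternative that returns the shallow sub-cluster and the unnamed cluster to the astrocyte-like class was added after seeing the data. Every barcode in the files had at least 500 UMIs, so the stricter cell filter removed cells through its mitochondrial limit alone. The cells left by this filter, or after called doublets were left out, were clustered and named anew. Values under these settings can therefore also change through class membership. To compare the oxidative phosphorylation list at equal depth, astrocyte-like cells were divided into 10 groups of about equal size by UMIs and as many cells of each library were drawn from each group, 2830 per library in all, and the ratio of the libraries' median UMIs per cell was given an interval from 2000 bootstrap resamples of cells. This was done after the list's result was seen.

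Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2, igraph 0.11.9 and scikit-image 0.26.0, and plots used matplotlib 3.10.9. The bulk, metabolite and human measurements of the paper were not analysed here.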

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

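The tests on genes near Apoe and the comparison within microglia-like clusters were chosen after the result was seen, and so was the requirement that a share's interval clear the range of other windows.

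The paper's table of genes is for astrocytes, and the ratios below are from other classes, with a log2 ratio of E4 to E3 of at least 2 in size and a counting interval that excluded 0. Of these genes, Eps8l1 and the haemoglobin genes are in the paper's table. In microglia-like cells, Eps8l1, which encodes a regulator of actin, had 1 UMI in E3 and 254 in E4 (log2 ratio 7.44, exact 95% interval 4.95 to 12.75). C5ar2, a receptor of complement C5a, had 79 and 1235 UMIs (3.42, 3.09 to 3.77), and Lilra5, a leukocyte immunoglobulin-like receptor, had 59 and 399 (2.21, 1.81 to 2.63). The 2 libraries filled the microglia-like clusters unevenly, with 236 E3 and 567 E4 cells in the one with C5ar2 among its leading genes. Within the clusters, the intervals of C5ar2, Lilra5 and Eps8l1 lay above 0 in 5 of 6, and C5ar2 had 3.32 (2.42 to 4.40) in the one it helps to lead. The exception was a shallow cluster, with 3 and 8 UMIs of C5ar2. In endothelial-like cells, Apln, which encodes the vascular peptide apelin, had 298 and 79 UMIs (−2.52, −2.90 to −2.16). Oligodendrocyte-like cells had 186 and 30 UMIs of Apoc1, an apolipoprotein gene next to Apoe (−2.91, −3.52 to −2.35), and 202 and 61 of the astrocyte gene Gfap (−2.01, −2.44 to −1.59). With called doublets left out, these ratios of Apoc1 and Gfap were −0.47 and −0.17.

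Haemoglobin transcripts were lower in the E4 library in several classes other than the erythroid-like cells. Choroid plexus-like cells had ratios of −3.67 for Hbb-bs, −3.25 for Hba-a1 and −2.64 for Hba-a2, and neuroprogenitor-like cells −5.10, −3.84 and −3.23 for the same genes. Both classes stayed below 0 in each of the 8 alternatives run. Microglia-like cells had −3.03 for Hbb-bt, −2.32 for Hba-a2, −2.22 for Hbb-bs and −2.16 for Hba-a1, and all 4 turned above 0 with the stricter cell filter and with called doublets left out.

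Eps8l1, Lilra5 and C5ar2 lie on chromosome 7 (mm10), 15.2, 15.5 and 3.46 Mb from Apoe, beside C5ar1 (1.89 in microglia-like cells). Eps8l1 also had a ratio of 4.75 in astrocyte-like (2.70 in the paper's table), 5.42 in oligodendrocyte-like and 3.72 in endothelial-like cells, classes singled out after their values were seen.

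Over all cells, 10 of 397 genes within 20 Mb of Apoe were at least 2-fold apart (2.52%, exact binomial 95% interval 1.21 to 4.58%), against 0.834% of 15829 genes elsewhere, and this share exceeded that of 97.7% of windows of as many neighbouring genes elsewhere. A strain variant carried in the segment around the replaced gene may account for them, but the upper end of the central 95% of windows was 2.27%, which the interval includes, and the same value leaves open an effect of genotype on genes wherever they lie. A response of microglia alone was also weighed. In astrocyte-like cells 5 of 321 genes near Apoe were as far apart (1.56%, 0.508 to 3.60%, 97.8th percentile, with 1.25% as the upper end for windows). Microglia-like cells had 2.16% (98.8th percentile of windows) and the other 4 classes lay at the 21.0th to 65.5th percentile. Eps8l1, as given above, and Zfp14 (−1.86 in astrocyte-like and −1.47 in oligodendrocyte-like cells) did not differ in microglia alone. For the window as a whole these 3 explanations cannot be told apart, because few genes are involved and each genotype has 1 library. An effect of the pool of mice is confounded with genotype as well.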

How the results depend on the processing

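No paired analysis was possible because each genotype has 1 library. For each value below, the cause was not tested. All alternatives were set before the data were examined except the return of the shallow sub-cluster and the unnamed cluster, chosen after seeing the data. Among main results, 91 values under alternatives set in advance stayed within the interval of the main value, 39 moved beyond it and 4 turned direction, where a turn is counted only if the interval first excluded equality. That interval covers counting error for genes, shares and ratios between classes and is the order-statistic interval over genes for list medians, and numbers of cells or sub-clusters were counted as kept when within 1.5 times of the main number. Among other genes and lists these were 1635, 333 and 42. The oxidative phosphorylation median stayed below 0 in astrocyte-like cells (−0.17 to −0.082 in 13 alternatives) and in all cells (−0.17 to −0.10 in 8). Apoe stayed above 0 in astrocyte-like cells (0.21 to 0.37 in 11). The stricter cell filter removed cells through its mitochondrial limit alone, since no barcode had fewer than 500 UMIs. Clusters were rebuilt on the cells left, so values under it can also change through class membership. Gpr50 had too few UMIs for a value with the stricter filter, and depth limits Slc16a3 to a wide interval. Values are log2 ratios or medians of E4 to E3 in astrocyte-like cells unless another class or unit is named, and the ratios of Apoe or of the glycolysis sum to the next class are linear.

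With at least 500 UMIs and at most 10% mitochondrial UMIs, Apoe had 0.21, Aldoc −0.057, Kl 0.99, Hba-a1 1.81, Hba-a2 1.71, Hbb-bs 2.07, Hbb-bt 2.75, Acsl6 −0.032, Rplp1 0.098, Ttr 0.35, App 0.040 and Oasl2 0.35. Medians were −0.17 for oxidative phosphorylation (−0.16 in all cells), −0.033 for beta-oxidation, −0.036 for glycolysis, 0.072 for myelin and 0.040 for ribosomal protein genes. Apoe was 1.63 times and the glycolysis sum 0.989 times the next class, and 83.7% of the study's genes kept their side. In microglia-like cells Hbb-bt had 2.12, Hba-a2 0.73, Hbb-bs 0.60 and Hba-a1 0.82, and in endothelial-like cells 6330403K07Rik had −0.15.

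With called doublets left out, Hba-a1 had −0.12, Hba-a2 −0.12, Hbb-bs −0.022 and Hbb-bt 0.87. The astrocyte-like share was then 26.8% in E3 and 26.6% in E4, and the glycolysis sum was 1.20 times the next class. In microglia-like cells Hbb-bt had 2.88, Hba-a2 1.24, Hbb-bs 1.16 and Hba-a1 1.21. Endothelial-like 6330403K07Rik had −0.22 and Phkg1 −0.17, and choroid plexus-like Rgs5 −0.68.

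With cells thinned to 1000 UMIs, Gpr50 had −0.098, Slc16a1 −0.10 and Eno2 0.16, and the ribosomal protein median was −0.12. Apoe was 1.52 times and the glycolysis sum 1.09 times the next class, and 83.6% of the study's genes kept their side. Endothelial-like Adm had 0.022 and oligodendrocyte-like Fdps 0.075.

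With astrocytes taken as cells with at least 2 Aldoc UMIs, Apoe had 0.22, Aldoc −0.075, Aqp4 −0.0011, Kl 0.59, Acsl6 −0.0033, Ttr 0.31 and App 0.19. Medians were 0.087 for the Alzheimer pathway outside oxidative phosphorylation and −0.026 for ribosomal protein genes, and the shares were 41.6% in E3 and 40.9% in E4. Such cells need not be astrocytes, since microglia-like cells held 240 and 251 Aldoc CPM. The Hba-a1 interval of this set, −1.20 to −1.14, was narrower than the −3.06 to −2.55 of astrocyte-like cells, so it held more haemoglobin UMIs.

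At a clustering resolution of 0.5 there were 9 sub-clusters and the glycolysis sum was 1.24 times the next class. At 2.0 there were 22, with shares of 27.0% and 27.2%, Aldoc at −0.024, medians of −0.14 for oxidative phosphorylation and −0.088 for ribosomal protein genes, Apoe at 1.38 times and the glycolysis sum at 1.18 times the next class.

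With the mean of CPM per cell, Kl had 0.51, medians were −0.082 for oxidative phosphorylation and −0.13 for ribosomal protein genes (0.047 in microglia-like cells), and the glycolysis sum was 1.10 times the next class. Scaling by the median of gene ratios gave −0.17 for oxidative phosphorylation in all cells and −0.013 for glycolysis in microglia-like cells. With sub-clusters weighted alike, Gfap had 0.014, C4b 0.15, the glycolysis median was 0.026 and the ribosomal protein median −0.080.

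With totals that leave out mitochondrial, haemoglobin and rRNA-overlapping genes, Aldoc had −0.0031, medians were −0.14 for oxidative phosphorylation (−0.17 in all cells) and −0.22 for ribosomal protein genes, and the glycolysis sum was 0.764 times the next class. Without Aldoc it was 0.827 times, since Aldoc is the list's most abundant gene in these cells. With a gene minimum of 500 UMIs, 92.6% of the study's genes kept their side. With the shallow sub-cluster and the unnamed cluster returned, the shares were 37.6% and 34.9%, since the class then holds more cells, and the glycolysis sum was 1.25 times the next class.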

Differences from the paper's values

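Of the alternatives named in this part, all were set before the data were examined. The thresholds for naming clusters, on which the values here rest, were set after the clusters were seen. The paper states an unpaired two-tailed t-test for comparisons of 2 groups in general and names it for the violin plots of Apoe, drawn from cells of 1 pool per genotype, and for its table of astrocyte genes its text adds no other test. The ratios here are of counts summed per library over clusters rebuilt from markers. Whether the deposited matrices are those behind the paper's values was not tested.

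The paper reports 8 astrocyte clusters, and 14 sub-clusters were found here. At a clustering resolution of 0.5 there were 9, which is within 1.5 times of the paper's number. The stricter cell filter gave 13, called doublets left out gave 16 and a resolution of 2.0 gave 22, and these remained apart from it.

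For Lars2 in astrocytes the paper's log2 fold change is −1.45 and the value here −1.36. With the stricter cell filter it was −1.43, within counting error of the paper's value. The other 9 alternatives gave −1.41 to −1.33 and stayed apart from it. For Mrps12 the paper's value is 1.80 and the value here 0.49, with 0.37 to 0.72 over the alternatives. For Ube2m the paper's value is 1.03 and the value here 0.42, with 0.39 to 0.57. For Gpr50 the paper's value is 2.15 and the value here 1.02, with −0.098 to 1.17. No alternative brought Mrps12, Ube2m or Gpr50 within counting error of the paper's value.

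The haemoglobin genes, Col23a1, Acadvl and Cpt1c were set beside the paper's table after their values were seen. For the haemoglobin genes the paper's values are −0.30 for Hba-a1, −0.19 for Hba-a2, −0.12 for Hbb-bs and 0.047 for Hbb-bt, and the values here −2.80, −2.45, −2.44 and −2.35. With called doublets left out Hba-a2 had −0.12, within counting error of the paper's value, while Hba-a1 at −0.12, Hbb-bs at −0.022 and Hbb-bt at 0.87 stayed apart from it. The stricter cell filter gave 1.81, 1.71, 2.07 and 2.75, and the other 8 alternatives gave −3.10 to −1.16 over the 4 genes, all apart from the paper's values. For Col23a1 the paper's value is 1.72 and the value here 0.87. With the stricter cell filter it was 1.01 (0.26 to 1.80), within counting error of the paper's value, and the other 9 alternatives gave 0.42 to 1.01 and stayed apart from it. For the beta-oxidation gene Acadvl the paper's value is −1.06 and the value here −0.13, with −0.18 to −0.036 over the alternatives, and for Cpt1c they are −0.56 and 0.090, with −0.076 to 0.26. No alternative brought either within counting error of the paper's value.

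Angpt4 is listed in the paper's table of astrocyte genes at −0.84 and had 0 UMIs in the astrocyte-like cells of both libraries here, with 4 UMIs in E3 and 3 in E4 over all cells. In cells with at least 2 Aldoc UMIs its ratio was −1.29 (−7.17 to 2.98), an interval too wide to compare with the paper's value. The paper describes changes in oxidative phosphorylation as directed to astrocytes, and here the median of this list had an interval below 0 in each of the 5 other classes compared as well. On the paper's own markers, Aldoc, Aqp4, Gja1 and Aldh1l1 were highest in astrocyte-like cells.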

Other observations

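Of the tests of explanations in this part, only that of transcript length was chosen before its result was seen.

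Interferon-response genes were higher in the E4 library in microglia-like cells and lower in choroid plexus-like cells. In microglia-like cells 18 of 19 were higher (median log2 ratio 0.37, 95% order-statistic interval 0.13 to 0.80), among them the chemokine gene Cxcl10 at 1.75 (76 and 374 UMIs), the transcription factor gene Irf7 at 1.55, Ifit3 at 1.40 and Ifit2 at 1.17. In choroid plexus-like cells 8 of 9 were lower (median −0.55, −0.96 to −0.24), with Ifitm3 at −1.62, Bst2 at −0.87 and Ifi27 at −0.59. Endothelial-like cells had 10 higher and 10 lower. The mix of microglia-like clusters differed between the libraries, and the lists were not compared within clusters. Genes of cholesterol synthesis were lower in oligodendrocyte-like cells for 17 of 21 (median −0.31, −0.38 to −0.11), with Hmgcs1 at −0.43, Cyp51 at −0.34 and Fdps at −0.33 (0.075 after thinning each cell to 1000 UMIs). The same list had 17 of 21 higher in choroid plexus-like cells (0.16, 0.076 to 0.39) and in microglia-like cells (0.092, 0.013 to 0.31). Neuroprogenitor-like cells had 11 of 16 higher (median 0.35, −0.026 to 0.46) and endothelial-like cells 12 of 20 (0.012, −0.11 to 0.15). Over all cells, 18 of 21 were lower (−0.11, −0.20 to −0.032). In endothelial-like cells the lowest ratios included Fbln5 at −1.85, Angpt2 at −1.56, Bgn at −1.35 and Adm at −1.69 (0.022 after thinning), and the highest Coro2a (1.05) and the clock gene Per3 (0.90). Neuroprogenitor-like cells had higher immediate-early genes, with Fos at 1.40, Dusp1 at 1.22 and Egr1 at 1.12. Choroid plexus-like cells had Zfp36 at 1.30 and Egr1 at 0.87. Histone genes were lower for 8 of 9 in both microglia-like (median −0.41, −0.95 to −0.16) and neuroprogenitor-like cells (−0.40, −1.33 to −0.15), with Hist1h3b at −1.73 and Hist1h2bb at −1.34 in the latter. Genes of homeostatic microglia were higher in all 12 in oligodendrocyte-like (0.57, but 0.0034 with called doublets left out) and neuroprogenitor-like cells (0.45). In oligodendrocyte-like cells Lyz2 had 1.49, Cd33 1.10 and Gria2 1.31.

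In astrocyte-like cells, reactive astrocyte genes were lower for 9 of 12 (median −0.32, −0.54 to 0.18, and 0.064 after thinning), with Gfap at −0.79 and C4b at −0.37 but 0.014 and 0.15 with sub-clusters weighted alike. Cxcl10 had 59 UMIs in E3 and 5 in E4 (−3.72, −5.40 to −2.42), opposite to microglia-like cells. Interferon-response genes had 6 higher and 9 lower (median −0.097, −0.61 to 0.11, and 0.15 with the stricter cell filter), with Ifitm3 at −0.61. MHC class I genes had 5 of 9 higher (0.18, −0.12 to 0.30, and −0.017 after thinning), and hypoxia genes 9 of 13 lower (−0.10, −0.35 to 0.038, and 0.0061 after thinning), with the glucose transporter gene Slc2a1 at 0.21 and Vegfa at −0.19. Astrocyte genes of the telencephalon were lower for 9 of 10 (−0.046, −0.17 to −0.0083). Cholesterol synthesis genes had 10 higher and 11 lower (−0.011), and genes of lipoprotein handling 8 of 12 higher (0.073, −0.10 to 0.13, and −0.0048 after thinning). Nuclear-retained transcripts had 7 of 12 higher (0.22, −0.21 to 0.39), and genes of the mitochondrial ribosome 53 of 77 lower (−0.048, −0.069 to −0.025). The paper reports higher Ldha in primary E4 astrocytes. In the astrocyte-like cells of these libraries Ldha had 1527 UMIs in E3 and 1585 in E4 (−0.11, −0.21 to −0.0055) and Ldhb a ratio of −0.028 (−0.064 to 0.0073).

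The lower oxidative phosphorylation list in astrocyte-like cells of the E4 library was set against 2 explanations. A change confined to astrocytes is argued against by the other 5 classes, whose medians had a median of −0.12 with each interval below 0. Transcript length is argued against as the whole cause, since random lists matched on length and expression had a median of −0.047 (−0.090 to −0.010 for the central 95%), and the list lay at their 0.09th percentile, although part of its shift may come from length. Median UMIs per cell in E4 were 0.982 times those in E3 (bootstrap 95% interval 0.960 to 1.01), so no difference in median depth was detectable. The deepest of 10 groups by depth held 343 of 2900 E3 and 284 of 3368 E4 cells, however. With as many cells of each library drawn from each group, 2830 per library, the list's median was −0.11 (−0.13 to −0.078). The shift thus remained at equal depth. Within the groups the list's median went from −0.040 (−0.091 to 0.025) in the shallowest to −0.18 (−0.20 to −0.13) in the deepest. Of the 10 intervals, 4 included 0. Genotype, a difference between the pools or their preparation and the Cell Ranger versions remain open, because they are confounded.

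Lars2, Gm42418 and AY036118, which overlap or resemble ribosomal RNA, were lower in the E4 library in astrocyte-like cells. A response confined to astrocytes is argued against by the other classes, where the mean log2 ratio of these 3 genes had a median of −1.16. Damaged cells are argued against by the mean with the stricter cell filter, −1.20, and shallow cells by the mean in astrocyte-like cells with at least 4064 UMIs, the median depth, −1.11. Ribosomal RNA carried over more in the E3 library is a candidate explanation, since the mean differed by 0.307 over the 6 classes and was below 0 in each. An effect of genotype on all classes alike would give the same values and was not tested.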
